# Evaluation of Animal Models by Comparison with Human Late-Onset Alzheimer’s Disease

**DOI:** 10.1007/s12035-018-1036-6

**Published:** 2018-04-14

**Authors:** Bu-Yeo Kim, Hye-Sun Lim, Yoonju Kim, Yu Jin Kim, Imhoi Koo, Soo-Jin Jeong

**Keywords:** Late-onset Alzheimer’s disease, 5×FAD, Amyloid-β, BCCAO, Microarray

## Abstract

Despite many efforts to alleviate the pathological conditions of Alzheimer’s disease (AD), effective therapeutic drugs have not been developed, mainly because of the lack of molecular information about AD and animal models. We observed the reciprocal regulation of AD-associated genes (AD genes) and their related functions. Upregulated AD genes were positioned in central regions in the protein–protein interaction network and were involved in inflammation and DNA repair pathways. Downregulated AD genes positioned in the periphery of the network were associated with metabolic pathways. Using these features of AD genes, we found that 5×FAD, amyloid β-injected mice, and rats in the initial phases after bilateral common carotid artery occlusion (BCCAO) exhibited patterns that were most similar to those of AD. In contrast, using differentially expressed genes from animal models, we observed that 3×Tg and animals in late phases of BCCAO were positioned close to AD genes.

**Electronic supplementary material:**

The online version of this article (10.1007/s12035-018-1036-6) contains supplementary material, which is available to authorized users.

## Introduction

Alzheimer’s disease (AD) is a progressive and chronic neurological disorder that causes memory impairment and cognitive deficits, primarily in the elderly. The majority of human AD cases (> 95%) are sporadic non-Mendelian patients aged ≥ 65 years [1]. The pathological characteristics of AD include the deposition of the peptide corresponding to amino acids 39–42 of amyloid beta (Aβ) and of the hyperphosphorylated forms of the microtubule-associated tau protein in the brain [2, 3]. However, the recent failures of clinical trials of novel drugs designed against Aβ have raised questions regarding the exact role of Aβ in the neurobiology of AD, although the negative results obtained in these trials do not disprove the possible effectiveness of drugs in patients with early onset AD [4, 5]. Moreover, genome-wide association studies (GWASs) based on a large population of patients with late-onset AD identified several genetic loci, the most prominent of which are not directly connected with Aβ and tau physiology [6, 7]. This genetic difference between familial AD and sporadic AD strongly suggests the involvement of separate processes in the development of the two types of AD.

In addition to the clinical effectiveness of drugs, the manner in which the animal models that are used in preclinical trials can simulate human AD should also be considered. Many AD animal models, including genetically and nongenetically engineered animals, have been developed in the last two decades, and their pathophysiological traits have been identified. Genetically modified transgenic models focus primarily on mutated genes that were identified in patients with familial AD, which include APP, MAPT, PSEN1, and PSEN2 [8, 9]. These genes have been used alone or in combination to produce animal models with cognitive impairment. The functions of these genes are mainly implicated directly in Aβ and/or tau physiology, thus supporting the contention that the accumulation of extracellular Aβ and/or intracellular tau could lead to cognitive impairment in humans. In addition to transgenic models of AD, pharmacological models that reproduce transiently the symptomatic features of AD have also been used widely, including the scopolamine-induced [10] and streptozotocin-induced rodent models [11]. Although transgenic and nontransgenic animal models are valuable tools in the identification of the mechanisms of AD pathologies, these models do not reproduce all of the abnormalities observed in human AD. In particular, most transgenic models do not replicate the molecular features of sporadic AD, which is not caused by mutations in genes directly associated with Aβ physiology, as demonstrated by a massive genome-wide analysis [6]. These previous reports strongly suggest that, despite the pathological similarities between animal models of AD and human AD, such as memory loss and cognitive impairment, the molecular processes resulting in those pathological conditions may be different in each model, depending on genetic or other causative factors.

Therefore, the identification of the molecular features of AD and the evaluation of animal models of AD in terms of these features are urgently required, to obtain information about which model is optimal for the development of novel anti-AD drugs. In the present study, we reanalyzed genes that were shown to be associated with late-onset AD in external sources of microarrays and evaluated their biological roles using function- and network-based approaches. We observed that the reciprocal regulation of genes and their associated functions in AD depended on their expression levels. Using these findings, the similarities between the features of various AD models were measured and compared with those of human AD.

## Materials and Methods

### Animal Experiments

Transgenic mouse models, including those overexpressing the mutated human NCSTN gene (KNL-HYD-TG0610, 10-month-old male) [12], the mutated human PSEN2 gene (KNL-HYD-TG0606, 12-month-old male) [13], and the wild-type human MAPT gene (KNL-HYD-TG0601, 12-month-old male) [14], were provided by the National Institute of Food and Drug Safety Evaluation of Korea (Cheongju, Korea). The C57BL/6N background strain was used as the normal control for KNL-HYD-TG0610 and KNL-HYD-TG0606 animals. C56BL/6N was used as the normal control for the MAPT model (KNL-HYD-TG0601).

To induce cognitive impairment using external chemicals, scopolamine, Aβ, or streptozotocin were administered to ICR male mice (7 weeks of age) purchased from Daehan Biolink Co. Ltd. (Eumseong, Korea). Scopolamine (Sigma-Aldrich, St. Louis, MO, USA) was administered by intraperitoneal (i.p.) injection at a dose of 1 mg/kg 30 min before the isolation of brain tissues. The amyloid-β_1–42_ peptide (AnaSpec, Inc., Fremont, CA, USA) was dissolved in a PBS solution (137 mM NaCl, 10 mM Na_2_HPO_4_, 1.8 mM KH_2_PO_4_, and 2.7 mM KCl at pH 7.5) at a concentration of 1 mM/μL and aggregated by incubation at 37 °C for 7 days prior to use. Aβ (5 or 10 μM) or streptozotocin (2.5 or 3 mg/kg; Sigma-Aldrich) was injected into the intracerebroventricular (i.c.v.) region. During this process, ICR mice were positioned in a stereotaxic frame and a midline sagittal incision was made on the scalp. Holes were drilled in the skull over the lateral ventricles using the following stereotaxic coordinates: − 0.46 mm anteroposterior, 1 mm mediolateral, and 2 mm dorsoventral. All injections were performed using a 5 μL Hamilton syringe equipped with a 26S-gauge needle. Aβ or streptozotocin were injected at the rate of 1 μL/min, to a final volume of 3 μL. Brain tissues were prepared 14 days after i.c.v. injection of Aβ or streptozotocin.

Twelve-week-old male Wistar rats from OrientBio Inc. (Seongnam, Korea) were used for the surgical induction of bilateral common carotid artery occlusion (BCCAO). Rats were randomly divided into six groups (sham and 21, 35, 45, 55, and 70 days after BCCAO). BCCAO was induced as described previously, with some modifications [15, 16]. Briefly, the rats were anesthetized using 5% isoflurane, and the bilateral common carotid arteries were tightly double ligated with silk sutures. For the control sham group, the same procedure was performed without BCCAO. For the study of aging, male C57BL/6 mice aged 1.5, 4, 9, 17, and 22 months and raised in a specific pathogen-free facility were obtained from the Korea Basic Science Institute (Gwangju, Korea). Six-month-old male 5×FAD mice (Tg(APPSwFlLon,PSEN1*M146L*L286V)6799Vas) were obtained from the Jackson Laboratory (Bar Harbor, Maine, USA). 

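The sex-linked genes were measured on the array of the 5×FAD hippocampus, on those of the NCSTN and MAPT hippocampus, and on 9 arrays of aged mice and of mice injected with Aβ, streptozotocin, or scopolamine, 12 arrays in all. Each array holds RNA pooled from 3 animals, so no spread between animals can be given. Xist is transcribed from the inactive X chromosome of female cells, and Ddx3y and Eif2s3y lie on the Y chromosome. After quantile normalization, without a filter on dim probes, the log2 signal of Xist averaged 9.41 on the 3 transgenic arrays, with a range of 9.20 to 9.58, and it was well above background on each of them. On the other 9 arrays Xist was not well above background, which makes it at least 35.2-fold higher on the transgenic arrays. Such limits are given where a gene was not well above background on any array of the dimmer side. They set the brighter side against, for each dim array, the lowest signal among probes well above background or the gene's own signal if that was higher. Ddx3y averaged 10.59 on the 9 other arrays and was at least 175-fold lower on the transgenic arrays, where it was not well above background. Eif2s3y averaged 9.82 on the 9 other arrays and was at least 103-fold lower on the transgenic arrays, again without a signal well above background.

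**Figure D1:**
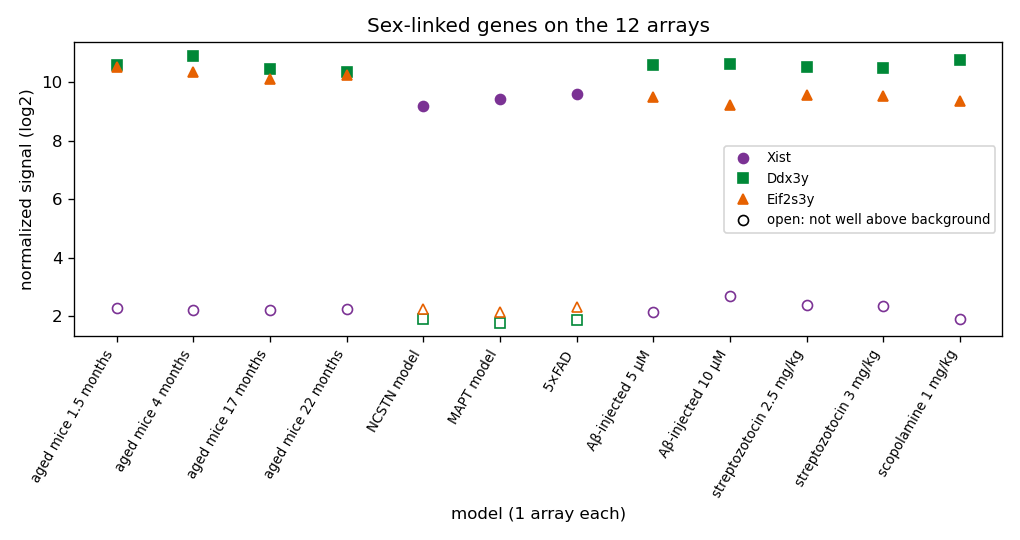
Normalized log2 signal of Xist, Ddx3y, and Eif2s3y (y axis) on each of the 12 arrays (x axis, 1 array per model). Filled points are well above background and open points are not; Xist is filled on the 3 transgenic arrays alone, and both Y-linked genes are filled on the 9 other arrays alone.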

The C57BL/6N background strain was used as the normal control for 5×FAD animals. All animals were housed individually in polycarbonate cages at a controlled temperature of 23 ± 3 °C with 60% humidity and a 12-h light/dark cycle. Standard chow diet (catalog no. 6112, Central Laboratory Animal Inc., Seoul, Korea) and water were provided ad libitum throughout the experiment. All mice were fasted overnight and anesthetized using 5% isoflurane before sacrifice. Every effort was made to minimize pain during the experimental period. For biological analysis, brain regions were dissected and frozen at − 80 °C until microarray analysis. All experimental procedures were approved by the Institutional Animal Care and Use Committee of the Korea Institute of Oriental Medicine and were performed in strict accordance with the recommendations of the Guide for the Care and Use of Laboratory Animals of the Korea Institute of Oriental Medicine.

### Microarray Experiment

Total RNAs were purified from each brain region using an RNeasy kit according to the manufacturer’s instructions (Qiagen, Hilden, Germany). After checking the quality of the RNA using a Bioanalyzer 2100 RNA Nano Kit (Agilent Technologies, Santa Clara, CA, USA), only samples with an RNA integrity number (RIN) > 7.0 were included in the microarray analysis. To minimize the effects of individual variability, RNAs isolated from tissues of three animals were pooled in equal amounts, followed by amplification and labeling using a Low RNA Input Linear Amplification Kit PLUS, according to the manufacturer’s instructions (Agilent Technologies). Finally, labeled RNAs were hybridized to a microarray (Agilent Mouse Whole Genome 44K for mouse brain tissues and Rat Whole Genome 44K for rat brain tissues) using the Gene Expression Hybridization Kit, according to the manufacturer’s instructions (Agilent Technologies). The arrays were then scanned using an Agilent DNA Microarray Scanner, and the raw signal intensities from the scanned image were extracted using the Agilent Feature Extraction Software (Agilent Technologies). Array information was deposited at the Gene Expression Omnibus (http://www.ncbi.nlm.nih.gov/geo) public site under ID numbers GSE44289 and GSE104031, respectively.

### Microarray Analyses

Probes on arrays with signal intensities that were 1.4-fold higher than the local background were selected exclusively, as described previously [17, 18], and were then normalized using the quantile method, which can adjust the variability within and between samples [19]. Hierarchical clustering based on the expression levels of genes was performed using the Gene Cluster 3.0 program and visualized using the Java TreeView program [20]. Mouse and rat gene symbols were compared with human gene symbols based on the orthology database maintained by the Jackson Laboratory (http://www.informatics.jax.org).

### Transcription Factor Binding Site Analysis

Frequency measurement of binding sites for transcription factors in the promoter region of genes was conducted by implementing the MotifDb R package (version 1.18.0, https://www.bioconductor.org/packages/release/bioc/html/MotifDb.html) [21]. A total of 459 position weight matrices were used as binding sites for each human transcription factor from the JASPAR database (http://jaspar.genereg.net) [22]. The nucleotide sequences of the promoter region of genes covering 2000 bp upstream to 500 bp downstream from the transcription start site were obtained from the human full genome sequences provided by the University of California, Santa Cruz (UCSC hg38 version). The putative transcription factor binding sites (TFBS) were predicted via sequence matching of the promoter regions of genes with the position weight matrix of each transcription factor using the matchPWM algorithm with a minimum score of 0.9 for counting a match [23]. The resultant matrices of the TFBS frequency from genes were clustered to measure similarity between genes by implementing Jaccard’s algorithm, which minimizes the effects of the absence of TFBS at each gene promoter [24, 25].

### Gene Ontology and Pathway Analyses

A simple enrichment analysis for gene ontology (GO) terms and pathways was performed using the Functional Annotation Tool of Database for Annotation, Visualization and Integrated Discovery (DAVID) [26], in which a modified Fisher’s exact test was used and false discovery rate (FDR) was calculated using the Benjamini–Hochberg procedure, as a measurement of statistical significance. Based on the enriched GO terms obtained from the DAVID analysis, nonredundant GO terms and their connections based on semantic similarity were obtained using the Reduce and Visualize Gene Ontology program (REVIGO) [27].

A more systematic functional enrichment analysis was performed using gene set enrichment analysis (GSEA), which calculates the enrichment score by measuring the correlation between gene sets and phenotypic class using all genes included in each gene set [28]. After a random permutation of 1000, statistical significance was presented as nominal *p* values and FDR *q* values. As another measurement of pathway enrichment using the expression values of all genes included in each pathway, pathway activity was examined by calculating the cumulative effect of the expression of all genes in each pathway [15, 18]. In brief, the log-transformed expressional ratios of genes relative to the normal control in each pathway were added linearly with a weight of − 1 for genes that acted as repressors, which were defined as proteins that inhibited the process of signal transduction of the pathway. The measured value of pathway activity was normalized by dividing it by the size of the pathway. Statistical significance was calculated by comparing the measured values with those obtained from a random permutation of 1000. The pathway information was obtained from the Kyoto Encyclopedia of Genes and Genomes database (KEGG, http://www.genome.jp/kegg/).

### Node Degree Distribution in the Protein–Protein Interaction Network

The distribution of the node degrees of genes was measured in the protein–protein interaction (PPI) network, which was constructed using information from low-throughput experiments obtained from the BioGRID database (version 3.4.149) [29]. After measuring the degrees of node included in a set of genes, the proportion of those genes in a whole network was calculated by increasing degree values. When the number of genes at a specific degree value was < 10, we added those genes to the genes measured at the next degree value, to reduce fluctuations resulting from small numbers.

### Functional Network

Functional connections between GO terms were constructed by implementing the ClueGO Cytoscape plugin application (http://www.ici.upmc.fr/cluego/) [30]. Input genes were queried into ClueGO using the following settings: Benjamin–Hochberg FDR < 0.01, kappa score > 0.4, and GO term fusion (to delete duplicated GO terms).

### Distances in the PPI Network

To measure distances between two gene sets, each gene was mapped onto the PPI network. Subsequently, the shortest paths between two genes from each gene set were measured using the igraph R package (version 1.0.10) [31]. After iteration of this process for all pairs of genes from two gene sets, we obtained a matrix of shortest paths. The averaged value from the matrix of shortest paths was presented as the distance between two sets of genes. Only sets of genes with a presence in the PPI network > 50% were included. Identical processes were carried out using randomly selected gene sets composed of a varying number of genes, to adjust for the effect of the size of gene sets (number of genes included in each gene set) on distances.

### Public Microarray Data

Eight public microarray datasets (GSE15222, GSE44772, GSE33000, GSE48350, GSE5281, GSE53890, GSE30272, and GSE1572), for the selection of AD- or age-associated genes, and four microarray datasets (GSE31372, GSE36981, GSE60911, and GSE80465), for animal model research, were used in the present analysis. Information on all datasets was deposited in the Gene Expression Omnibus (http://www.ncbi.nlm.nih.gov/geo). The characteristics of datasets are summarized in Supplementary Table 1. For datasets that used two-color microarray systems, including GSE44772, GSE33000, and GSE30272, background-subtracted raw intensity values were normalized using the quantile method [19]. For a one-color microarray system, raw CEL files were imported into the affy R package (version 1.54.0) and normalized using the Robust Multiarray Average (RMA) algorithm [32]. The GSE48350, GSE5281, and GSE53890 datasets were merged. To adjust for the batch effects resulting from the use of various microarray datasets, we applied empirical Bayesian methods by implementing the ComBat function in the sva R package (version 3.24.4) [33]. We adjusted for the effects of age and sex on the expression levels of genes using robust regression.

Genes that were differentially expressed between AD and nondemented individuals and genes that were associated with age were selected using significance analysis of microarrays (SAM) under the two-class response type or quantitative response type options, respectively, with a random permutation of 1000 [34]. The threshold values for gene selection were determined to be FDR < 0.01 for each microarray dataset. For GSE33000 (dataset 1) and GSE44772 (dataset 2), threshold values were set more stringently at FDR < 0.001, to reduce the number of selected genes.

### Selection of Animal Models

The significance of the measurement of the similarity between animal models and human AD was examined using a permutation-based approach. For gene expression and pathway activity analyses, equal-sized genes or pathways corresponding to those isolated from human AD were randomly selected for each animal model and their expression levels or the activities of pathways were measured. For network analysis using differentially expressed genes (DEGs) from each animal model, we also randomly selected equal-sized genes corresponding to the size of DEGs and measured distances in the PPI network. This process was iterated 1000 times. From the distribution of the averaged expression levels or activities of pathways corresponding to randomly selected genes and pathways, the proportion of random sets of genes and pathways that exhibited values of expression or activity that were greater than the original values was calculated and used in statistical analyses. The threshold values of significance were set at 0.01 and 0.05 for strong and weak correlation, respectively. Animal models that satisfied this condition in both directions (upregulation and downregulation) were selected as significant models.

#### Data Availability

All other data generated or analyzed during this study are included in this published article and its supplementary information files.

## Results

The overall flow of the experiments performed here is shown in Fig. 1. Briefly, multiple microarray datasets composed of AD cases and nondemented individuals from public archives were introduced into our analysis platform. Subsequently, AD-associated genes (AD genes) were isolated from these datasets, and their biological features were analyzed. As a final step, the molecular characteristics of AD or AD genes were applied to various animal models, to measure the correlations between each model and human AD. The animal models analyzed included transgenic, nontransgenic, and pharmacological models.

**Fig. 1:**
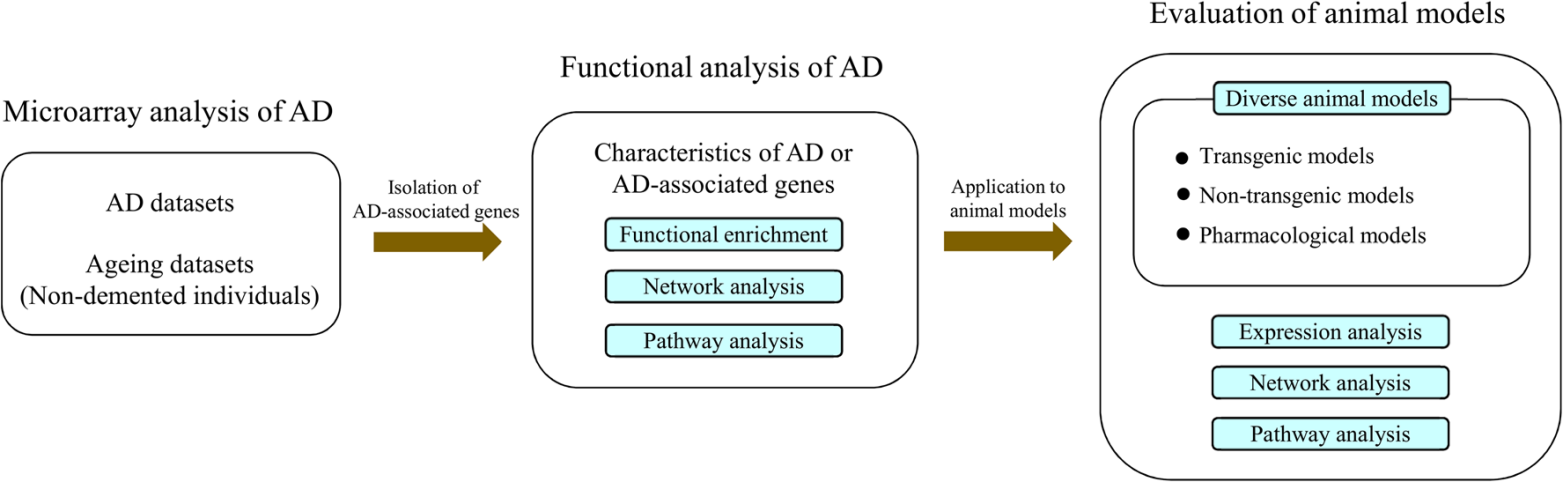
Schematic diagram of the overall experimental procedure. Microarray datasets composed of patients with AD and nondemented individuals were analyzed, to isolate AD-associated genes (AD genes). The functional characteristics of AD or AD genes were identified via functional enrichment, pathway analysis, and network analysis. These characteristics were used to evaluate various animal models of AD, including transgenic, nontransgenic, and pharmacological models. Similarities between animal models and human AD were measured using the expression levels of AD genes, pathway activities, and distances in the PPI network

### Correlation Patterns Based on the Expression Levels of Genes Among Samples

We identified genes associated with AD by analyzing microarray information archived in the GEO database. For this purpose, four AD datasets (AD sets 1–4) and six aging datasets (aging sets 1–6) comprising eight external microarray datasets (GSE15222, GSE44772, GSE33000, GSE48350, GSE5281, GSE53890, GSE30272, and GSE1572) [1, 35–41] were imported into our analysis platform. These public microarray datasets deal with diverse brain tissues from AD patients and/or nondemented individuals. For the present analysis, samples were limited to the cortex or hippocampus regions of the brain. AD sets were composed of AD cases and nondemented individuals, and aging sets were composed of only nondemented individuals from each microarray dataset. The characteristics of each microarray dataset are compared in Supplementary Table 1. The relationship between individuals was examined based on whole gene expression by measuring the correlation patterns among them. As shown in Fig. 2a, patients with AD and nondemented individuals showed different patterns of correlation. However, because the AD patient group was composed of more aged individuals than was the nondemented group in all AD sets (*p* < 0.001), it was necessary to adjust for the effects of age on gene expression. Therefore, we examined the effects of age by assessing the correlation patterns according to age among nondemented individuals (Fig. 2b). Interestingly, in many datasets (aging sets 1, 2, 4, and 6), younger individuals were correlated with younger individuals and older individuals were correlated with older individuals (*p* < 0.01). Although we did not determine the exact age threshold that discriminated the young from old groups in the present analysis, the age of 65 years, which is generally used to characterize late-onset AD, would be appropriate [42]. Thus, we excluded samples from individuals under the age of 65 from the present research of AD. The clustering patterns of whole gene expression among samples exclusively from individuals over 65 years of age are shown in Supplementary Fig. 1, in which we confirmed the segregation between AD cases and nondemented individuals and which indicates the presence of many differentially expressed genes in patients with AD.

**Fig. 2:**
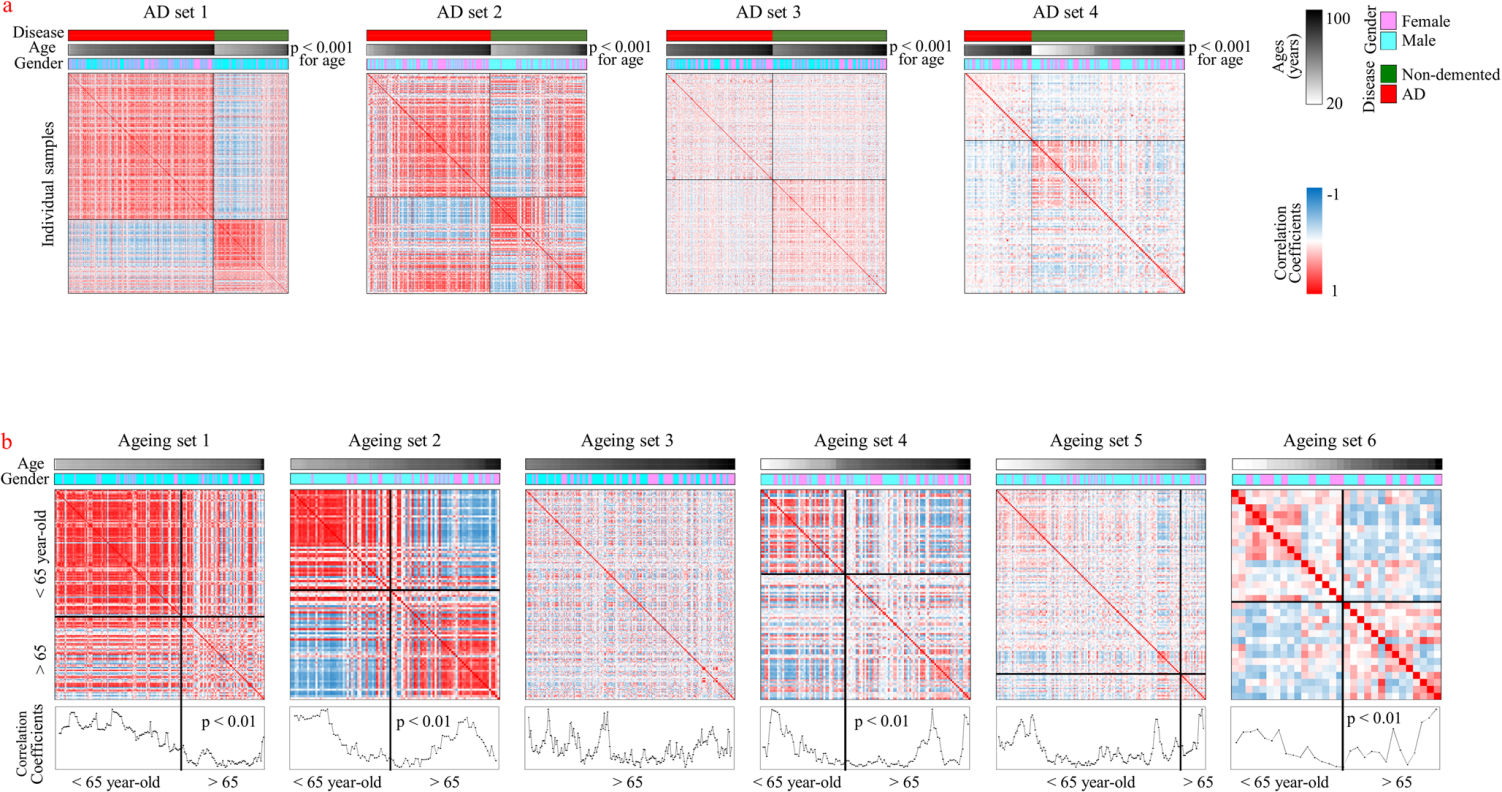
Correlation patterns of samples according to gene expression. Correlations were measured between individuals from **a** four AD sets and **b** six aging sets, using the log-based expression of genes. Information about samples and intensities of correlation (Pearson’s correlation coefficients) are shown in color bars. Samples were arranged according to age. **a** AD patient group was composed of more aged individuals than was the nondemented group in all AD sets (*p* < 0.001). **b** For aging sets, the levels of moving averaged coefficients of correlation are indicated. The age of 65 years was designated as the threshold line. Differences in the coefficients of samples from individuals who were older and younger than 65 years were measured using Student’s *t* test. Aging sets 1, 2, 4, and 6 showed significant differences in correlation (*p* < 0.01) between younger and older individuals

### Selection of AD Genes

Although we excluded samples from individuals aged under 65 years, we further adjusted for age effects by eliminating age-associated genes. For this second-line adjustment for age effects, we selected age-associated genes from nondemented samples using the SAM algorithm under the option of quantitative response type [34]. The plot of gene distribution in SAM is shown in Supplementary Fig. 2. Age-associated genes were selected as commonly regulated genes (FDR < 0.01) in at least two datasets (Supplementary Fig. 3). Finally, we selected 761 and 1561 genes as being upregulated and downregulated age-associated genes, respectively. The validity of age-associated genes is shown in Fig. 3a, which indicates the presence of a close relationship between age and the expression levels of age-associated genes (*p* < 0.001).

**Fig. 3:**
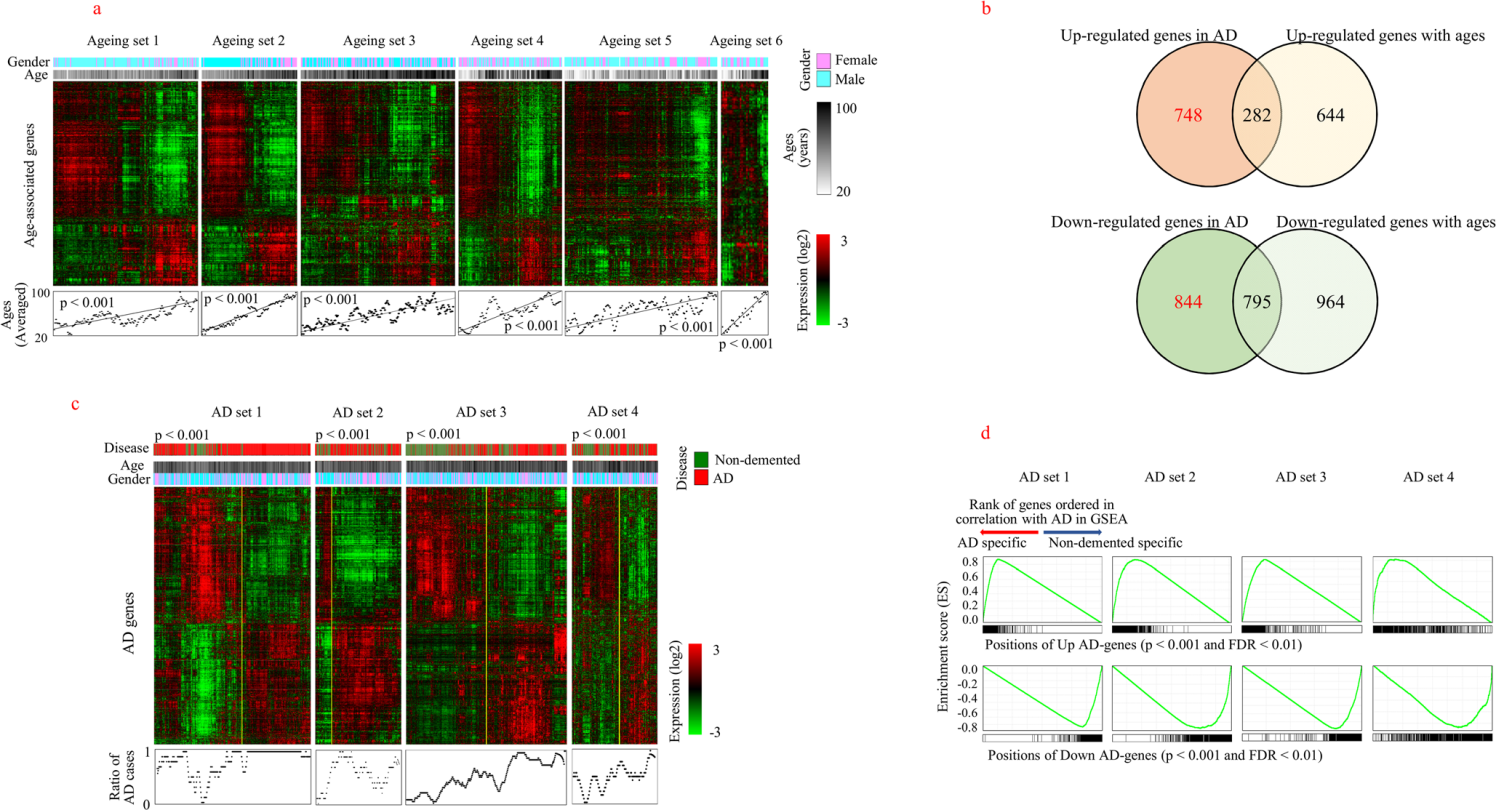
Selection of genes associated with AD. **a** Genes associated with aging (FDR < 0.01) were selected from SAM and hierarchically clustered. The distribution of the moving averaged age of samples is plotted in the lower region of the expression profile image with *p* value from general regression analysis. **b** The distribution of initial AD-associated genes and age-associated genes is shown in the Venn diagrams. Genes exclusively included in AD were finally selected as upregulated and downregulated AD genes. **c** Finally, selected AD genes were hierarchically clustered based on expression levels. Two subgroups of samples in each dataset were discriminated with yellow lines. Differential distribution of AD and nondemented individuals in the two subgroups (*p* < 0.001) was measured using chi-squared test with Yates’s continuity correction. The rate of AD samples in clustering profiles is also presented in the lower region of the image. **d** The effectiveness of AD genes in discriminating AD samples from nondemented samples was verified using GSEA. Upregulated and downregulated AD genes were enriched in the AD and nondemented groups, respectively, in each dataset (*p* < 0.001 and FDR < 0.01)

To obtain a defined set of AD genes, we also implemented the SAM algorithm under the two-class discrimination option. The resulting differentially expressed genes (DEGs) between AD cases and nondemented individuals aged over 65 years were selected (FDR < 0.01) from four AD sets. For AD sets 1 and 2, the threshold value was set more stringently at FDR < 0.001, to reduce the number of selected genes. The distribution of genes and the threshold for the determination of gene selection in SAM are shown in Supplementary Fig. 4. To eliminate the bias that is inherent in each microarray dataset, we isolated genes that were commonly expressed in more than two datasets. The number of selected genes among datasets is shown in Supplementary Fig. 5. A total of 980 and 1550 genes were selected as the initial upregulated and downregulated AD genes, respectively.

The relationship between these initial AD genes and age-associated genes is shown in a Venn diagram, from which 282 (27.3% of the initial AD genes) upregulated and 795 (48.5% of the initial AD genes) downregulated genes were commonly selected (Fig. 3b). The significant overlap of genes observed supports the contention that the molecular features of AD are closely related with aging processes. Finally, by removing common genes from the initial AD genes, we selected 748 and 844 genes as final upregulated and downregulated AD genes, respectively. This final selection of genes was termed AD genes. The expression profile shows that AD genes discriminated AD cases from nondemented individuals (*p* < 0.001), as shown in Fig. 3c. AD genes are listed in Supplementary Table 2. The validity of AD genes was also confirmed by implementing a GSEA in each dataset. As shown in Fig. 3d, upregulated or downregulated AD genes were highly enriched in individuals with AD or nondemented individuals (*p* < 0.001 and FDR < 0.01), respectively, in all datasets, thus proving the specific expression of AD genes in the AD population.

### Functional Association of AD Genes

We then evaluated the functional implication of AD genes using a simple enrichment analysis of pathways and GO. Signaling-related functions, such as inflammatory response, cell cycle, and apoptosis, were associated with upregulated AD genes, whereas various metabolism-related functions, such as oxidative phosphorylation, ion transport, and amino acid metabolism, were associated with downregulated AD genes (*p* < 0.005 and FDR < 0.05), as shown in Table 1. In particular, pathways related to neurological diseases, including AD, Huntington’s disease, and Parkinson’s disease, were associated with downregulated AD genes. This functional segregation between upregulated and downregulated AD genes was more clearly demonstrated in the distribution of the nonredundant GO terms that were selected using the REVIGO algorithm [27], as shown in Fig. 4a. Signaling functions, such as transcriptional regulation, development, and inflammation, were enriched in upregulated AD genes, whereas metabolic functions, such as ion transport, catabolic processes, and oxidation–reduction, were enriched in downregulated AD genes. The functional segregation and differential expression of a large number of genes in AD cases imply the presence of a complex interaction of genes and functions during the processes leading to the pathological conditions of AD. Therefore, we examined the manner in which AD-associated functions are interconnected with each other using a network analysis. Various signaling functions associated with upregulated AD genes, including inflammatory response, cell death, and development, were grouped in a large cluster (FDR < 0.01). Metabolic functions associated with downregulated AD genes, which included nucleotide metabolism, carboxylic acid metabolism, and fatty acid metabolic processes, were also closely connected with each other (Fig. 4b). This interconnection of AD-associated functions may be the cause of the diverse pathological traits observed in AD. We also evaluated the altered activities of pathways (permutation *p* < 0.05) in AD cases and compared them with that observed for nondemented individuals using the expression levels of all genes included in each pathway, rather than using only AD genes. Immune-related pathways were predominantly activated, whereas neurological pathways and metabolic pathways were suppressed in AD individuals (Fig. 4c). This pattern of functional differentiation was confirmed in a GSEA, which showed that signaling pathways (including disease pathways and immune pathways) were enriched, whereas metabolic pathways and neurological pathways were depleted in the AD group (FDR < 0.1, Fig. 4d). A detailed list of these pathways is provided in Supplementary Fig. 6. A similar segregation of enriched GO terms was also observed using GSEA, as shown in Supplementary Fig. 7. As gene expression is determined by the type of transcription factor that binds to the promoter sequences, we analyzed the patterns of TFBS in AD genes. Figure 4e shows that AD genes were segregated into two major clusters based on TFBS similarity. Upregulated and downregulated AD genes were differentially distributed into each cluster, with statistical significance (*p* < 10^−5^), which indicated that the reciprocal expression of AD genes could be predetermined at the transcriptional level.

**Table 1:** GO terms and pathways enriched in AD genes

GO analysis							
GO ID	Up-AD genes	*p* value^a^	FDR^b^	GO ID	Down-AD genes	*p* value	FDR
0045944	Positive regulation of transcription	1.06E−09	3.47E−06	1902600	Hydrogen ion transmembrane transport	2.96E−04	3.06E−02
0006954	Inflammatory response	2.83E−09	4.63E−06	0031145	Anaphase-promoting complex-dependent catabolic process	6.41E−04	3.35E−02
0000122	Negative regulation of transcription	3.01E−08	3.29E−05	0051436	Negative regulation of ubiquitin-protein ligase	1.02E−03	4.56E−02
0006974	Cellular response to DNA damage stimulus	2.97E−07	2.43E−04	0016192	Vesicle-mediated transport	1.06E−03	4.69E−02
0043123	Positive regulation of I-κb kinase/NF-κb	5.23E−07	3.43E−04	0070125	Mitochondrial translational elongation	1.19E−03	4.34E−02
0001701	In utero embryonic development	1.89E−06	1.03E−03	0015031	Protein transport	1.31E−03	4.08E−02
0008285	Negative regulation of cell proliferation	4.74E−06	2.21E−03	0017156	Calcium ion regulated exocytosis	1.37E−03	4.74E−02
0006366	Transcription from RNA pol II promoter	1.08E−05	4.41E−03	0006123	Mitochondrial electron transport	1.43E−03	4.48E−02
0045893	Positive regulation of transcription	1.19E−05	4.33E−03	0051437	Positive regulation of ubiquitin-protein ligase	1.73E−03	4.69E−02
0071260	Cellular response to mechanical stimulus	2.38E−05	7.76E−03				
0010629	Negative regulation of gene expression	3.64E−05	1.07E−02				
0043066	Negative regulation of apoptotic process	4.19E−05	1.13E−02				
0030198	Extracellular matrix organization	4.37E−05	1.09E−02				
0042127	Regulation of cell proliferation	5.82E−05	1.35E−02				
0008283	Cell proliferation	8.35E−05	1.80E−02				
0008630	Intrinsic apoptotic signaling pathway	9.09E−05	1.84E−02				
0045931	Positive regulation of mitotic cell cycle	9.38E−05	1.79E−02				
0045669	Positive regulation of osteoblast differentiation	1.28E−04	2.29E−02				
0071480	Cellular response to gamma radiation	1.34E−04	2.29E−02				
0030199	Collagen fibril organization	1.35E−04	2.17E−02				
0001525	Angiogenesis	2.77E−04	4.22E−02				
0030308	Negative regulation of cell growth	3.64E−04	4.26E−02				
0050900	Leukocyte migration	3.96E−04	4.48E−02				
Pathway analysis							
KEGG ID	Up-AD genes	*p* value^a^	FDR^b^	KEGG ID	Down-AD genes	*p* value	FDR
04210	Apoptosis	6.45E−04	1.47E−02	01100	Metabolic pathways	1.28E−08	3.07E−06
05133	Pertussis	8.04E−04	3.90E−02	00190	Oxidative phosphorylation	4.00E−07	4.80E−05
05200	Pathways in cancer	1.04E−03	3.99E−02	05016	Huntington’s disease	1.49E−05	1.18E−03
05166	HTLV-I infection	1.17E−03	4.27E−02	05010	Alzheimer’s disease	1.84E−05	1.10E−03
05221	Acute myeloid leukemia	1.22E−03	4.49E−02	05012	Parkinson’s disease	6.08E−05	2.91E−03
				04260	Cardiac muscle contraction	1.14E−04	4.53E−03
				04721	Synaptic vesicle cycle	4.50E−04	1.53E−02
				00330	Arginine and proline metabolism	1.58E−03	4.63E−02

^a^*p* values were calculated using Fischer’s test

^b^FDR corrections were calculated using the Benjamini–Hochberg procedure

**Fig. 4:**
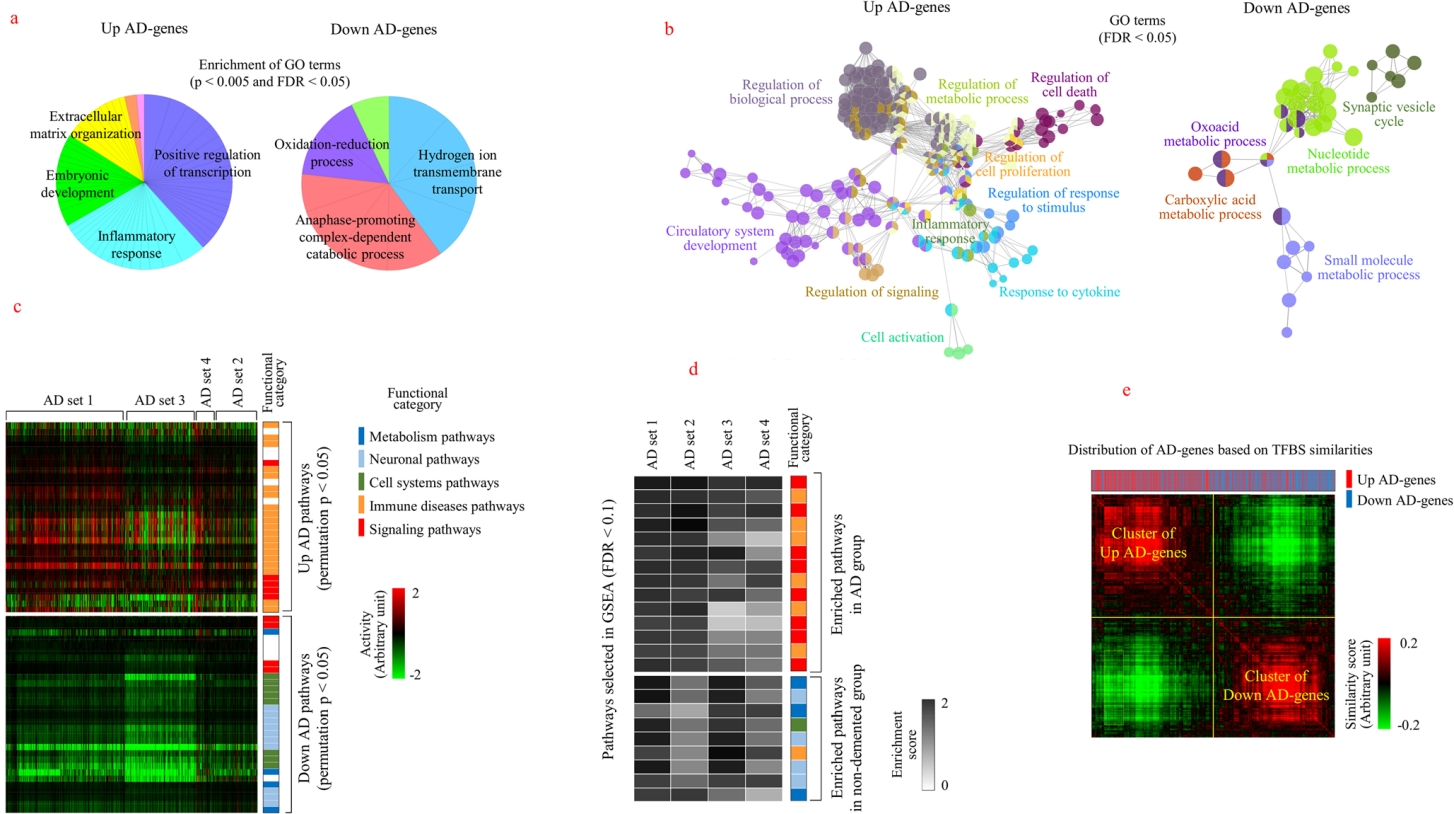
Functional characterization of AD genes. **a** The enrichment of GO terms associated with AD genes was measured using the DAVID and REVIGO program. Representative GO terms and their related nonredundant terms (*p* < 0.005 and FDR < 0.05) were presented in identical colors. **b** The functional connections of enriched GO terms associated with AD genes were measured using ClueGO. The related GO terms were segregated in each cluster (FDR < 0.01) and represented using the same color. The representative GO terms are indicated for each cluster. The size of node represents the significance of the GO term. Functionally related GO terms are partially overlapped. **c** Pathways that were differentially activated between AD and nondemented individuals (permutation *p* < 0.05) were selected, and their activities are visualized using a color scale. Columns represent individual samples, and rows represent pathways. The functional categories of pathways are displayed in color bars. **d** Pathways that were enriched commonly in all datasets (FDR < 0.1) were selected using GSEA. Enrichment scores for each pathway are represented as black and white intensities, as shown in the scale bar. **e** Upregulated and downregulated AD genes were clustered hierarchically based on the similarity of the TFBS structure in the promoter region (− 2000 to + 500 bp from the transcription start site). The positions of upregulated and downregulated AD genes are highlighted in the upper bar using red and blue colors, respectively. Differential distribution of AD genes between the two clusters was analyzed using chi-squared test with Yates’s continuity correction (*p* < 10^−5^). The color bar indicates the level of similarity, from red (i.e., high) to green (i.e., low), with arbitrary units

### Network Analysis of AD Genes

We further investigated whether this functional segregation of AD genes was also linked with positional segregation in the PPI network structure, as it was reported that the molecular function and position of genes are related in this network [43]. Before the characterization of AD genes in the network, we confirmed that both upregulated and downregulated AD genes exhibited the characteristics of a scale-free network (Supplementary Fig. 8). In a proportional plot of node degrees, we observed a reciprocal relationship between upregulated and downregulated AD genes. The proportion of genes with a high level of degrees was increased in upregulated AD genes, but was decreased in downregulated AD genes (Fig. 5a). In fact, the average of node degrees was higher in upregulated vs downregulated AD genes (*p* < 0.001) (Fig. 5b). We found that the general signaling and metabolic genes archived in KEGG also showed reciprocal patterns of node degree distribution, similar to that observed for upregulated and downregulated AD genes, respectively (Fig. 5c). This result confirmed that the functional segregation of AD genes, which was dependent on expression levels, may be correlated with positional segregation of genes in the PPI network. In addition to the degree distribution of genes, we measured the shortest path lengths between genes in the PPI network, to identify the nearest pathways to AD genes. First, we observed that near–distant gene sets were also functionally similar, based on genes in pathways. We then measured the pathways that included AD genes. As shown in Fig. 5d, pathways were grouped into seven clusters according to distance similarities. Each cluster of pathways represents a specific biological function. For example, pathway cluster 1, which included upregulated AD genes, is composed of nucleotide metabolism-related pathways, such as DNA repair and RNA transcription pathways. In addition, pathway cluster 1 was also correlated with signaling pathways, such as the Wnt, TGFβ, cell cycle, and p53 pathways of pathway cluster 6. Conversely, downregulated AD genes were closely correlated with metabolism-related pathways, such as glucose metabolism, amino acid metabolism, and fatty acid metabolism pathways in pathway cluster 3. During this process, we were not able to observe the size effects of pathways in measurements of distances between gene sets, as shown in Supplementary Fig. 9. The full list of pathways included in each cluster is shown in Supplementary Fig. 10. Pathways adjacent to AD genes with a similarity score > 3.35, corresponding to the top 90% pathways, were depicted in detail, as shown in Fig. 5e. It is evident that upregulated and downregulated AD genes were mainly linked with pathway clusters 1 and 3, respectively.

**Fig. 5:**
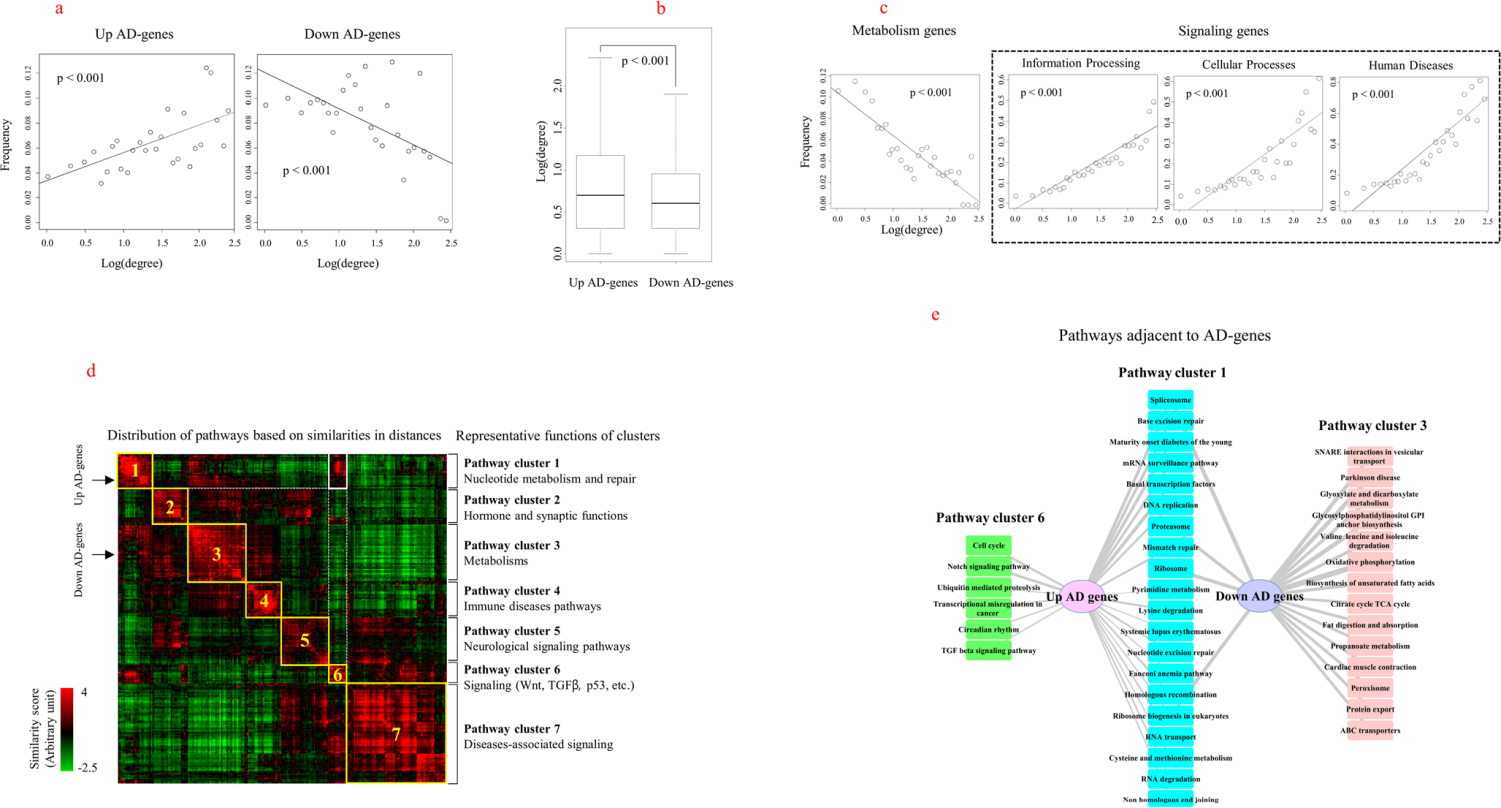
Network characteristics of AD genes. **a** The proportion of AD genes at each degree value was measured in a whole PPI network. Regression analysis was performed using generalized linear models. **b** The distribution of the degrees of node genes was compared between upregulated and downregulated AD genes. Statistical significance was assessed using Student’s *t* test. **c** The proportion of functionally related genes at each degree value was measured in a whole PPI network. Genes in each functional category were obtained from KEGG. **d** The distances of AD genes to pathways were examined by measuring the shortest path length among each gene set. The positions of upregulated and downregulated AD genes are indicated with arrows. Clusters of pathways were numbered according to representative biological functions, which are shown at the right side of the image. **e** Pathways that were positioned close to AD genes (similarity score > 3.35 corresponding to the highest 90%) were selected as AD-adjacent pathways. Edge thickness represents the level of the similarity score between two nodes. The colors of nodes indicate the biological functions of pathways, similar to the pathway clusters in the network

### Evaluation of Animal Models of AD

The animal models used in the present study and their characteristics are listed in Table 2 and Supplementary Table 3. Among them, information pertaining to gene expression in TgCRND8 (GSE31372), 3×Tg-AD (GSE36981), 3×Tg/Polβ (GSE60911), and APP23 mice (GSE80465) was obtained from a public database. 

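Mouse arrays of 12 of these models were analysed here, with 1 array per model. They were the cortex of aged C57BL/6 mice at 1.5, 4, 17, and 22 months, the hippocampus of mice overexpressing human NCSTN (10 months), human MAPT (12 months), or the 5×FAD transgenes (6 months), and the hippocampus of 7-week-old ICR mice. The ICR mice had received Aβ at 5 or 10 μM or streptozotocin at 2.5 or 3 mg/kg 14 days earlier, or scopolamine at 1 mg/kg 30 min earlier. Equal amounts of RNA from 3 animals had been pooled before hybridization, so an array is 1 sample and there is no replicate of any model. The values are therefore descriptive, no test between models was run, no p-value is given, and the number of arrays limits the precision of every value.
The authors deposited the scanner output of each array, which holds 43020 spots of 39429 probes besides control spots. The processed signal of each spot was used, with its local background already treated by the scanner software. Spots marked as outliers, between 110 and 234 per array, were left out. No spot was saturated. As the methods of the paper state, probes at least 1.4-fold brighter than the local background were kept, here on every one of the 12 arrays (36520 probes), and were quantile normalized. A filter on every array also removes genes that are silent in some models. Between 63.5% (Aβ, 10 μM) and 75.8% (5×FAD) of the probes were well above background by the flag of the scanner software. Accessions of the probes were matched to gene symbols for 27502 of the 39429 probes, and 19644 genes remained after the filter. Probes of 1 gene were averaged on the log2 scale.
Arrays of normal controls were not analysed here. Each gene was instead expressed as the log2 ratio of its value on an array to the mean of the other arrays of the same strain and region, which are 3 arrays for the aged cortex, 2 for the transgenic hippocampus, and 4 for the ICR hippocampus. A value above 0 thus means higher than in the other models of its group, not higher than in a normal mouse, and a change shared by all arrays of a group cannot be seen. The copy of Supplementary Table 2 used here holds 740 of the paper's 748 upregulated AD genes and all but a few of its 844 downregulated ones. Of these, 660 and 735 had a mouse gene of the same symbol on the filtered arrays.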

We compared the animal models regarding three aspects: (1) expression levels of AD genes, (2) activities of pathways, and (3) distance in the network. First, the expression levels of AD genes were compared among animal models. We found that 5×FAD mice (forebrain, hippocampus, and frontal cortex), the frontal cortex and hippocampus of rats in the initial phases (14 and 21 days) after BCCAO, and the hippocampus of Aβ-injected mice (10 μM) showed a similar pattern of gene expression compared with those of human AD genes (Fig. 6a). 

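On the array of the 5×FAD hippocampus, the 660 upregulated AD genes averaged a log2 ratio of 0.26 (standard error across genes 0.027) to the NCSTN and MAPT arrays, and 62.4% of them lay above 0. The 735 downregulated AD genes averaged -0.15 (standard error 0.019), with 34.7% above 0. The interquartile range of the upregulated genes was -0.18 to 0.56 and that of the downregulated genes -0.40 to 0.10, so the lists shifted while single genes went both ways. Genes are not replicates, and the standard errors describe this array only. Among the alternative settings, the values of the deposited matrix moved the upregulated average furthest, to 0.40. In those values the mean of all genes on the 5×FAD array was itself 0.11.
On the array of the hippocampus injected with 10 μM Aβ, the upregulated AD genes averaged 0.11 (standard error 0.017) relative to the 4 other ICR arrays, and 53.6% of them lay above 0. Their median was 0.015, so the average came from a tail of genes. The downregulated AD genes averaged -0.021 (standard error 0.0097), with 45.9% above 0. In the deposited matrix the upregulated average was -0.054, where the median of all genes lay at -0.14 on this array. Both streptozotocin arrays are part of this reference, and without the array of 2.5 mg/kg the average was 0.069.
Among upregulated AD genes on the 5×FAD array, the largest increases were those of Slc15a3 (log2 ratio 3.48), Trem2 (3.24), C3 (3.13), Timp1 (3.05), and Serpinf2 (2.86), all well above background on the array and on both reference arrays. Among downregulated AD genes, Arc (-2.28), Spry4 (-2.14), and Oca2 (-2.13) were measured on all 3 arrays. Lipc and Mesp1 were not well above background on the 5×FAD array and were at least 10.7-fold and at least 5.80-fold lower there. On the array of 10 μM Aβ, the largest increases of upregulated AD genes were those of Col8a1 (2.53), Krt18 (2.50), Runx1 (2.24), Irf1 (2.22), and Rbm47 (2.20), with Col8a1 and Runx1 well above background on only 2 of the 4 reference arrays. The largest decreases of downregulated AD genes there were smaller than 2-fold, from -0.95 for Igfbpl1 and -0.94 for Efcab6 through -0.91 for Cwf19l1 and -0.83 for Opalin to -0.73 for Has1. On the array of 5 μM Aβ the upregulated AD genes were led by Slc6a12 (3.03), Mpzl2 (2.57), Slc13a4 (2.24), Slc22a6 (2.14), and Fgl2 (2.05), the last well above background on 3 of the 4 reference arrays. The downregulated AD genes with the largest decrease at 5 μM were Cbln2 (-1.50), Cdk14 (-1.16), Creg2 (-0.89), Dus4l (-0.88), and Arc (-0.72). The choroid plexus gene family was also higher on the arrays of 5 and 10 μM Aβ, with medians of 2.16 and 2.71. Both streptozotocin arrays of their reference were low in it (-3.80 at 2.5 mg/kg and -3.14 at 3 mg/kg). Whether the single AD genes named for Aβ rose with that tissue was not tested.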

Intriguingly, we observed different patterns of gene expression and pathway activity depending on the regions (cortex and hippocampus) of the brain, particularly in Aβ-injected mice and BCCAO rat models (Fig. 6a). A quantitative plot of gene expression clearly showed the reciprocal regulation of AD genes in the three models mentioned above compared with the other models (Fig. 6b). In addition to these three models, APP23 animals also exhibited similar patterns of gene expression, although the expression levels were low. 

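Averages of both lists were computed in the same way for the other hippocampus models. With 5 μM Aβ, the upregulated AD genes averaged 0.15 (standard error across genes 0.018) and the downregulated AD genes -0.011 (standard error 0.012), the latter smaller than its standard error. The array of 2.5 mg/kg streptozotocin gave -0.20 (standard error 0.024) for the upregulated and -0.0030 (standard error 0.015) for the downregulated genes. At 3 mg/kg the 2 averages were -0.056 (standard error 0.015) and 0.037 (standard error 0.0093). Scopolamine gave -0.012 (standard error 0.015) and -0.0026 (standard error 0.010), both smaller than their standard errors. In the deposited matrix, the upregulated averages of the streptozotocin arrays took the opposite sign, 0.11 at 2.5 mg/kg and 0.030 at 3 mg/kg. The medians of all genes in that matrix lay at 0.24 and 0.095 on these arrays.
The NCSTN array averaged -0.069 (standard error 0.016) over the upregulated and 0.12 (standard error 0.014) over the downregulated AD genes, and the MAPT array -0.19 (standard error 0.018) and 0.034 (standard error 0.012). Both have 5×FAD as 1 of their 2 reference arrays, which pushes them away from it. Against each other alone, the upregulated genes were 0.080 higher with NCSTN than with MAPT, and the downregulated genes 0.057 higher. The upregulated average of NCSTN and the downregulated average of MAPT thus changed sign without the 5×FAD array.
The difference between the averages of the upregulated and downregulated genes was largest for 5×FAD, at 0.41. It was 0.16 for 5 μM Aβ and 0.14 for 10 μM Aβ, and below 0 for the other hippocampus arrays. For scopolamine it was -0.0089, smaller than either standard error. For NCSTN it was above 0 without 5×FAD in the reference, with averages of 0.080 for the upregulated and 0.057 for the downregulated genes. From the opposite directions of the averages in its comparison with normal controls (Fig. 6b), the paper states a reciprocal regulation of AD genes in its leading models.

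**Figure D2:**
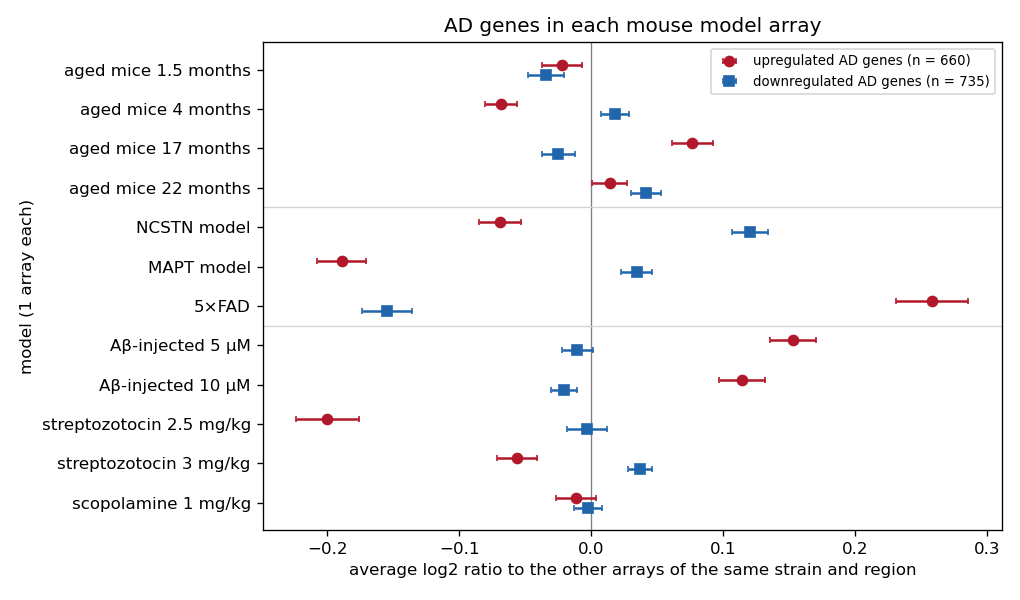
Average log2 ratio (x axis) of the 660 upregulated and 735 downregulated AD genes on each array (y axis, 1 array per model) to the other arrays of the same strain and region; bars are 1 standard error across genes. The 5×FAD array has its upregulated average at 0.26 and its downregulated average at -0.15; the grey lines part the 3 reference groups.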

Similar clustering patterns of animal models with age-associated genes were observed, as shown in Supplementary Fig. 11, suggesting that these three models may also be used as models of aging. The activities of pathways that showed differential regulation in AD were measured in animal models (Fig. 6a). Consistent with the gene expression measurements, the pathway activities in 5×FAD mice, rats with BCCAO (initial phases), and Aβ-injected mice (hippocampus) were similar to those observed in human AD, as immune disease-related pathways were upregulated and metabolism and neurological pathways were downregulated (Fig. 6b). 

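Pathway tables were not used here, and gene families chosen by symbol stand in for the pathway classes. The median log2 ratio of each family was ranked among 10000 random gene lists of the same size and like mean expression, which describes each array and is no test of the model. On the 5×FAD array, the 32 microglial genes had a median of 1.86, and 27 of them were at least 2-fold higher than on the NCSTN and MAPT arrays. The 17 complement genes had a median of 1.16, the 37 genes of MHC and antigen presentation 0.73, and the 57 interferon response genes 0.63. Each of these medians lay at percentile 100 of its random lists. With background correction by normexp and an offset of 50, the setting that lowered them most, the MHC and interferon medians were 0.35 and 0.26. The 64 genes of synapses and transmitter receptors had a median of -0.24, at percentile 0.11, and 6 of them were at least 2-fold lower. Among metabolic genes, the 84 oxidative phosphorylation genes had a median of 0.0021, at percentile 57.5, which became -0.13 when arrays were scaled to the 75th percentile, -0.086 in the deposited matrix, -0.028 with normexp, and -0.0315 without the MAPT array in the reference. The 16 glycolysis genes had a median of -0.0049, at percentile 50.0, and none changed 2-fold. This median was -0.12 with scaling to the 75th percentile, -0.088 in the deposited matrix, and 0.027 with the brightest probe of each gene.
On the array of 10 μM Aβ, the immune families other than microglia were higher by less. The interferon response genes had a median of 0.23 (percentile 100), the complement genes 0.16 (percentile 99.7), and the MHC genes 0.12 (percentile 99.99). In the deposited matrix the complement and MHC medians were -0.0066 and -0.040, where the median of all genes lay at -0.14 on this array. The MHC median was -0.0089 without the array of 2.5 mg/kg streptozotocin in the reference. The complement median was 0.0098 without that array. The microglial genes lay at -0.11 (percentile 0.080), and at -0.0019 without the array of 3 mg/kg streptozotocin. Synaptic genes had a median of -0.057 (percentile 0.39), oxidative phosphorylation genes 0.052 (percentile 100) and glycolysis genes -0.016 (percentile 29.2). With each reference array left out in turn, the synaptic median ranged from -0.10 to -0.040 and the interferon median from 0.14 to 0.32. The oxidative phosphorylation median was -0.0094 in the deposited matrix, which is also above the median of all genes there.
With 5 μM Aβ, complement (0.54), MHC (0.34), and interferon response genes (0.14) were all higher, with percentiles of 100, 100, and 99.99. The interferon median was 0.047 without the array of 2.5 mg/kg streptozotocin. The microglial median was -0.20 at percentile 0 and the synaptic median -0.11 at percentile 0.010. The synaptic median was -0.060 without the array of 3 mg/kg streptozotocin. Oxidative phosphorylation (0.0059, percentile 72.8) and glycolysis (0.041, percentile 91.8) were close to the random lists, and both turned negative, to -0.11 and -0.10, with scaling to the 75th percentile.
Shifts of the same families were also seen on the other ICR arrays. With scopolamine, the MHC median was 0.14 (percentile 99.99) and the synaptic median -0.059 (percentile 0.55), about those of 10 μM Aβ. The synaptic median was -0.014 without the array of 3 mg/kg streptozotocin in the reference. The MHC median was 0.018 without the array of 2.5 mg/kg streptozotocin in the reference. In the deposited matrix it was -0.10, where the median of all genes lay at -0.22 on the scopolamine array. The complement (-0.023), interferon (-0.061), and microglial (-0.028) medians of scopolamine lay at percentiles 40.8, 10.7, and 21.8. Without the array of 5 μM Aβ the first was 0.0096, and without that of 3 mg/kg streptozotocin the last was 0.045. With 2.5 and 3 mg/kg streptozotocin, the MHC medians were -0.33 and -0.20 and the synaptic medians 0.080 and 0.15. The complement medians were -0.71 and -0.14, the second being 0.032 without the array of 5 μM Aβ. The interferon medians were -0.30 and -0.046, the second being 0.021 without the array of 10 μM Aβ. In the matrix the interferon medians were 0.026 and 0.030, where the medians of all genes lay at 0.24 and 0.095. The microglial medians were 0.053 and 0.31. Since the ratios of a group sum to 0 for each gene, low values on the streptozotocin arrays raise those of the other ICR arrays. The paper reasons from the rise of immune pathways together with the fall of metabolic and neurological pathways that these models resemble human AD.

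**Figure D3:**
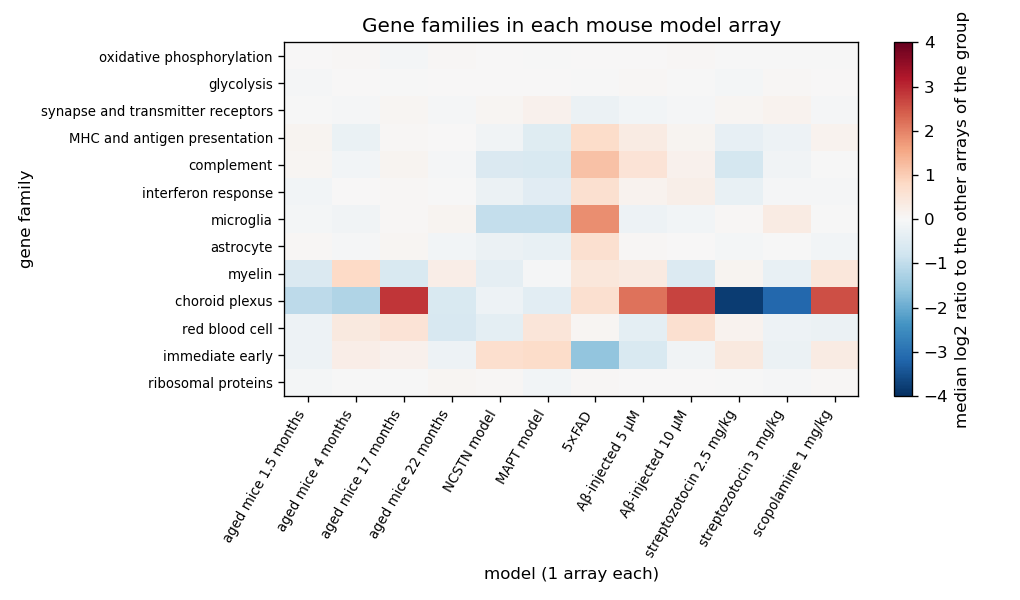
Median log2 ratio of each gene family (y axis) on each array (x axis, 1 array per model) to the other arrays of the same strain and region, by colour. The microglial family reaches 1.86 on the 5×FAD array, and the choroid plexus family spans -3.80 to 2.87.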

In fact, the averaged expression levels of AD genes were correlated with pathway activities among animal models (Fig. 6c). The two methods mentioned above were based on the direct use of the expression levels of genes. We then examined the distances of genes in the PPI network using DEGs rather than AD genes. DEGs were selected using 2-fold criteria for the animal models analyzed here, whereas FDR < 0.1 under the two-class response type option of SAM was used as a criterion for the selection of DEGs from animal models from the GEO database (TgCRND8, 3×Tg, and APP23 models). 

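With the 2-fold criterion applied to the log2 ratios of the 19644 genes, the 5×FAD array had 1188 higher and 924 lower genes, and 1594 of these 2112 were well above background both on the array and on at least 1 reference array. The NCSTN array had 491 higher and 445 lower genes, and the MAPT array 372 and 570. With 5 μM Aβ, 751 genes were higher and 310 lower, and with 10 μM Aβ 742 and 382. Streptozotocin gave 485 higher and 947 lower genes at 2.5 mg/kg and 435 and 543 at 3 mg/kg, and scopolamine 581 and 422. In aged cortex, between 680 (4 months) and 865 (1.5 months) genes passed the criterion. No error rate can be attached to these calls, because 2-fold differences on single arrays include measurement noise. In the aged cortex between 71.7% and 79.0% of the called genes were not well above background on both sides. That share was 63.4% with 10 μM Aβ and 24.5% for 5×FAD. By ratio, background correction by normexp moved the counts most. They became 612 genes for 5×FAD, 107 for 10 μM Aβ, and between 29 and 46 in aged cortex. In number of genes, a 1.5-fold threshold moved the 5×FAD count further, to 5265. The share of calls that were higher was 56.2% for 5×FAD and 66.0% for 10 μM Aβ, against 71.7% and 78.3% in the deposited matrix. For streptozotocin it was 33.9% at 2.5 mg/kg and 44.5% at 3 mg/kg, and 12.2% and 20.4% with normexp.
The largest increases on the 5×FAD array were those of Cst7, at a log2 ratio of 9.45 and well above background on 1 of the 2 reference arrays, of Bpifb9b, at least 58.9-fold, and of Ctse, at least 54.4-fold. Its largest decreases were those of Klra1 (-4.83), Prl (-4.23), and Zfp982 (-4.13), the decrease of Prl being relative to a mean raised by the MAPT array, the one reference array where it was well above background. On the array of 10 μM Aβ, Hoxa13, Wfdc15a, and Vmn2r33 were at least 9.37-fold, 9.75-fold, and 7.23-fold higher, each by 1 probe and with no reference array well above background. Zfp985, Masp2, and Zfp979 were at least 3.38-fold, 1.99-fold, and 1.18-fold lower there. With 5 μM Aβ, Olfr348 and Irx2 were at least 9.39-fold and 5.25-fold higher, Gm5741 rose by a log2 ratio of 5.22, Olfr224 was at least 10.5-fold lower, and Gm3893 (-3.40) and Fam205a2 (-2.68) fell. Both streptozotocin arrays were low in the choroid plexus family as a whole, with medians of -3.80 at 2.5 mg/kg and -3.14 at 3 mg/kg. On these arrays Wfdc2 had the largest decrease, -5.15 at 2.5 mg/kg and -4.67 at 3 mg/kg. It was followed at 2.5 mg/kg by Kcnj13 (-5.13) and Slc22a2 (at least 4.06-fold lower), and at 3 mg/kg by Kcne2 (-4.56) and Folr1 (at least 3.74-fold lower, well above background on 3 of the 4 reference arrays). Their largest increases, of Cpa4, 4930455C13Rik, and Guca2b at 2.5 mg/kg and of Mat1a, Olfr1123, and 4930443O20Rik at 3 mg/kg, were of genes not well above background on any reference array, with limits between 5.12-fold and 8.84-fold. Scopolamine gave such increases for 4933436E23Rik, Foxb1, and Tcf21, of at least 6.44-fold, 4.91-fold, and 5.85-fold. Ifit3 fell by 2.61 on the log2 scale with scopolamine, and 6720483E21Rik was at least 3.76-fold lower. On the NCSTN array Olfr247 and Olfr196 were at least 19.8-fold and 12.8-fold higher and Klk1b26 rose by 4.88, with 1 of the 2 reference arrays well above background, while Ccl4 fell (-4.06) and Cst7 and Prl were at least 22.1-fold and 20.1-fold lower, the limit of Prl being relative to a mean raised by the MAPT array (normalized log2 signal 12.35, against 3.56 on 5×FAD). On the MAPT array Prl rose by 8.94 (1 of the 2 reference arrays well above background), Eras and Olfr127 were at least 15.7-fold and 11.9-fold higher, Cst7 (-4.98) and Timp1 (-3.80) fell, and Ctse was at least 5.06-fold lower, Cst7 and Ctse relative to 1 reference array well above background. The decreases of Cst7, Ccl4, Timp1, and Ctse on these 2 arrays are relative to a mean that includes 5×FAD.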

The plot of gene distribution from animal models in SAM is shown in Supplementary Fig. 12. Using DEGs, we determined the number of animal models that were connected to preselected pathways adjacent to AD genes, which were the nearest pathways from AD genes (Fig. 5e). We achieved this by measuring the distances between each animal model and AD-adjacent pathways. As shown in Fig. 7a, 3×Tg, APP23, and late-phase (45, 55, and 70 days after surgery) BCCAO models were positioned close to AD-adjacent pathways consisting of mainly pathway cluster 1 (nucleotide metabolism and repair pathways) and pathway cluster 3 (general metabolism pathways) for upregulated and downregulated AD genes, respectively (Fig. 5e). Subsequently, we compared directly the similarities in distances in the PPI network between animal models. For upregulated DEGs, 5×FAD mice, initial-phase (14 and 21 days after surgery) BCCAO rats, and Aβ-injected mice (hippocampus) were clustered in one group, whereas 3×Tg, APP23, and late-phase BCCAO models were clustered with upregulated AD genes in another group (Fig. 7b). 

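Network distances were not computed here, since interaction tables were not used, and the overlap of called genes between the models is given instead. Of the 1188 genes at least 2-fold higher on the 5×FAD array and the 751 on the array of 5 μM Aβ, 146 were shared, which is 19.4% of the smaller list. With 20 simulated sets of unchanged arrays, made by exchanging each array's deviations among genes of like expression, between 52 and 77 genes were shared. With 10 μM Aβ the overlap was 121 genes, or 16.3%, against 45 to 74 in the simulated sets. Of the genes at least 2-fold lower, 5×FAD shared 34 with 5 μM Aβ, within the simulated 20 to 41, and 47 with 10 μM Aβ, against 25 to 44. With scopolamine, 5×FAD shared 78 higher genes, or 13.4%, against 40 to 65 simulated. With 2.5 and 3 mg/kg streptozotocin, 5×FAD shared 46 and 38, within the simulated 29 to 50 and 31 to 54. Its shared lower genes were 28 with scopolamine and 54 and 30 with 2.5 and 3 mg/kg streptozotocin. These lay below the simulated 34 to 58, 55 to 79, and 34 to 66. Exchanging deviations among genes breaks up differences in tissue content, and such differences may raise an overlap or correlation above the simulated sets. The choroid plexus family was high on the arrays of 5×FAD (median 0.64), 5 μM Aβ (2.16), 10 μM Aβ (2.71), and scopolamine (2.57). It was low with 2.5 and 3 mg/kg streptozotocin (-3.80 and -3.14). The microglial medians instead differed in sign, at 1.86 for 5×FAD and -0.20 and -0.11 for 5 and 10 μM Aβ. The share of tissue content in the overlaps was not tested. Of the genes higher with 5 μM and with 10 μM Aβ, 226 were shared, against 24 to 47 simulated, and of the lower genes 47, against 17 to 36. The 226 became 87 without the array of 2.5 mg/kg streptozotocin in the reference, against 36 to 58 simulated without it. In the deposited matrix and with normexp, for which no sets were simulated, 79 and 57 higher genes were shared by the Aβ arrays, 82 and 25 by 5×FAD and 5 μM Aβ, and 36 and 13 by 5×FAD and 10 μM Aβ.
Across all 19644 genes, which are not independent replicates, the log2 ratios of 5×FAD correlated with those of 5 μM Aβ at a Pearson's r of 0.15 and a Spearman's rho of 0.21, and with those of 10 μM Aβ at 0.076 and 0.070. These models have different reference arrays, and the simulated r lay between -0.019 and 0.021 for the first pair and between -0.017 and 0.012 for the second. With each reference array left out in turn, r ranged from 0.12 to 0.16 for the first pair and from 0.038 to 0.11 for the second. Over the genes well above background on both arrays of a pair, r was 0.24 (15350 genes) and 0.16 (14743 genes), against simulated values between -0.0095 and 0.028 and between -0.016 and 0.019. Between 5×FAD and streptozotocin r was -0.14 at 2.5 mg/kg and -0.12 at 3 mg/kg, and with scopolamine it was 0.057, above the simulated -0.013 to 0.023. Part of each r within the ICR arrays comes from their shared reference, since the ratios of a group sum to 0. The 2 Aβ arrays correlated at 0.014, above the simulated -0.25 to -0.22, and at -0.23 without the array of 2.5 mg/kg streptozotocin in the reference, where unchanged arrays gave -0.31 to -0.28. The 2 streptozotocin arrays correlated at 0.14, above -0.28 to -0.26, and at -0.025 without the array of 5 μM Aβ, above -0.34 to -0.30. The NCSTN and MAPT arrays correlated at an r of -0.040, above -0.32 to -0.29, whereas Spearman's rho was 0.18. Over the genes well above background on both arrays, r was 0.43 for the Aβ pair, 0.39 for the streptozotocin pair, and 0.30 for NCSTN and MAPT, where the simulated r lay between -0.24 and -0.19, -0.32 and -0.29, and -0.24 and -0.21. The r of 5×FAD was -0.69 with each of them, where unchanged arrays gave -0.60 to -0.58 for NCSTN and -0.60 to -0.59 for MAPT. In the simulated sets, deviations from the mean of 3 arrays carry part of the 5×FAD deviations into those of NCSTN and MAPT. The standard deviation across genes was 0.47 for the difference between NCSTN and MAPT, and 0.72 for either against 5×FAD. Unequal spread can thus move r away from the simulated values, so r among these 3 arrays cannot show which models changed alike.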

The 3×Tg, APP23, and late-phase BCCAO models were also co-clustered with downregulated AD genes. The similarities of distances in the network observed between models suggest that the features of the 3×Tg, APP23, and late-phase BCCAO models are close to those of human AD. However, this result of distances in the network seems to be different from previous results of expression patterns and pathway activities, which showed that 5×FAD, initial-phase BCCAO, and Aβ-injected models (hippocampus) were more similar with human AD than were the other models. DEGs from each animal model were used to measure the distances in the network, rather than AD genes. Considering that there was a lack of overlap between AD genes and DEGs (Supplementary Fig. 13), distance in the network based on DEGs should be considered to provide results that are independent from those based on the direct comparison of AD gene expression. DEGs represent the most-altered genes in each animal model; therefore, they determine the phenotypic characteristics of each animal model, including AD-like pathological traits. Therefore, a closeness in distance between DEGs and AD genes implies that this model may be representative of the pathological characteristics of human AD. 

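Both doses of Aβ and of streptozotocin were compared directly, as the log2 difference of the higher from the lower dose on 1 array each. From 5 to 10 μM Aβ, the upregulated AD genes changed by -0.031 on average (standard error across genes 0.014) and the downregulated AD genes by -0.0081 (standard error 0.011). In all, 575 genes were at least 2-fold higher and 621 at least 2-fold lower at 10 μM, and 230 of these 1196 were well above background on both arrays. From 2.5 to 3 mg/kg streptozotocin, the upregulated AD genes changed by 0.11 (standard error 0.017) and the downregulated AD genes by 0.032 (standard error 0.012), with 812 genes higher and 538 lower, of which 279 were well above background on both arrays. In the deposited matrix the streptozotocin differences were -0.067 and -0.098, where all genes also shifted. With 1 array per dose, a difference between doses cannot be separated from a difference between 2 pools of animals.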

We summarized the results of these comparisons between animal models in Table 2.

**Table 2:** Functional evaluation of animal models

Animal models			Experiments^a^		
			Expressions of AD genes	Pathway activities	Distances in network to AD genes
Models	Conditions	Tissues			
Aged mice	1.5 months	Cortex			
	4 months				
	17 months				
	22 months				
NCSTN model		Basal forebrain			
		Hippocampus			
		Cortex			
PSEN2 model		Basal forebrain			
		Hippocampus			
		Cortex			
MAPT model		Basal forebrain			
		Hippocampus			
		Cortex			
5×FAD		Basal forebrain	●	●	
		Hippocampus	●	●	
		Cortex	●	●	
Aβ-injected model	5 μM	Cortex			
		Hippocampus		●	
	10 μM	Cortex			
		Hippocampus	●	●	
Streptozotocin model	2.5 mg/kg	Cortex			
		Hippocampus			
	3 mg/kg	Cortex			
		Hippocampus			
Scopolamine model	1 mg/kg	Hippocampus			
BCCAO	14 days after surgery	Cortex	●	●	
	21 days		●	●	
	45 days			O	
	70 days				
	14 days	Hippocampus	●	●	
	21 days		●	●	
	35 days				●
	45 days			O	●
	55 days				●
	70 days				●
TgCRND8 mice		Forebrain			
3×Tg-AD-H mice	Homozygous	Hippocampus			●
3×Tg-AD-h mice	Hemizygous	Hippocampus			●
3×Tg/WT Polβ		Cortex			●
3×Tg/Polβ(+/−)		Cortex			●
APP23 mice		Forebrain	O	O	●

^a^Black and empty circles indicate strong (*p* < 0.01) and weak (*p* < 0.05) relationships of models, respectively, at each experimental condition

**Fig. 6:**
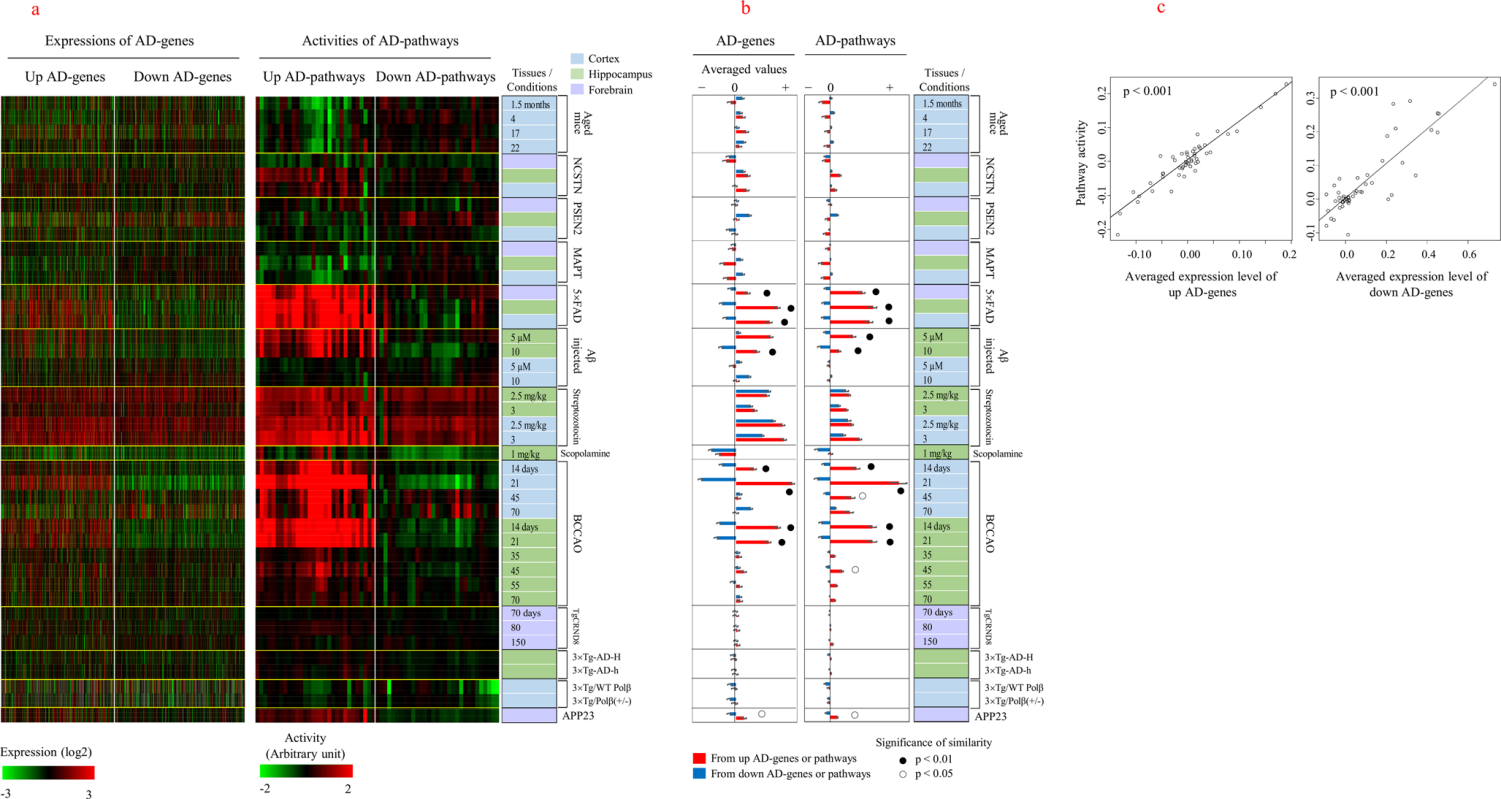
Functional evaluation of animal models. **a** Expression profile of AD genes and AD pathway activities in animal models. AD pathways were selected as those that were differentially activated between AD and nondemented individuals. **b** The expression levels of AD genes or AD pathway activities in animal models were quantitatively compared. Red and blue bars indicate averaged values obtained using upregulated AD genes (or repressed pathway activities) and downregulated AD genes (or depressed pathway activities), respectively. Animal models showing patterns of gene expressions that were similar to those of AD genes or activities of pathways similar to those of human AD are indicated in black (*p* < 0.01) and white (*p* < 0.05) circles and were determined based on a random permutation-based approach, as described in the “Materials and Methods” section. Values are presented as means ± standard errors. **c** The correlation was measured between the averaged expression levels of AD genes and pathway activities in animal models

**Fig. 7:**
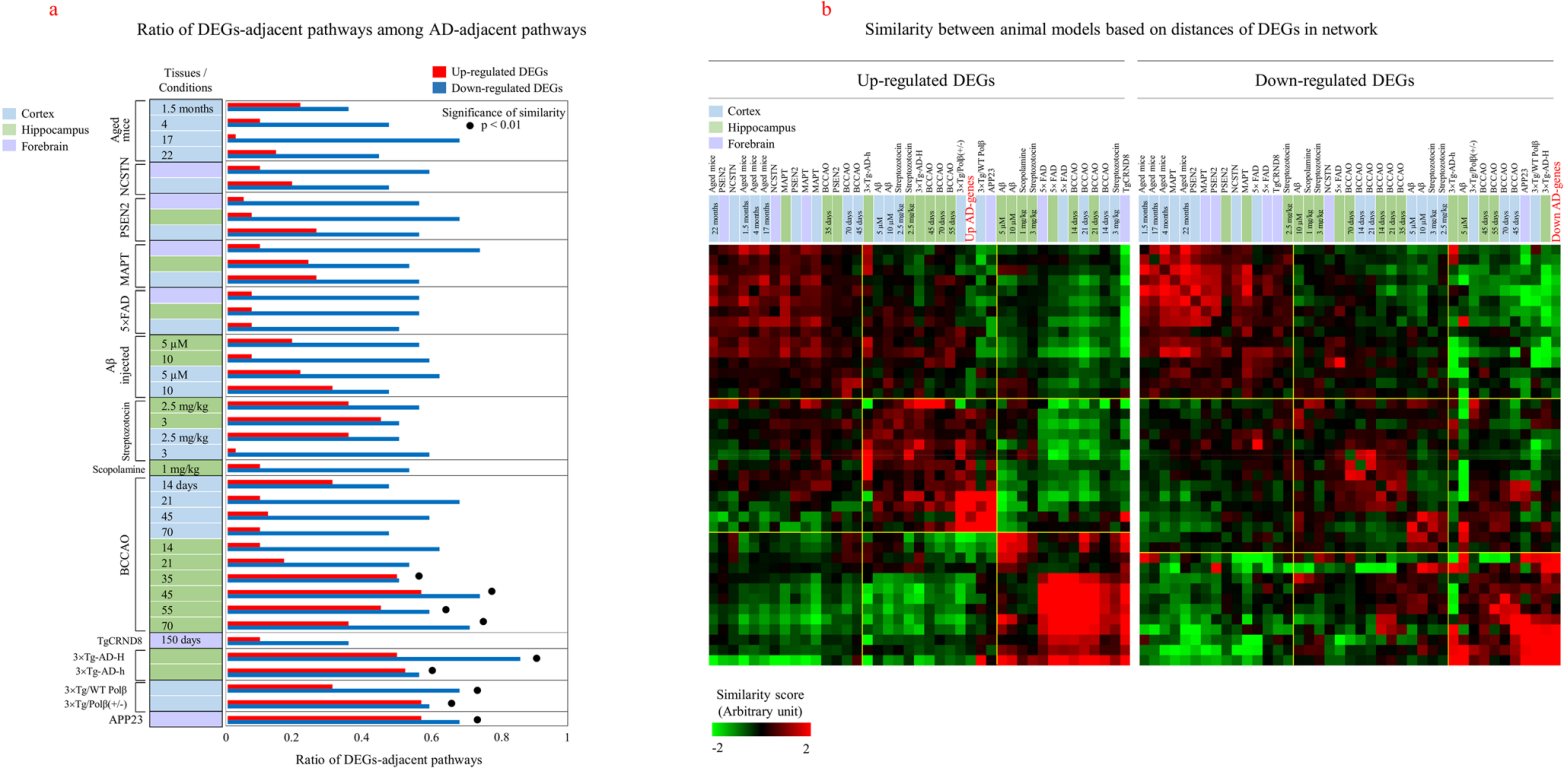
Network evaluation of animal models. **a** Distances between animal models and AD-adjacent pathways were examined by measuring the shortest path length using DEGs from animal models. AD-adjacent pathways were selected as the closest pathways to AD genes, as shown in Fig. 5e. Genes that were differentially expressed by at least 2-fold compared with normal controls in each animal model were selected as DEGs. For 3×Tg, APP23, and TgCRND8 models, genes with FDR < 0.01 were used as DEGs. The ratio of DEG-adjacent pathways (similarity score > 3.35) among AD-adjacent pathways was measured. Black circles indicate animal models showing a high similarity (*p* < 0.01) in pathway distribution to those observed for AD genes, as measured by random permutation-based calculation. **b** The similarities between animal models were measured based on distances of DEGs in the network. Animal models were then hierarchically clustered based on distances. The positions of upregulated and downregulated AD genes are highlighted in red color. Clusters of samples are indicated by yellow lines

## Discussion

Genetic studies have shown that early onset AD is caused by dominantly inherited mutations in *APP*, *MAPT*, *MPSEN1*, and *PSEN2*. The functional implications of these risk genes strongly suggest the amyloid cascade hypothesis, which postulates that changes in Aβ homeostasis lead to the aggregation and deposition of Aβ and, eventually, to the pathological conditions of AD. Interestingly, it has been reported that these genes can also be associated with late-onset AD, as rare variants [44–47]. However, a GWAS analysis showed that various biological functions that are not directly associated with Aβ physiology, including lipid (cholesterol) metabolism, immune response, and endocytosis, were involved in late-onset AD [48]. This molecular information regarding AD suggests that various biological functions are implicated in the pathophysiology of AD.

In the present study, many genes were also shown to be differentially expressed in AD cases compared with nondemented individuals, supporting the alteration of diverse biological functions in AD. The measurement of pathway activities showed that neurological pathways (neurological diseases, addiction-related pathways, and synaptic functions) and metabolic pathways (oxidative phosphorylation, amino acid metabolism, and the insulin pathway) were downregulated, whereas immune disease-related pathways were markedly upregulated in AD. In particular, immune functions have been reported as being among the primary targets of anti-AD drugs, as the activation of immune cells (microglia and astrocytes) and their related signaling pathways seems to be involved in neuroinflammation in AD [1, 49]. Therefore, the activation of pathways related to neuroinflammation and neuronal cell death observed in the present study seems to support the importance of the immune reaction in the process of AD. Conversely, the suppression of metabolism-related pathways and neurological disease pathways evidenced the presence of other important factors in the pathology of AD. Moreover, we observed a close proximity between metabolic pathways and neurological disease pathways in the network distance analysis of pathways. Many reports also indicated the presence of metabolic dysregulation in AD, such as dysregulation of the insulin pathway and the resulting impairment of glucose metabolism [50–52]. Consistently, in the present analysis, the insulin and energy metabolism pathways (such as oxidative phosphorylation) were suppressed or associated with downregulated AD genes. In addition, previous reports of an association between immunity and metabolic diseases, such as diabetes [53], suggest that whole biological functions that were shown to be enriched in the present study, such as immune function, metabolic functions, and neuronal disease pathways, could be interconnected to result in the pathological conditions of AD. Therefore, we speculate that, for the development of effective therapeutic agents against AD, multiple targets, including immune and metabolic functions, should be considered simultaneously.

Moreover, we observed that the topological segregation of AD genes was dependent on their expression levels. Upregulated genes, such as signaling-related genes, tended to be located more centrally in the PPI network, whereas downregulated genes, such as metabolism-related genes, tended to be located more peripherally in the network. In addition to the enrichment analysis of functions, a distribution analysis of AD genes in the PPI network confirmed the reciprocal segregation of the biological functions of AD genes and a close association between the function and topology of genes in the network. In accordance with the results of the direct measurement of pathway activity, upregulated and downregulated AD genes showed reciprocal associations with signaling pathways (pathway clusters 1 and 6) and metabolism pathways (pathway cluster 3), respectively. We reported previously the reciprocal regulation of biological functions between signaling pathways and metabolic pathways in diverse biological situations [15, 17, 18] which suggests that the reciprocal regulation of gene expression and biological functions may be the global regulatory mechanism that is predetermined in the promoter sequences of genes. Protein modification such as glycosylation, acetylation, and phosphorylation is also thought to play an important role in the reciprocal regulation of metabolism and signaling processes [54].

Based on the molecular features of AD described above, we assessed the similarity between the features of various animal models and those of human AD. Models of AD can be classified into two categories: genetically modified and nongenetically modified models. Regarding the former, we used transgenic models such as the 5×FAD, mutated PSEN, or wild-type MAPT overexpression models. In addition, we incorporated public sources of microarray datasets of widely used transgenic mice, such as the TgCRND8, APP23, and 3×Tg models. 

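The transgenes carry human sequence, whereas the probes were matched to mouse genes, so the array values below bear on the endogenous genes and on any cross-reaction. On the NCSTN array, the probe of Ncstn was 3.74-fold brighter than on the MAPT and 5×FAD arrays. Its log2 ratio with background correction by normexp was 0.55, the lowest among the settings tried. Ncstn also varied on other arrays, with 1.13 at 2.5 mg/kg streptozotocin and 0.57 in the cortex at 17 months. On the MAPT array, the 3 probes of Mapt averaged 0.012, and on the 5×FAD array the probe of App had -0.11. Psen2 stayed between -0.11 and 0.16 on the 12 arrays and Bace1 between -0.18 and 0.14. Thy1, whose promoter drives the transgenes of 5×FAD mice, had a log2 ratio of 0.84 on the 5×FAD array. On the ICR hippocampus arrays its ratios lay between -0.10 and 0.13. The NCSTN and MAPT arrays had -0.43 and -0.41, each relative to a mean that includes 5×FAD. Their normalized log2 signals of Thy1, 16.56 and 16.58, lay within those of the ICR arrays (16.44 to 16.62), against 17.41 on 5×FAD. The array of the PSEN2 model was not analysed here.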

All transgenic models used here involved the overexpression of mutated genes associated with Aβ and/or tau pathophysiology, including *APP*, *NCSTN*, *PSEN1*, *PSEN2*, and *MAPT*. As these transgenic models are based on genes that are mutated in familial AD, they do not represent the molecular features of human sporadic late-onset AD. Therefore, as nongenetic models of AD or dementia, we incorporated various types of models, such as aged mice, models with BCCAO, i.c.v.-injected Aβ mice, i.c.v.-administered streptozotocin mice, and scopolamine-treated mice [10, 55]. In particular, rats with BCCAO, which have been used as models of vascular dementia, were induced by permanent occlusion of the bilateral common carotid arteries, to result in chronic cerebral hypoperfusion. The biphasic regulation of gene expression and associated functions in the BCCAO model were previously reported by us. In this model, immune functions were activated in the initial phase (14 and 21 days) after operation, while neurological functions were suppressed in later phases [15].

The measurement of the expression levels of AD genes revealed that three models, i.e., 5×FAD mice, the hippocampus of Aβ-injected mice, and initial-phase BCCAO rats, showed patterns that were consistent with those of human AD. A pathway activity analysis also demonstrated that three models were most similar with human AD, in which neurological and metabolic pathways were downregulated, while diverse immune disease pathways were markedly upregulated. Although we measured three animal models that mimic human AD, it was difficult to identify common molecular elements that were present in all three models, as the BCCAO model, unlike the other two models, is not a transgenic model aimed at interfering with Aβ physiology. However, the report that β-secretase 1 (BACE1) and Aβ were upregulated in BCCAO rats [56] may imply the importance of Aβ pathology in this model. Nevertheless, considering that the other transgenic models evaluated in the present study also exhibit direct or indirect dysregulation of Aβ physiology, our results suggest that there may be functional differences among Aβ-based animal models.

In addition to differences between models, we observed differences in expression patterns of AD genes depending on regions of the brain. In Aβ-injected mice and BCCAO rats especially, the cortex region showed different expression patterns of AD genes or age-associated genes when compared with those of the hippocampus. We speculated that this regional specificity could be attributed to the way each model was constructed. For example, Aβ delicately injected into the cerebral ventricle could affect the hippocampus and cortex regions in temporal sequence. In addition, occlusion of the bilateral common carotid arteries could result in selective damage to brain regions, although more supportive evidence should be provided. We expect that regional differences in the brain between animal models could provide important information about changes in cognitive function in AD, because each region in the brain has different roles in cognitive function and further provides different causal factors for cognitive decline in pathological conditions of AD [57, 58].

Conversely, the measurement of distances in the PPI network showed that late-phase (45, 55, and 70 days after surgery) BCCAO rats and transgenic mice such as the 3×Tg and APP23 models were positioned most closely to AD genes. Because we used DEGs from each animal model in this network analysis, rather than AD genes, the results pertaining to network distances should be considered separately from the results of AD gene expression. Therefore, it can be concluded that three models, 5×FAD mice, Aβ-injected mice, and initial-phase BCCAO rats, may be used as suitable models for the observation of the pathway activities and expression levels of AD genes that characterize the molecular features of human AD, whereas late-phase BCCAO and transgenic models (including 3×Tg and APP23 models) may be used for the observation of phenotypic changes resulting from model-specific genes as molecular targets for the evaluation of novel drugs.

In this research, we included only individuals who were aged over 65 years for the isolation of genes associated with late-onset AD. However, taking into consideration that aging is a critical factor in late-onset AD, age-related changes in gene expression may affect greatly the processes of onset and further progression of AD. As shown in Fig. 2b, the pattern of overall gene expression was different between young (under age 65) and old (over age 65) individuals, evidencing changes in the expression of numerous genes during the process of aging, as reported previously at the genome level [59]. The close relationship between AD genes and age-associated genes can also be verified by the close distances of these two sets of genes in the PPI network, as shown in Supplementary Fig. 14. This similarity may provide an explanation for the high prevalence of AD among the elderly population, although the factors that trigger the onset of AD remain to be identified. Although we mainly focused on AD rather than the aging process in the present study, considering that age is a definite risk factor for late-onset AD, the causal effects of age in development of AD should be investigated. The recent view that AD is initiated decades before clinical manifestation of cognitive decline suggests that AD could be on a continuum of aging in the brain [60, 61]. Animal models, especially mice, have been reported to show age-related losses of cognitive function [62, 63], which suggests that aged-animal models could be applied to AD research related to cognitive aging. However, in the brain of aged mice, we did not observe any significant changes in the expression of AD genes or age-associated genes. 

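The cortex of aged mice was represented by 1 array at each of 4 ages, and the array at 9 months was not analysed here. Relative to the mean of the other 3 ages, the upregulated AD genes averaged -0.022 at 1.5 months (standard error across genes 0.015), -0.068 at 4 months (standard error 0.012), 0.077 at 17 months (standard error 0.015), and 0.014 at 22 months (standard error 0.013). The downregulated AD genes averaged -0.034 (standard error 0.013), 0.018 (standard error 0.011), -0.025 (standard error 0.013), and 0.041 (standard error 0.011) at the same ages. No average exceeded 0.077 in size, and neither list moved in 1 direction with age. The value at 22 months lay below that at 17 months for the upregulated genes and above it for the downregulated genes. Scaling to the 75th percentile gave the largest change, from -0.022 to 0.015 for the upregulated genes at 1.5 months. Among single genes, Ttr had a log2 ratio of 9.56 at 17 months and accordingly -4.39, -3.11, and -2.06 at 1.5, 4, and 22 months. The choroid plexus family, to which Ttr belongs, had a median of 2.87 at 17 months, with 13 of 17 genes at least 2-fold higher. Choroid plexus tissue in the dissected cortex is thus a candidate source, and with 1 array per age it cannot be told apart from age. At 17 months Kcne2 and Pramel7 were at least 12.0-fold and 8.16-fold higher, and Med13l fell (-1.94). Methig1 was at least 3.44-fold lower at 17 months and at least 3.98-fold lower at 22 months, and 9630013A20Rik at least 2.76-fold lower at 17 months, each relative to 2 of 3 arrays well above background. The largest increases at the other ages were of single probes, of which Gm1987 at 22 months (5.39) alone was well above background on the reference arrays. Those of Olfr497, Olfr695, and D030047H15Rik at 1.5 months were at least 6.97-fold, 5.98-fold, and 6.87-fold, those of Dnajb13, Olfr495, and Tfap2e at 4 months at least 9.64-fold, 8.37-fold, and 5.20-fold, and those of Mef2b and 4930412O13Rik at 22 months at least 8.31-fold and 6.87-fold. Cyp2g1 and Cyp2a4 were at least 2.90-fold and 4.60-fold lower at 1.5 months, Kcne2 and Mlana at least 1.11-fold and 4.96-fold lower at 4 months, Kcne2 relative to 1 reference array well above background, and Ccdc190 fell by 1.97 on the log2 scale at 22 months.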

A previous report also showed that only a small number of genes have evolved to be coexpressed in the brain in humans and mice [59], suggesting differences in their aging process. Therefore, aged mouse models should be used carefully in research of aging or aging-related diseases.

In conclusion, we identified a group of AD genes from multiple sources of gene expression datasets and observed their reciprocal regulation with specific biological functions, which were dependent on expression levels. Our results may explain the diverse pathological aspects of AD, such as the immunological activation and impaired glucose metabolism that are observed often in patients with AD. Based on these molecular features, we assessed the similarities between AD animal models and human AD. The 5×FAD, Aβ-injected mouse, and initial-phase BCCAO rat models showed patterns of gene expression that were similar to those of AD genes. However, when we used DEGs from each animal model in a topological measurement of distances, 3×Tg, APP23, and late-phase BCCAO models were positioned close to AD genes. Therefore, in the development of therapeutic agents against AD, multitarget approaches affecting multiple functions, such as signaling, immune, and metabolic functions, should be considered first and appropriate animal models should be used, depending on the specific targets that are to be evaluated in the measurement of drug effectiveness at the molecular level.

## Electronic Supplementary Material

ESM 1 (DOCX 21409 kb)

# Supplementary material for: Evaluation of Animal Models by Comparison with Human Late-Onset Alzheimer’s Disease
**Source:** Mol Neurobiol. 2018 Apr 14;55(12):9234–50. doi: 10.1007/s12035-018-1036-6
**Supplement:** Supplementary file 1

**[Supplementary materials]**

**Evaluation of animal models by comparison with human late-onset Alzheimer’s disease**

Bu-Yeo Kim^1,†,^**^*^**, Hye-Sun Lim^1,†^, Yoonju Kim^1^, Yu Jin Kim^1,2^, Imhoi Koo^3^, Soo-Jin Jeong^1,4^

**Supplementary Table 1. Characteristics of the public datasets used in the present study**

| AD  Experiment | Ageing  Experiment | Individual  GEO ID | Brain regions | Sample size | | Reference |
| --- | --- | --- | --- | --- | --- | --- |
|  |  |  |  | AD | Non-demented |  |
| AD set 1 | Ageing set 1 | GSE33000 | Cortex | 310 | 156 | [17] |
| AD set 2 | Ageing set 2 | GSE44772 | Cortex | 129 | 100 | [22] |
| AD set 3 | Ageing set 3 | GSE15222 | Cortex | 174 | 187 | [21] |
| AD set 4 | Ageing set 4 | GSE48350 | Cortex and hippocampus | 80 | 173 | [2] |
|  |  | GSE5281 | Cortex and hippocampus | 87 | 74 | [14] |
|  |  | GSE53890 | Cortex | - | 41 | [16] |
|  | Ageing set 5 | GSE30272 | Cortex | - | 148 | [5] |
|  | Ageing set 6 | GSE1572 | Cortex | - | 30 | [15] |

**Supplementary Table 2. Full list of AD-genes**

**Supplementary Table 3. Characteristics of animal models of AD**

| Models | Model classification | Public  Sources* | Genes | Status of genes | Conditions | Reference |
| --- | --- | --- | --- | --- | --- | --- |
| KNL-HYD-TG0610  (NCSTN model) | Transgenic | - | NCSTN | Mutant type |  | [10, 6] |
| KNL-HYD-TG0606  (PSEN2 model) | Transgenic | - | PSEN2 | Mutant type |  | [9] |
| KNL-HYD-TG0601  (MAPT model) | Transgenic | - | MAPT | Wild type |  | [19] |
| 5×FAD | Transgenic | - | APP, PSEN1 | Mutant type |  | [18, 13] |
| Aged mice | Ageing model | - | - | - | 1.5, 4, 9, 17, and 22 months old |  |
| BCCAO | Non-transgenic | - | - | - | Surgical induction of bilateral common carotid artery occlusion (BCCAO)  (14 ~ 70 days after surgery) | [1] |
| Aβ injection | Non-transgenic | - | - | - | i.c.v. injection of Aβ  (5 and 10 µM) | [12] |
| Streptozotocin model | Pharmacological | - | - | - | i.c.v. injection of streptozotocin  (2.5 and 3 mg/kg) | [3] |
| Scopolamine  model | Pharmacological | - | - | - | i.p. injection of scopolamine  (1 mg/kg) | [7] |
| TgCRND8 mice | Transgenic | GSE31372 | APP | Mutant type |  | [4] |
| 3×Tg-AD-H mice  3×Tg-AD-h mice | Transgenic | GSE36981 | APP, PSEN1, MAPT | Mutant type | 3×Tg-AD-H mice:  Homozygous mutant transgenes for APPSwe and tauP301L  3×Tg-AD-h mice:  Hemizygous mutant transgenes for APPSwe and tauP301L | [8] |
| 3×Tg/WT Polβ  3×Tg/Polβ(+/-) | Transgenic | GSE60911 | APP, PSEN1, MAPT, POLB | Mutant type |  | [20] |
| APP23 mice | Transgenic | GSE80465 | APP | Mutant type |  | [11] |

^*^Information pertaining to microarrays was deposited in Gene Expression Omnibus (http://www.ncbi.nlm.nih.gov/geo)

**Supplementary references**

1. Bang J, Jeon WK, Lee IS, Han JS, Kim BY. Biphasic functional regulation in hippocampus of rat with chronic cerebral hypoperfusion induced by permanent occlusion of bilateral common carotid artery. PLoS One. 2013; doi:10.1371/journal.pone.0070093.
2. Berchtold NC, Coleman PD, Cribbs DH, Rogers J, Gillen DL, Cotman CW. Synaptic genes are extensively downregulated across multiple brain regions in normal human aging and Alzheimer's disease. Neurobiol Aging. 2013;34:1653–61.
3. Chen Y, Liang Z, Blanchard J, Dai CL, Sun S, Lee MH, Grundke-Iqbal I, Iqbal K, Liu F, Gong CX. A non-transgenic mouse model (icv-STZ mouse) of Alzheimer's disease: similarities to and differences from the transgenic model (3xTg-AD mouse). Mol Neurobiol. 2013; 47:711–25.
4. Chishti MA, Yang DS, Janus C, Phinney AL, Horne P, Pearson J, Strome R, Zuker N, Loukides J, French J, Turner S, Lozza G, Grilli M, Kunicki S, Morissette C, Paquette J, Gervais F, Bergeron C, Fraser PE, Carlson GA, George-Hyslop PS, Westaway D. Early-onset amyloid deposition and cognitive deficits in transgenic mice expressing a double mutant form of amyloid precursor protein 695. J Biol Chem. 2001;276:21562–70.
5. Colantuoni C, Lipska BK, Ye T, Hyde TM, Tao R, Leek JT, Colantuoni EA, Elkahloun AG, Herman MM, Weinberger DR, Kleinman JE. Temporal dynamics and genetic control of transcription in the human prefrontal cortex. Nature. 2011;478:519–23.
6. Confaloni A, Terreni L, Piscopo P, Crestini A, Campeggi LM, Frigerio CS, Blotta I, Perri M, Di Natale M, Maletta R, Marcon G, Franceschi M, Bruni AC, Forloni G, Cantafora A. Nicastrin gene in familial and sporadic Alzheimer's disease. Neurosci Lett. 2003;353:61–5.
7. Gilles C, Ertlé S. Pharmacological models in Alzheimer's disease research. Dialogues Clin Neurosci. 2000;2:247–55.
8. Hokama M, Oka S, Leon J, Ninomiya T, Honda H, Sasaki K, Iwaki T, Ohara T, Sasaki T, LaFerla FM, Kiyohara Y, Nakabeppu Y. Altered expression of diabetes-related genes in Alzheimer's disease brains: the Hisayama study. Cereb Cortex. 2014;24:2476–88.
9. Hwang DY, Chae KR, Kang TS, Hwang JH, Lim CH, Kang HK, Goo JS, Lee MR, Lim HJ, Min SH, Cho JY, Hong JT, Song CW, Paik SG, Cho JS, Kim YK. Alterations in behavior, amyloid beta-42, caspase-3, and Cox-2 in mutant PS2 transgenic mouse model of Alzheimer's disease. FASEB J. 2002;16:805–13.
10. Hwang DY, Kim YK, Lim CJ, Cho JS. Mutant nicastrin protein can induce the cytochrome c release and the Bax expression. Int J Neurosci. 2004;114:1277–89.
11. Janssen L, Dubbelaar ML, Holtman IR, de Boer-Bergsma J, Eggen BJ, Boddeke HW, De Deyn PP, Van Dam D. Aging, microglia and cytoskeletal regulation are key factors in the pathological evolution of the APP23 mouse model for Alzheimer's disease. Biochim Biophys Acta. 2017; 1863:395–405.
12. Kim HY, Kim HV, Jo S, Lee CJ, Choi SY, Kim DJ, Kim Y. EPPS rescues hippocampus-dependent cognitive deficits in APP/PS1 mice by disaggregation of amyloid-β oligomers and plaques. Nat Commun. 2015; doi:10.1038/ncomms9997.
13. Kimura R, Ohno M. Impairments in remote memory stabilization precede hippocampal synaptic and cognitive failures in 5XFAD Alzheimer mouse model. Neurobiol Dis. 2009;33:229–35.
14. Liang WS, Reiman EM, Valla J, Dunckley T, Beach TG, Grover A, Niedzielko TL, Schneider LE, Mastroeni D, Caselli R, Kukull W, Morris JC, Hulette CM, Schmechel D, Rogers J, Stephan DA. Alzheimer's disease is associated with reduced expression of energy metabolism genes in posterior cingulate neurons. Proc Natl Acad Sci U S A. 2008;105:4441–6.
15. Lu T, Pan Y, Kao SY, Li C, Kohane I, Chan J, Yankner BA. Gene regulation and DNA damage in the ageing human brain. Nature. 2004;429:883–91.
16. Lu T, Aron L, Zullo J, Pan Y, Kim H, Chen Y, Yang TH, Kim HM, Drake D, Liu XS, Bennett DA, Colaiácovo MP, Yankner BA. REST and stress resistance in ageing and Alzheimer's disease. Nature. 2014;507:448–54.
17. Narayanan M, Huynh JL, Wang K, Yang X, Yoo S, McElwee J, Zhang B, Zhang C, Lamb JR, Xie T, Suver C, Molony C, Melquist S, Johnson AD, Fan G, Stone DJ, Schadt EE, Casaccia P, Emilsson V, Zhu J. Common dysregulation network in the human prefrontal cortex underlies two neurodegenerative diseases. Mol Syst Biol. 2014; doi:10.15252/msb.20145304.
18. Oakley H, Cole SL, Logan S, Maus E, Shao P, Craft J, Guillozet-Bongaarts A, Ohno M, Disterhoft J, Van Eldik L, Berry R, Vassar R. Intraneuronal beta-amyloid aggregates, neurodegeneration, and neuron loss in transgenic mice with five familial Alzheimer's disease mutations: potential factors in amyloid plaque formation. J Neurosci. 2006;26:10129–40.
19. Shim SB, Lim HJ, Chae KR, Kim CK, Hwang DY, Jee SW, Lee SH, Sin JS, Leem YH, Lee SH, Cho JS, Lee HH, Choi SY, Kim YK. Tau overexpression in transgenic mice induces glycogen synthase kinase 3beta and beta-catenin phosphorylation. Neuroscience. 2007;146:730–40.
20. Sykora P, Misiak M, Wang Y, Ghosh S, Leandro GS, Liu D, Tian J1, Baptiste BA, Cong WN, Brenerman BM, Fang E, Becker KG, Hamilton RJ, Chigurupati S, Zhang Y, Egan JM, Croteau DL, Wilson DM 3rd, Mattson MP, Bohr VA. DNA polymerase β deficiency leads to neurodegeneration and exacerbates Alzheimer disease phenotypes. Nucleic Acids Res. 2015;43:943–59.
21. Webster JA, Gibbs JR, Clarke J, Ray M, Zhang W, Holmans P, Rohrer K, Zhao A, Marlowe L, Kaleem M, McCorquodale DS 3rd, Cuello C, Leung D, Bryden L, Nath P, Zismann VL, Joshipura K, Huentelman MJ, Hu-Lince D, Coon KD, Craig DW, Pearson JV; NACC-Neuropathology Group, Heward CB, Reiman EM, Stephan D, Hardy J, Myers AJ. Genetic control of human brain transcript expression in Alzheimer disease. Am J Hum Genet. 2009;84:445–58.
22. Zhang B, Gaiteri C, Bodea LG, Wang Z, McElwee J, Podtelezhnikov AA, Zhang C, Xie T, Tran L, Dobrin R, Fluder E, Clurman B, Melquist S, Narayanan M, Suver C, Shah H, Mahajan M, Gillis T, Mysore J, MacDonald ME, Lamb JR, Bennett DA, Molony C, Stone DJ, Gudnason V, Myers AJ, Schadt EE, Neumann H, Zhu J, Emilsson V. Integrated systems approach identifies genetic nodes and networks in late-onset Alzheimer's disease. Cell. 2013;153:707–20.

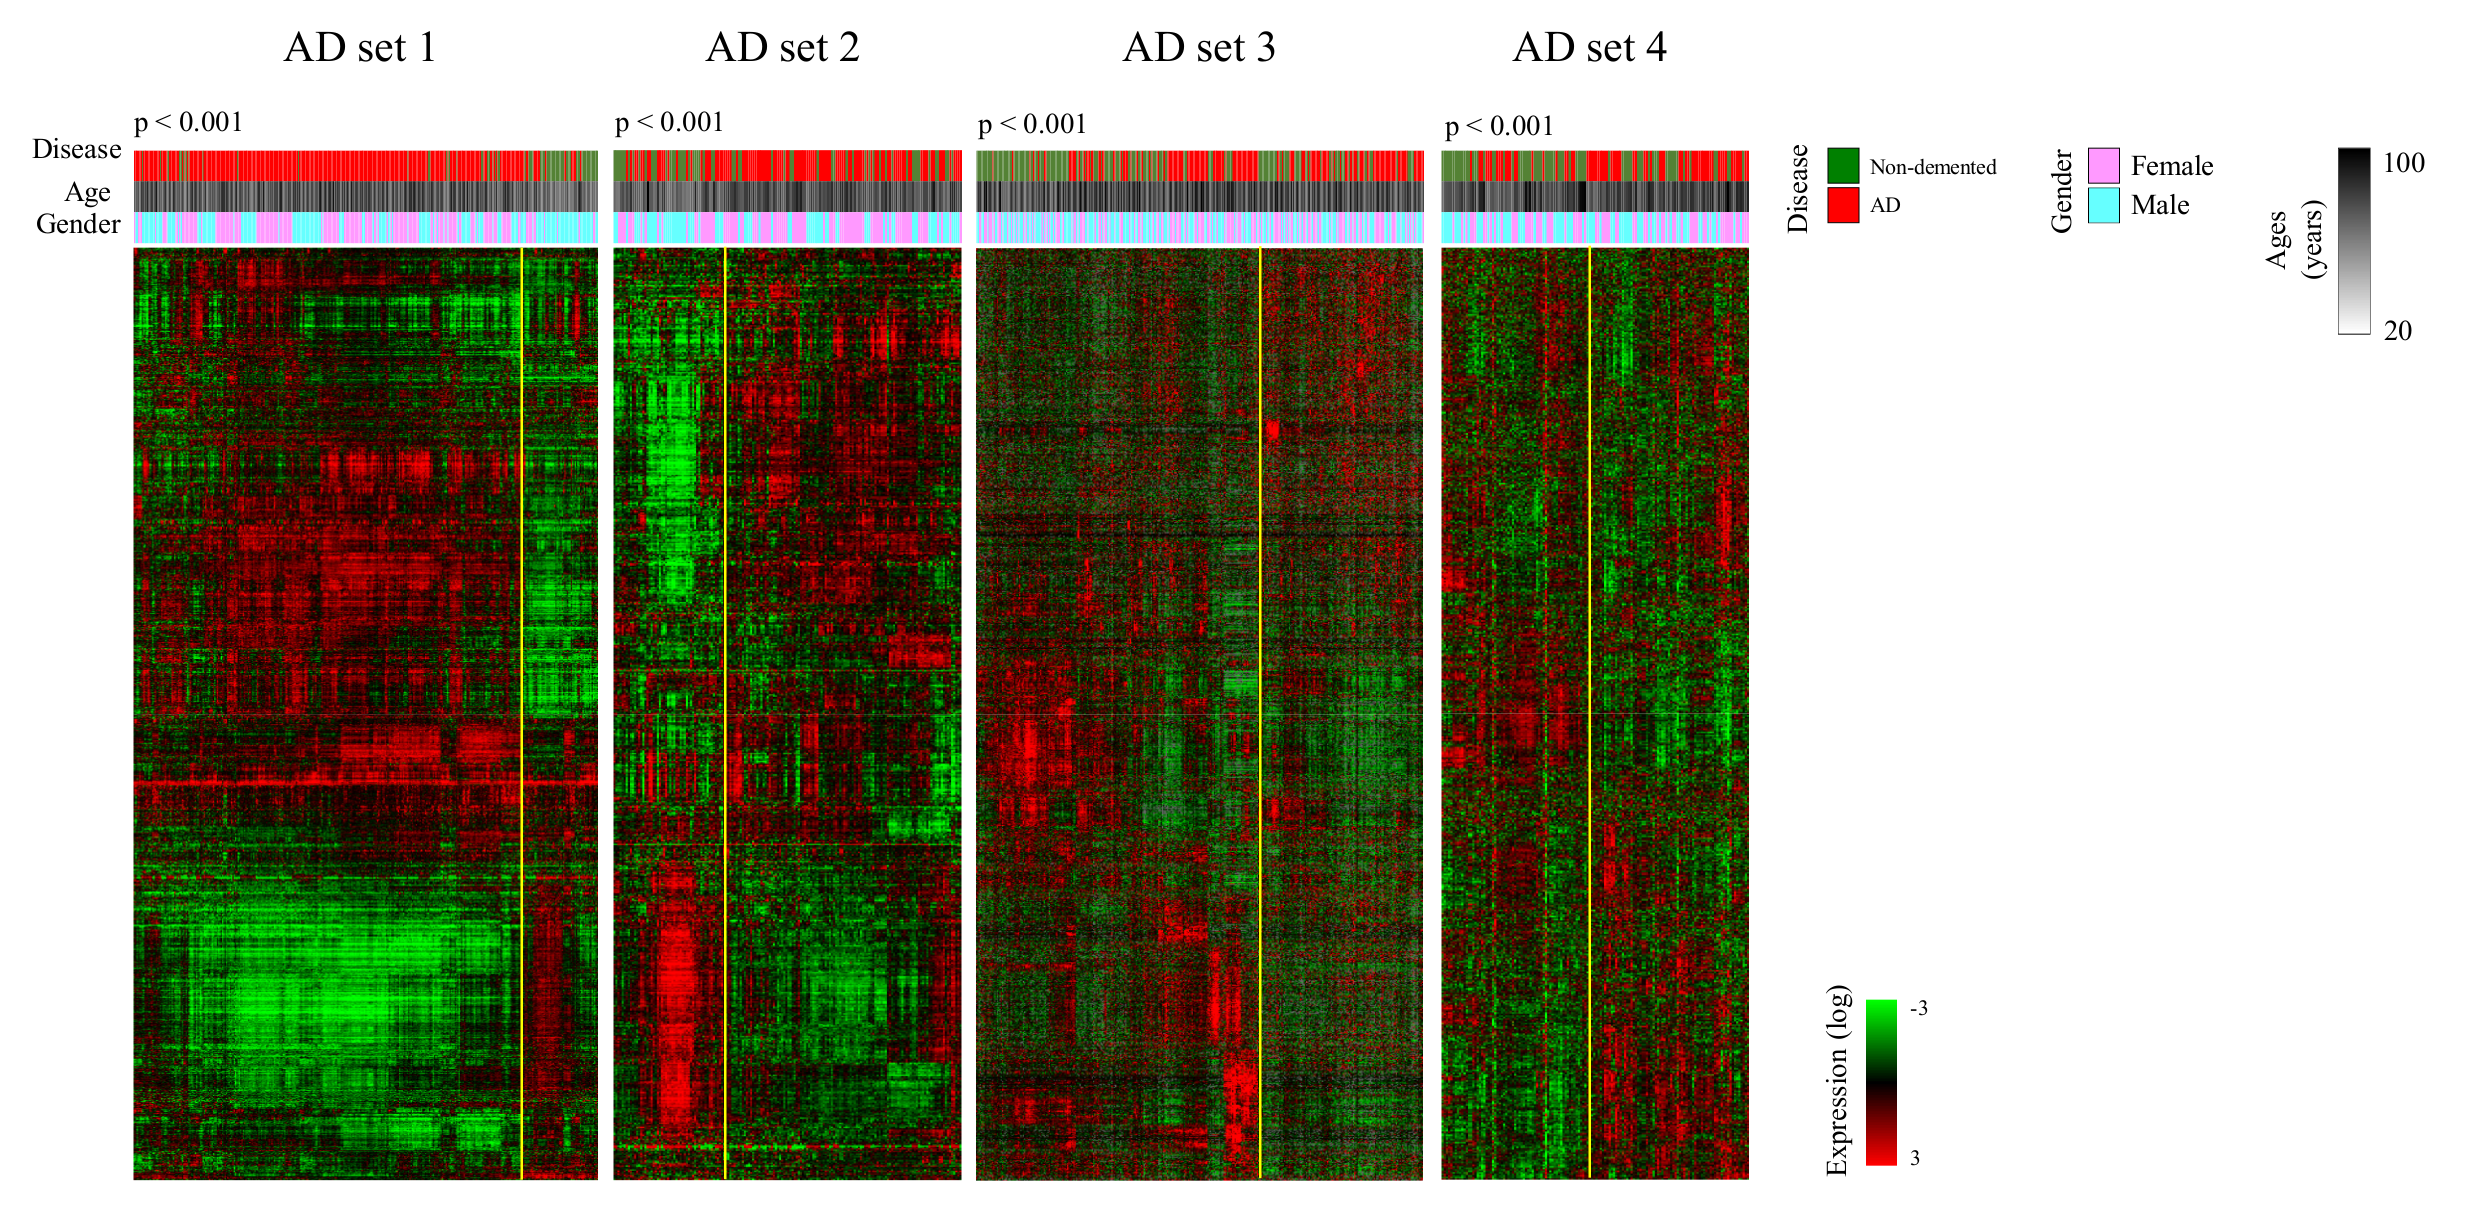

**Supplementary Fig. 1.** Clustering patterns of gene expression exclusively in samples of individuals aged >65 years from each AD set. Genes that showed a variation over 0.25 SD in the expression levels of genes in each dataset were selected and hierarchically clustered. Columns represent individual samples and rows represent genes. Red and green colors reflect high and low expression levels, respectively, as indicated by the scale bars. In the tree structure, green and red samples represent nondemented and AD individuals, respectively. Two subgroups of samples in each dataset were discriminated with yellow lines. Differential distribution of AD and nondemented individuals in two subgroups (p < 0.001) was measured using chi-square test with Yates’s continuity correction.

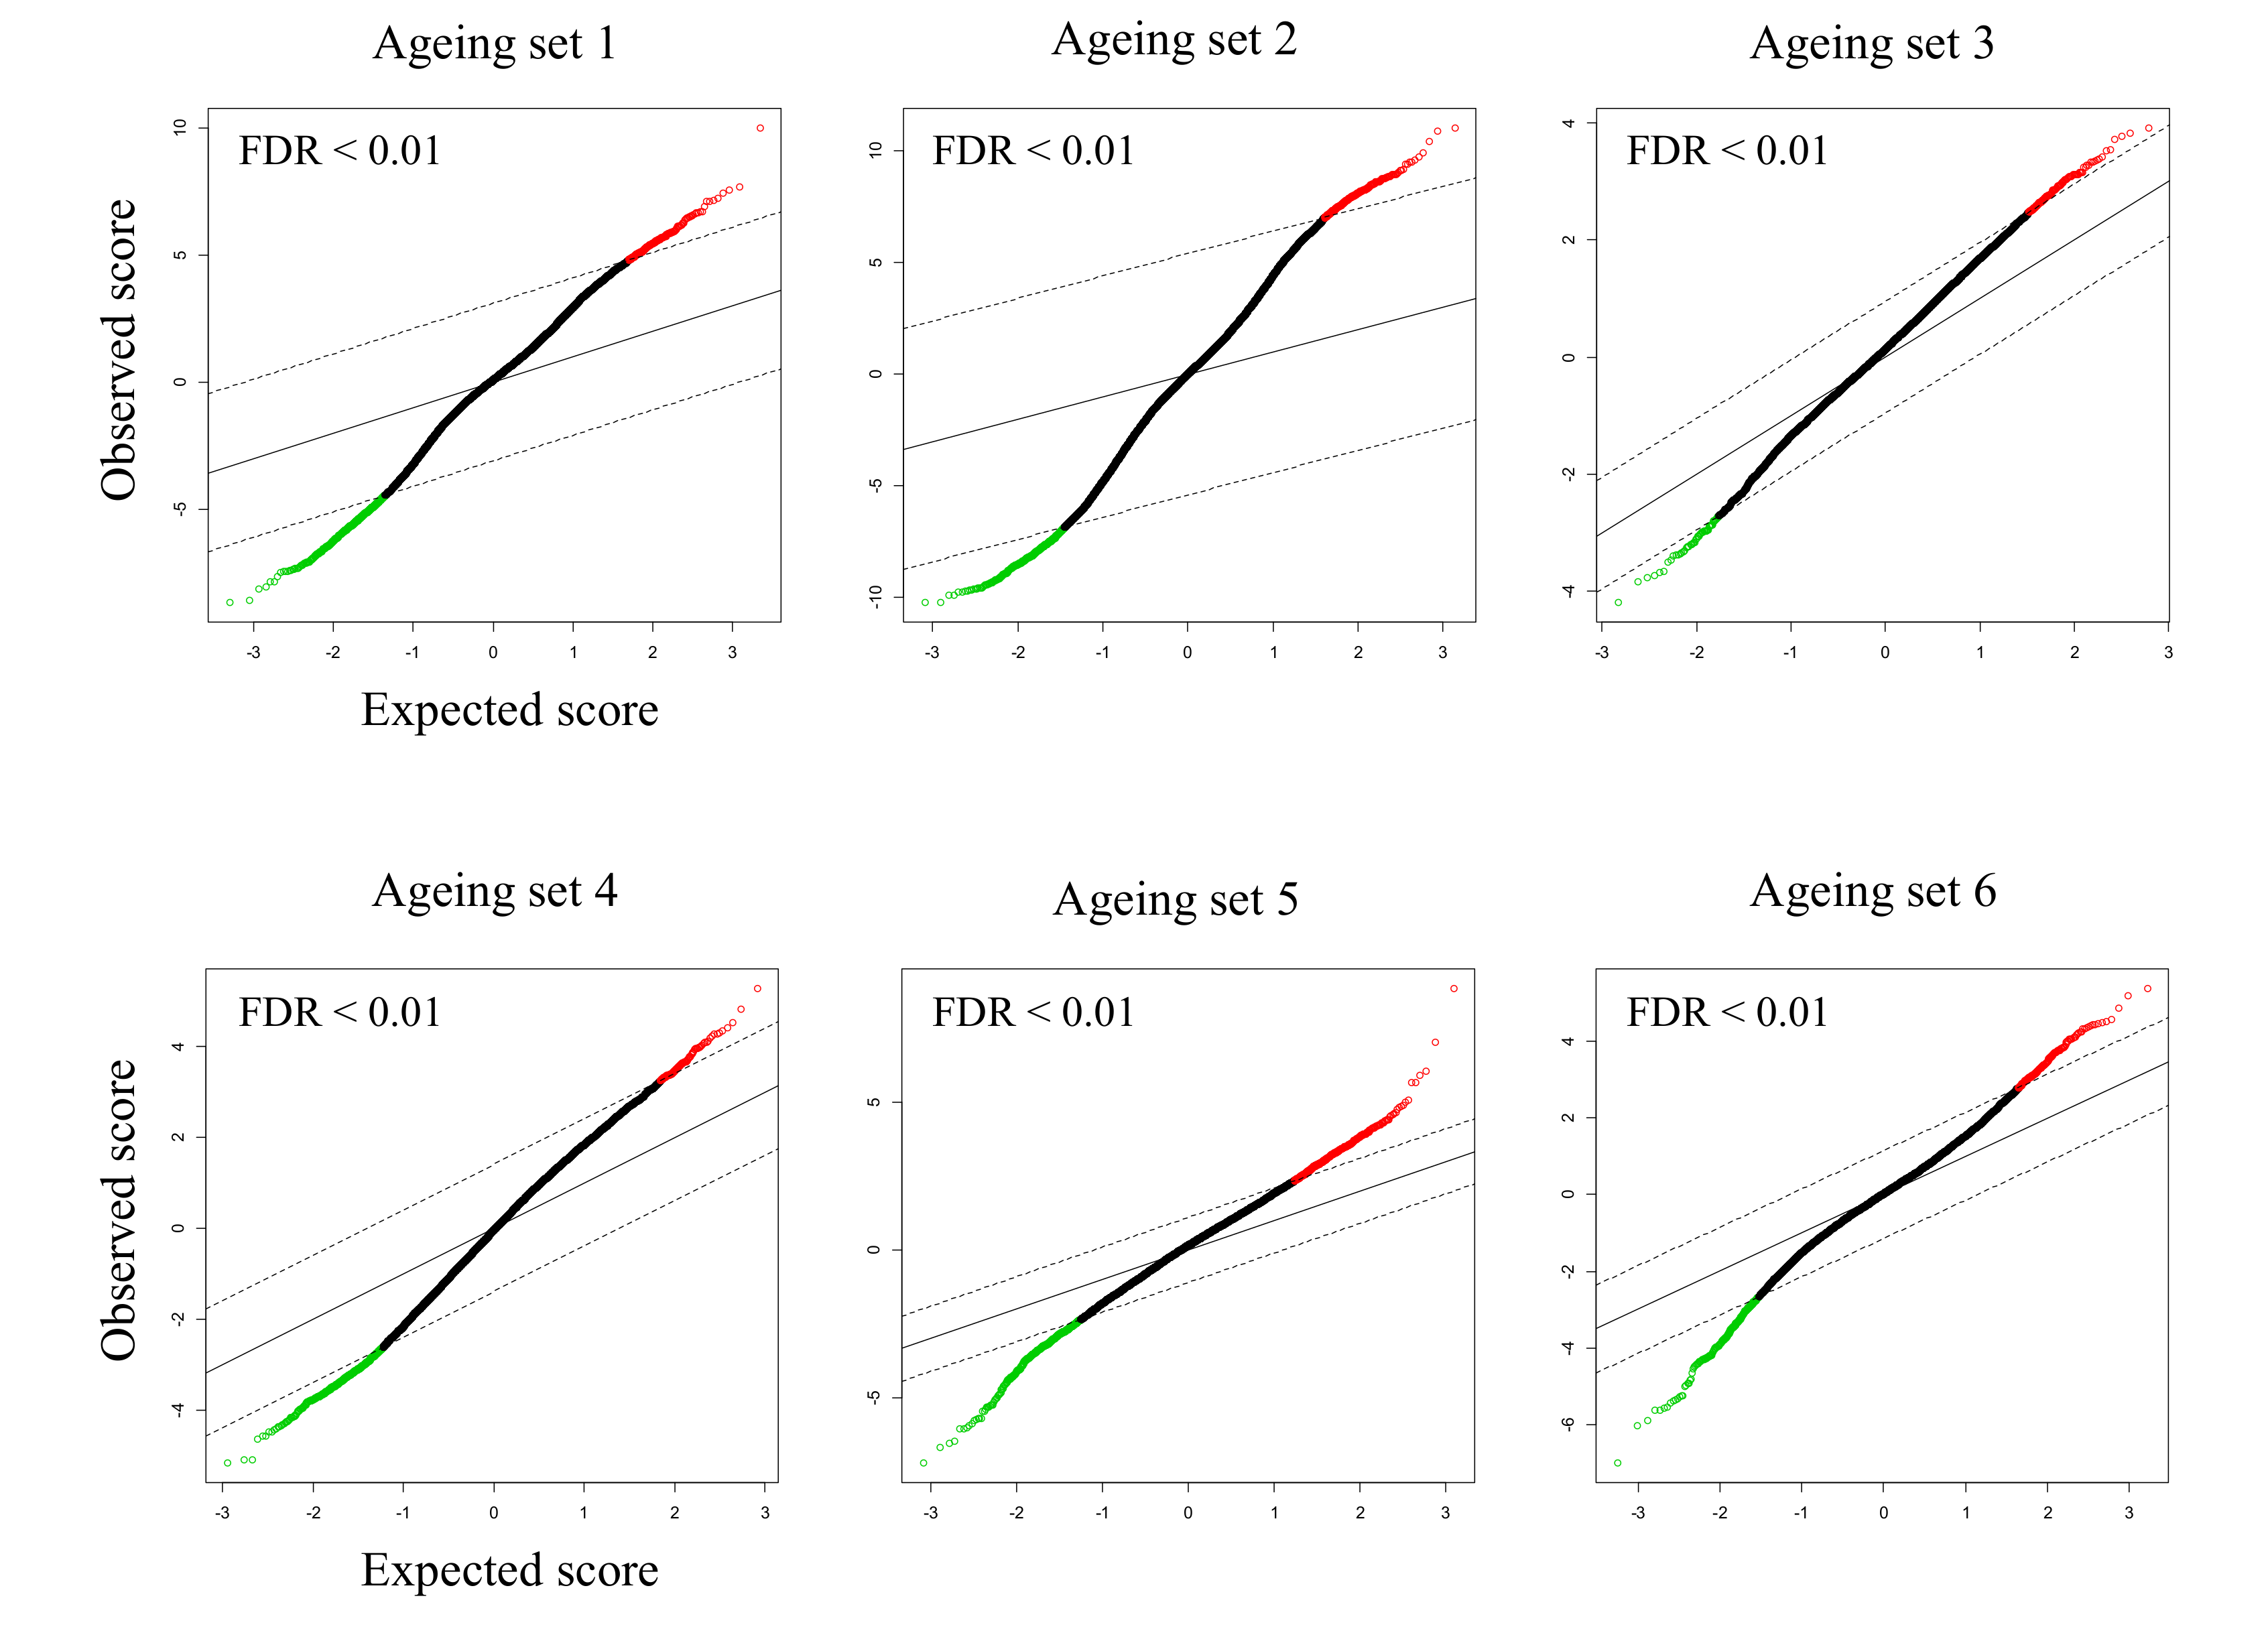

**Supplementary Fig. 2.** Genes associated with ageing were identified using Significance Analysis of Microarray (SAM). For the microarray data from four datasets, SAM scores were used for the threshold value corresponding to an FDR < 0.01. Red and green circles represent genes in the AD samples that were up- and downregulated, respectively, compared with nondemented control samples. The dotted line represents the threshold line.

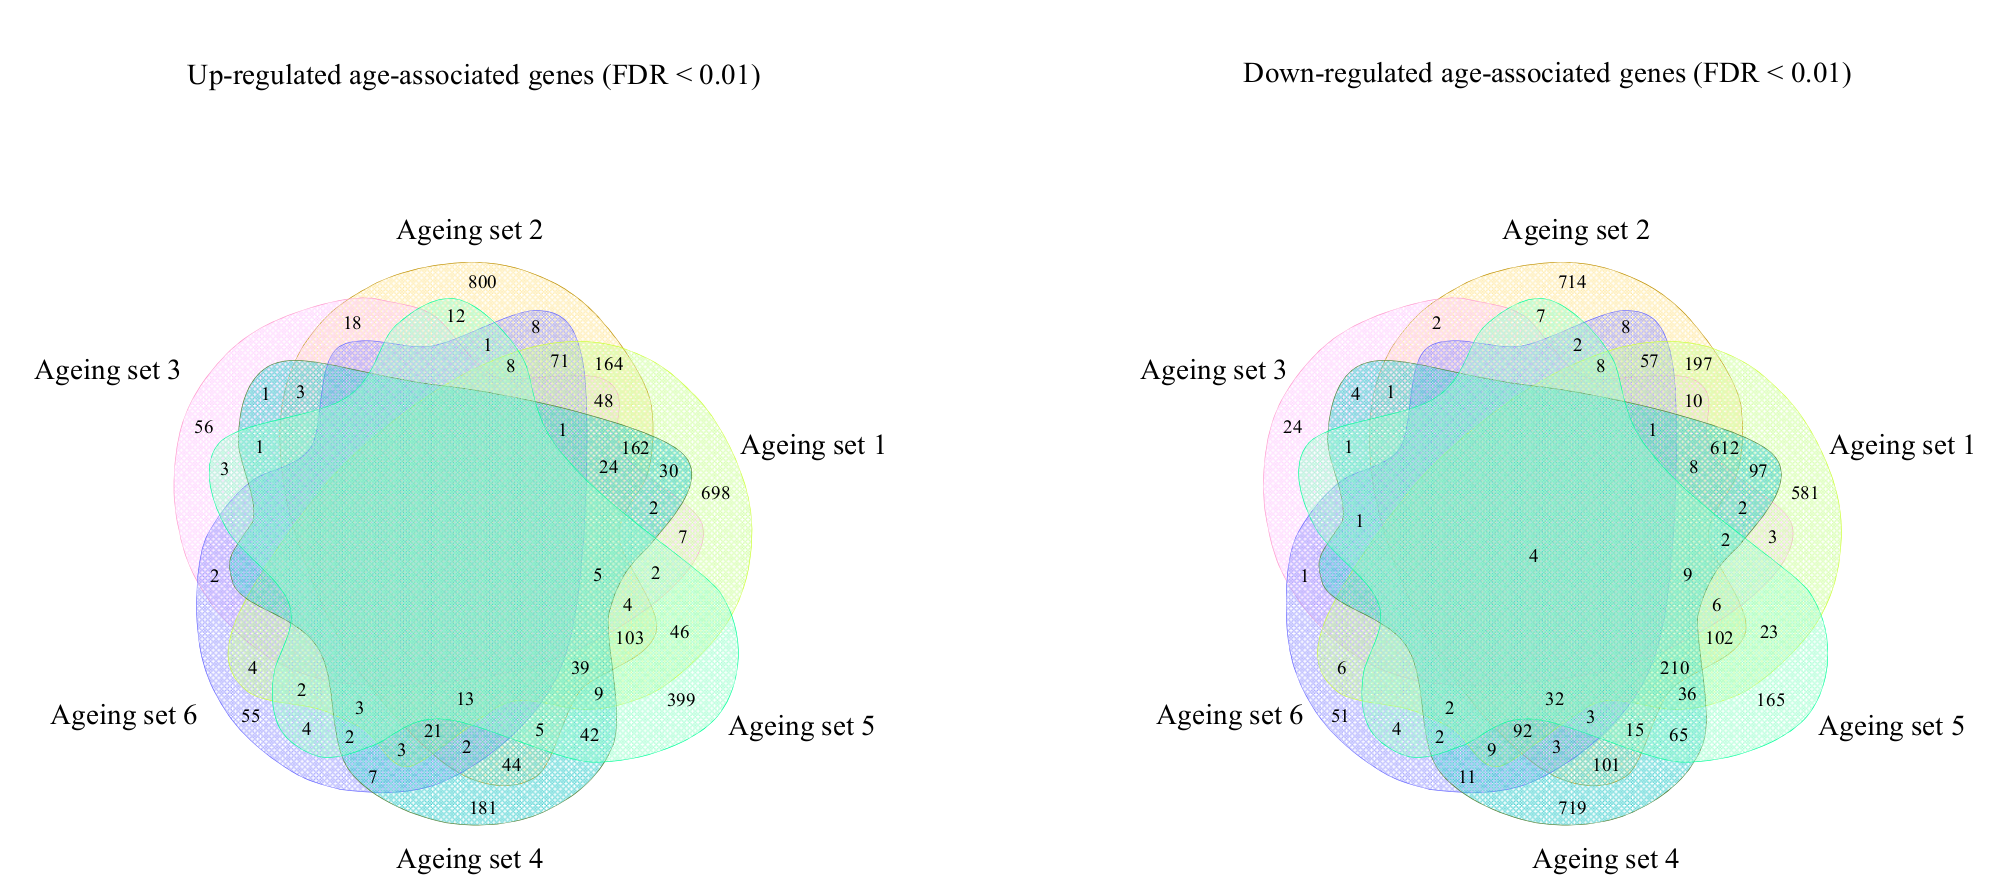

**Supplementary Fig. 3.** Distribution of age-associated genes (FDR < 0.01) from six datasets.

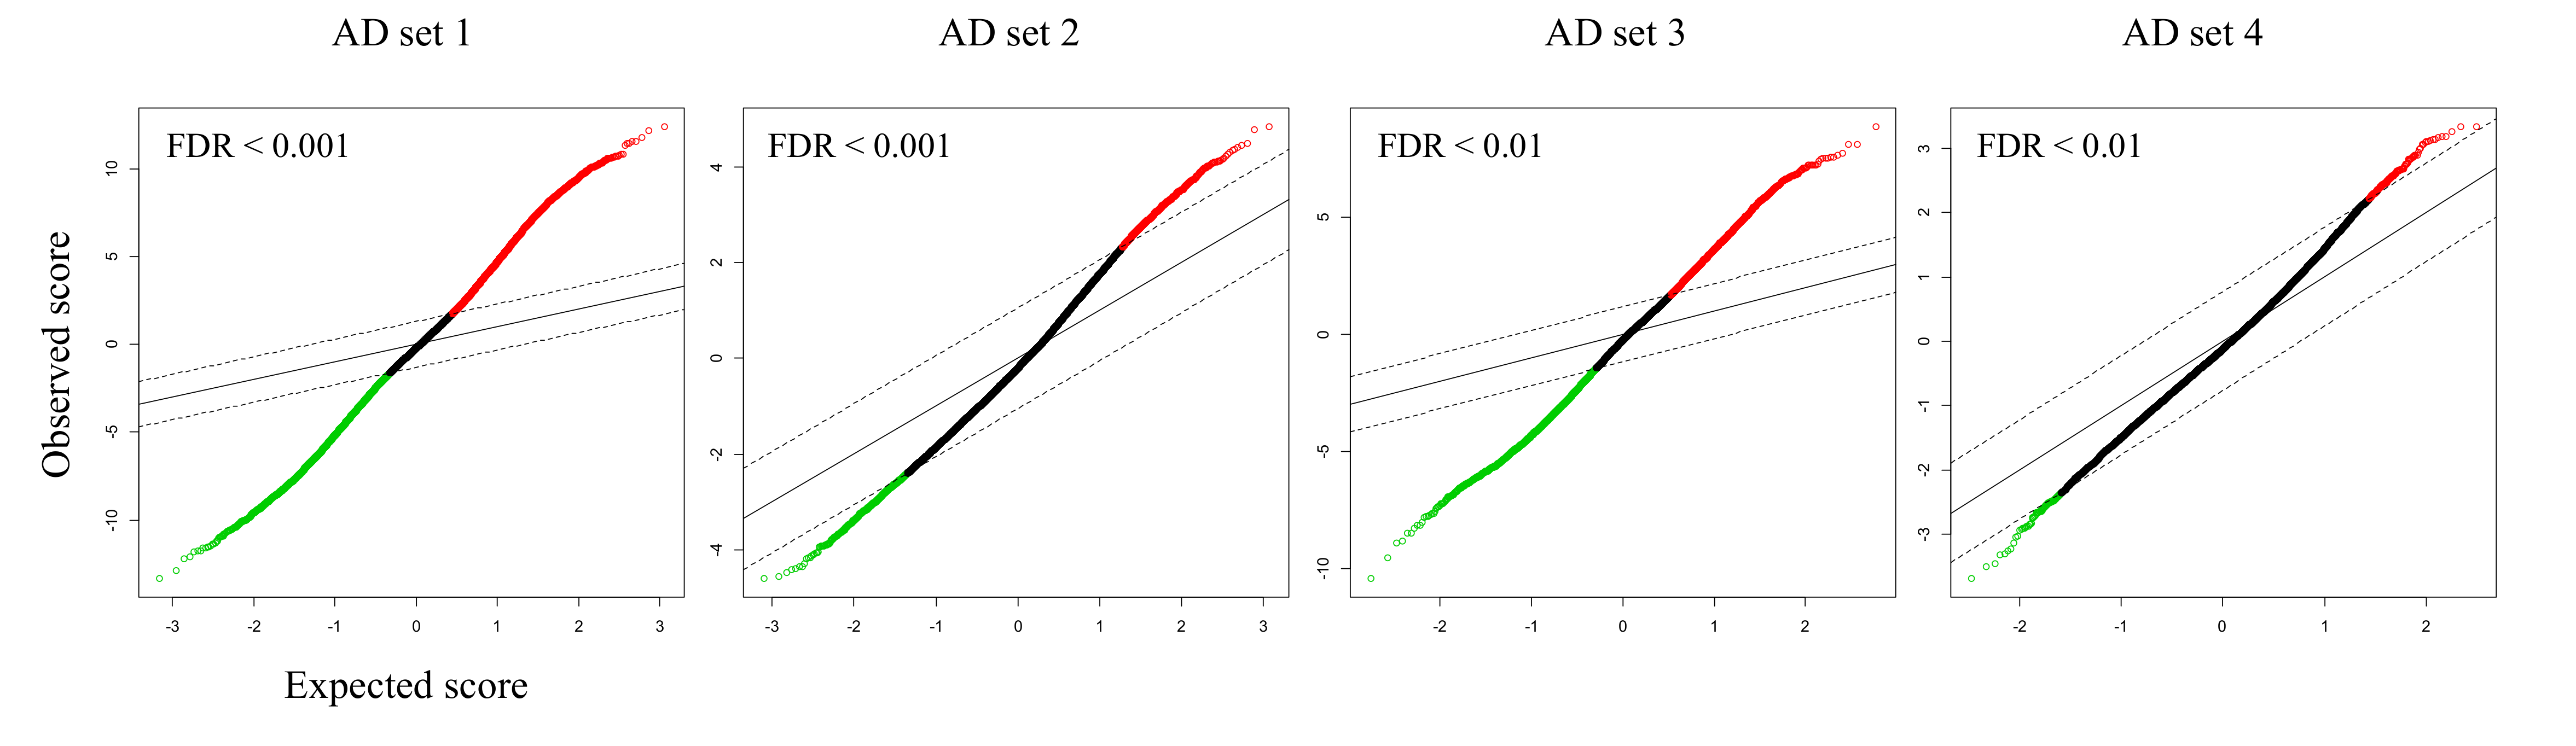

**Supplementary Fig. 4.** Genes associated with AD were identified using Significance Analysis of Microarray (SAM). For the microarray data from four datasets, SAM scores were used for the threshold value corresponding to an FDR < 0.01. For AD sets 1 and 2, the threshold value was set more stringently at FDR < 0.001. Red and green circles represent genes that were up- and downregulated in the AD samples, respectively, compared with nondemented control samples. The dotted line represents the threshold line.

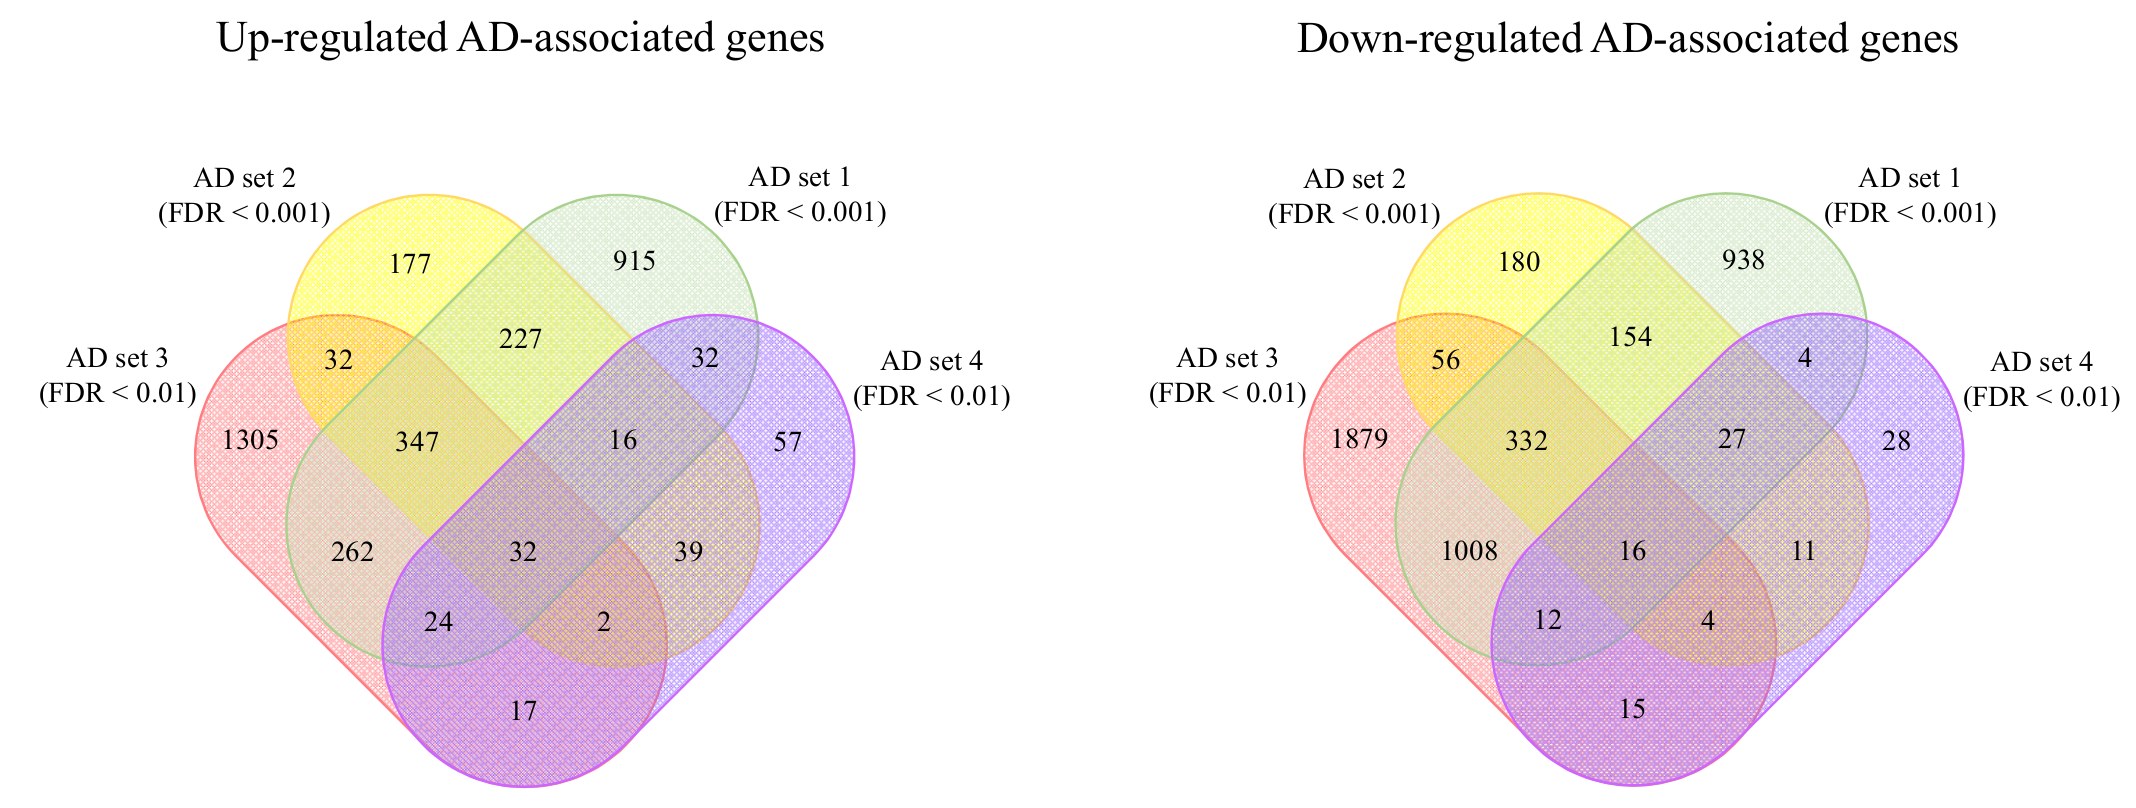

**Supplementary Fig. 5.** Distribution of AD-associated genes from four datasets.

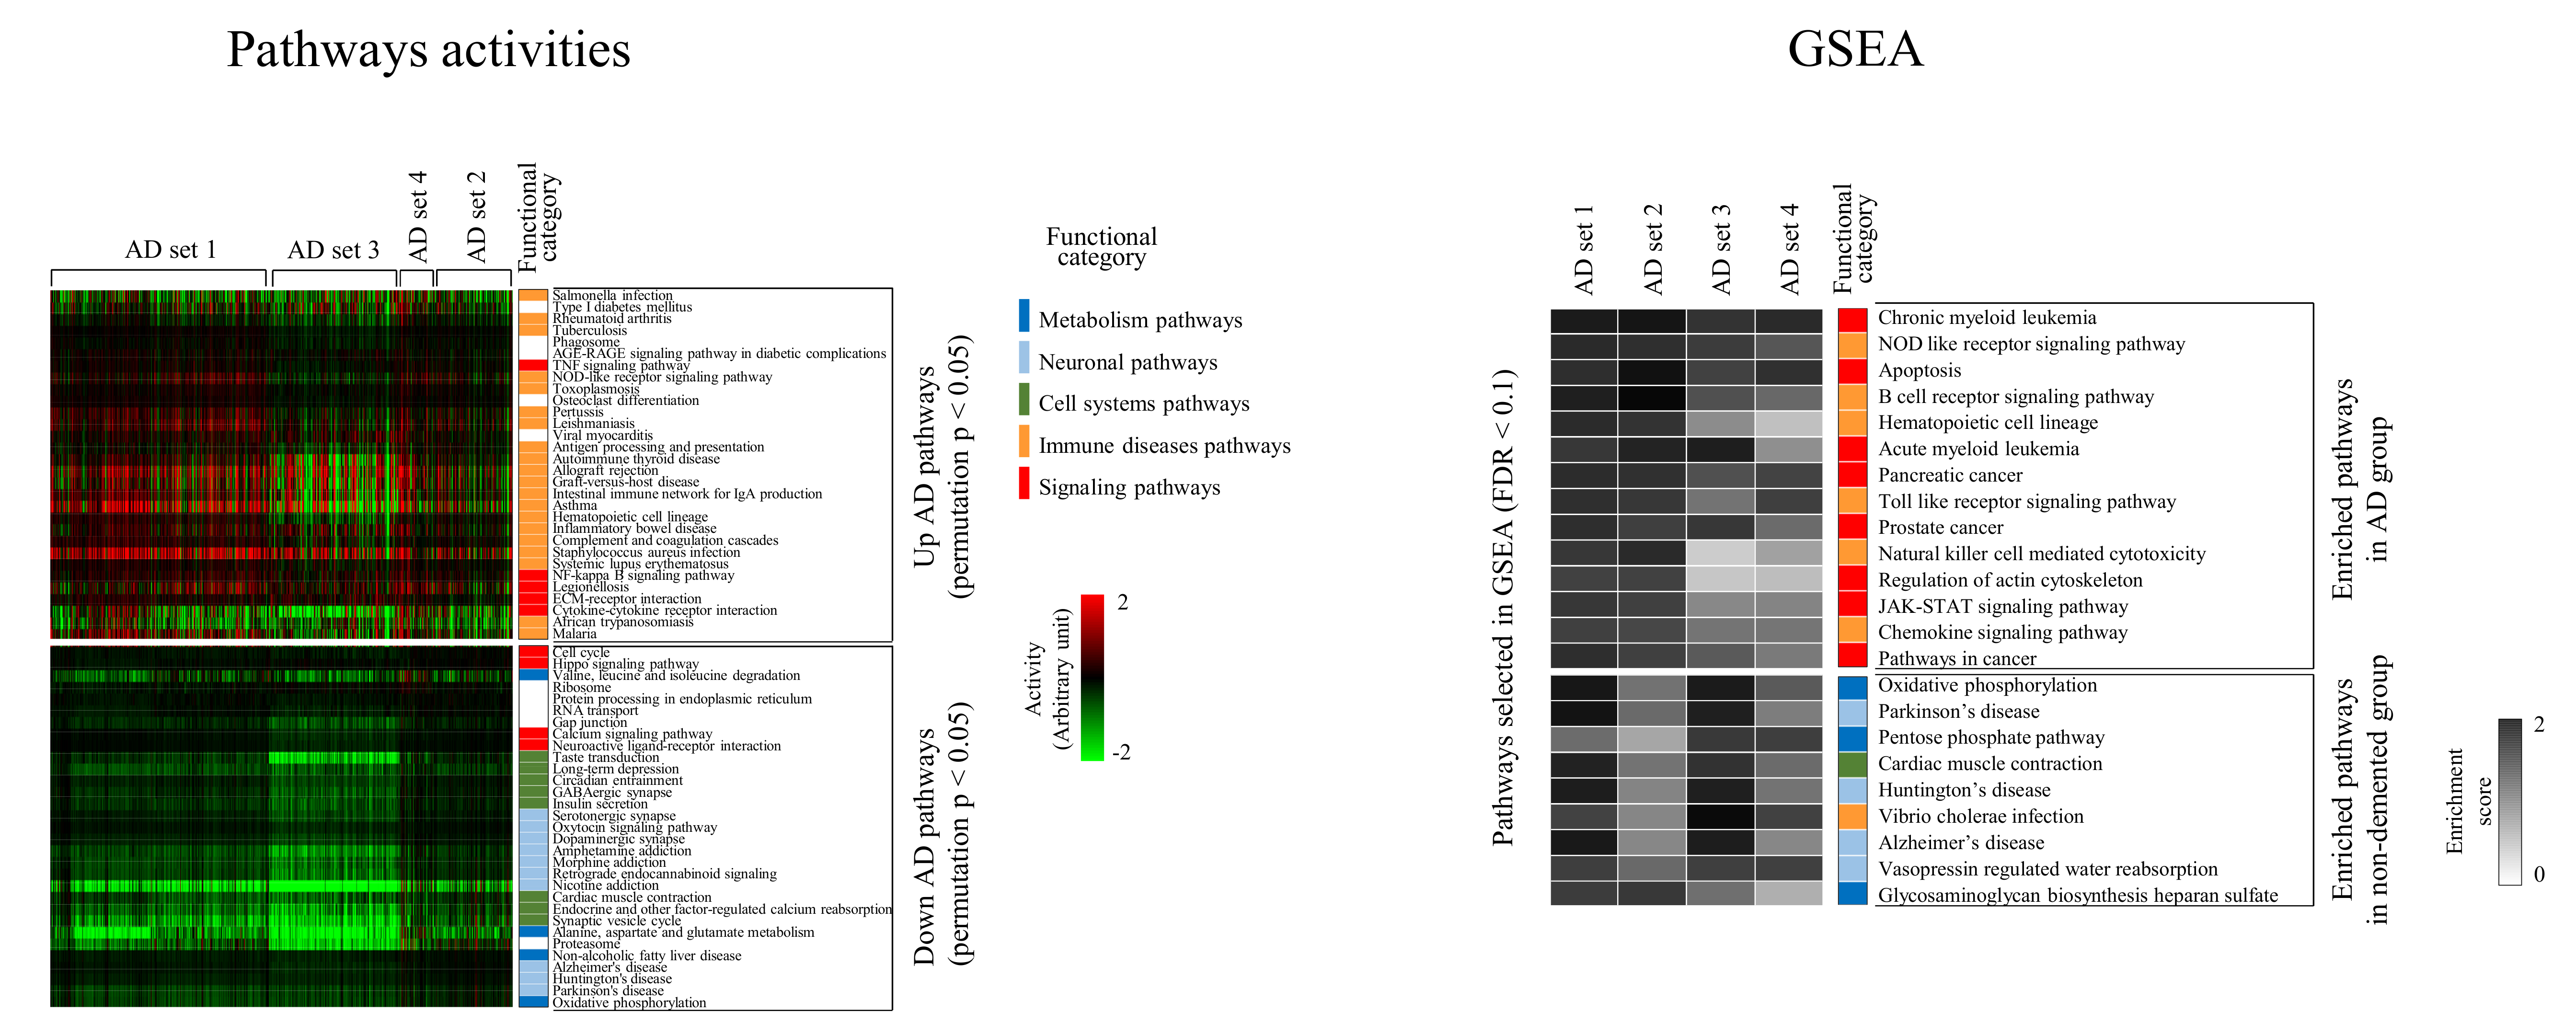

**Supplementary Fig. 6.** Pathways that were differentially activated or differentially enriched between AD and nondemented individuals (permutation p < 0.05) were selected and their activities or enrichment scores were visualized using a color scale. Columns represent individual samples and rows represent pathways. The functional categories of pathways (FDR < 0.1) are displayed in color bars. Enrichment scores for each pathway are indicated as black and white intensity, as shown in the scale bar.

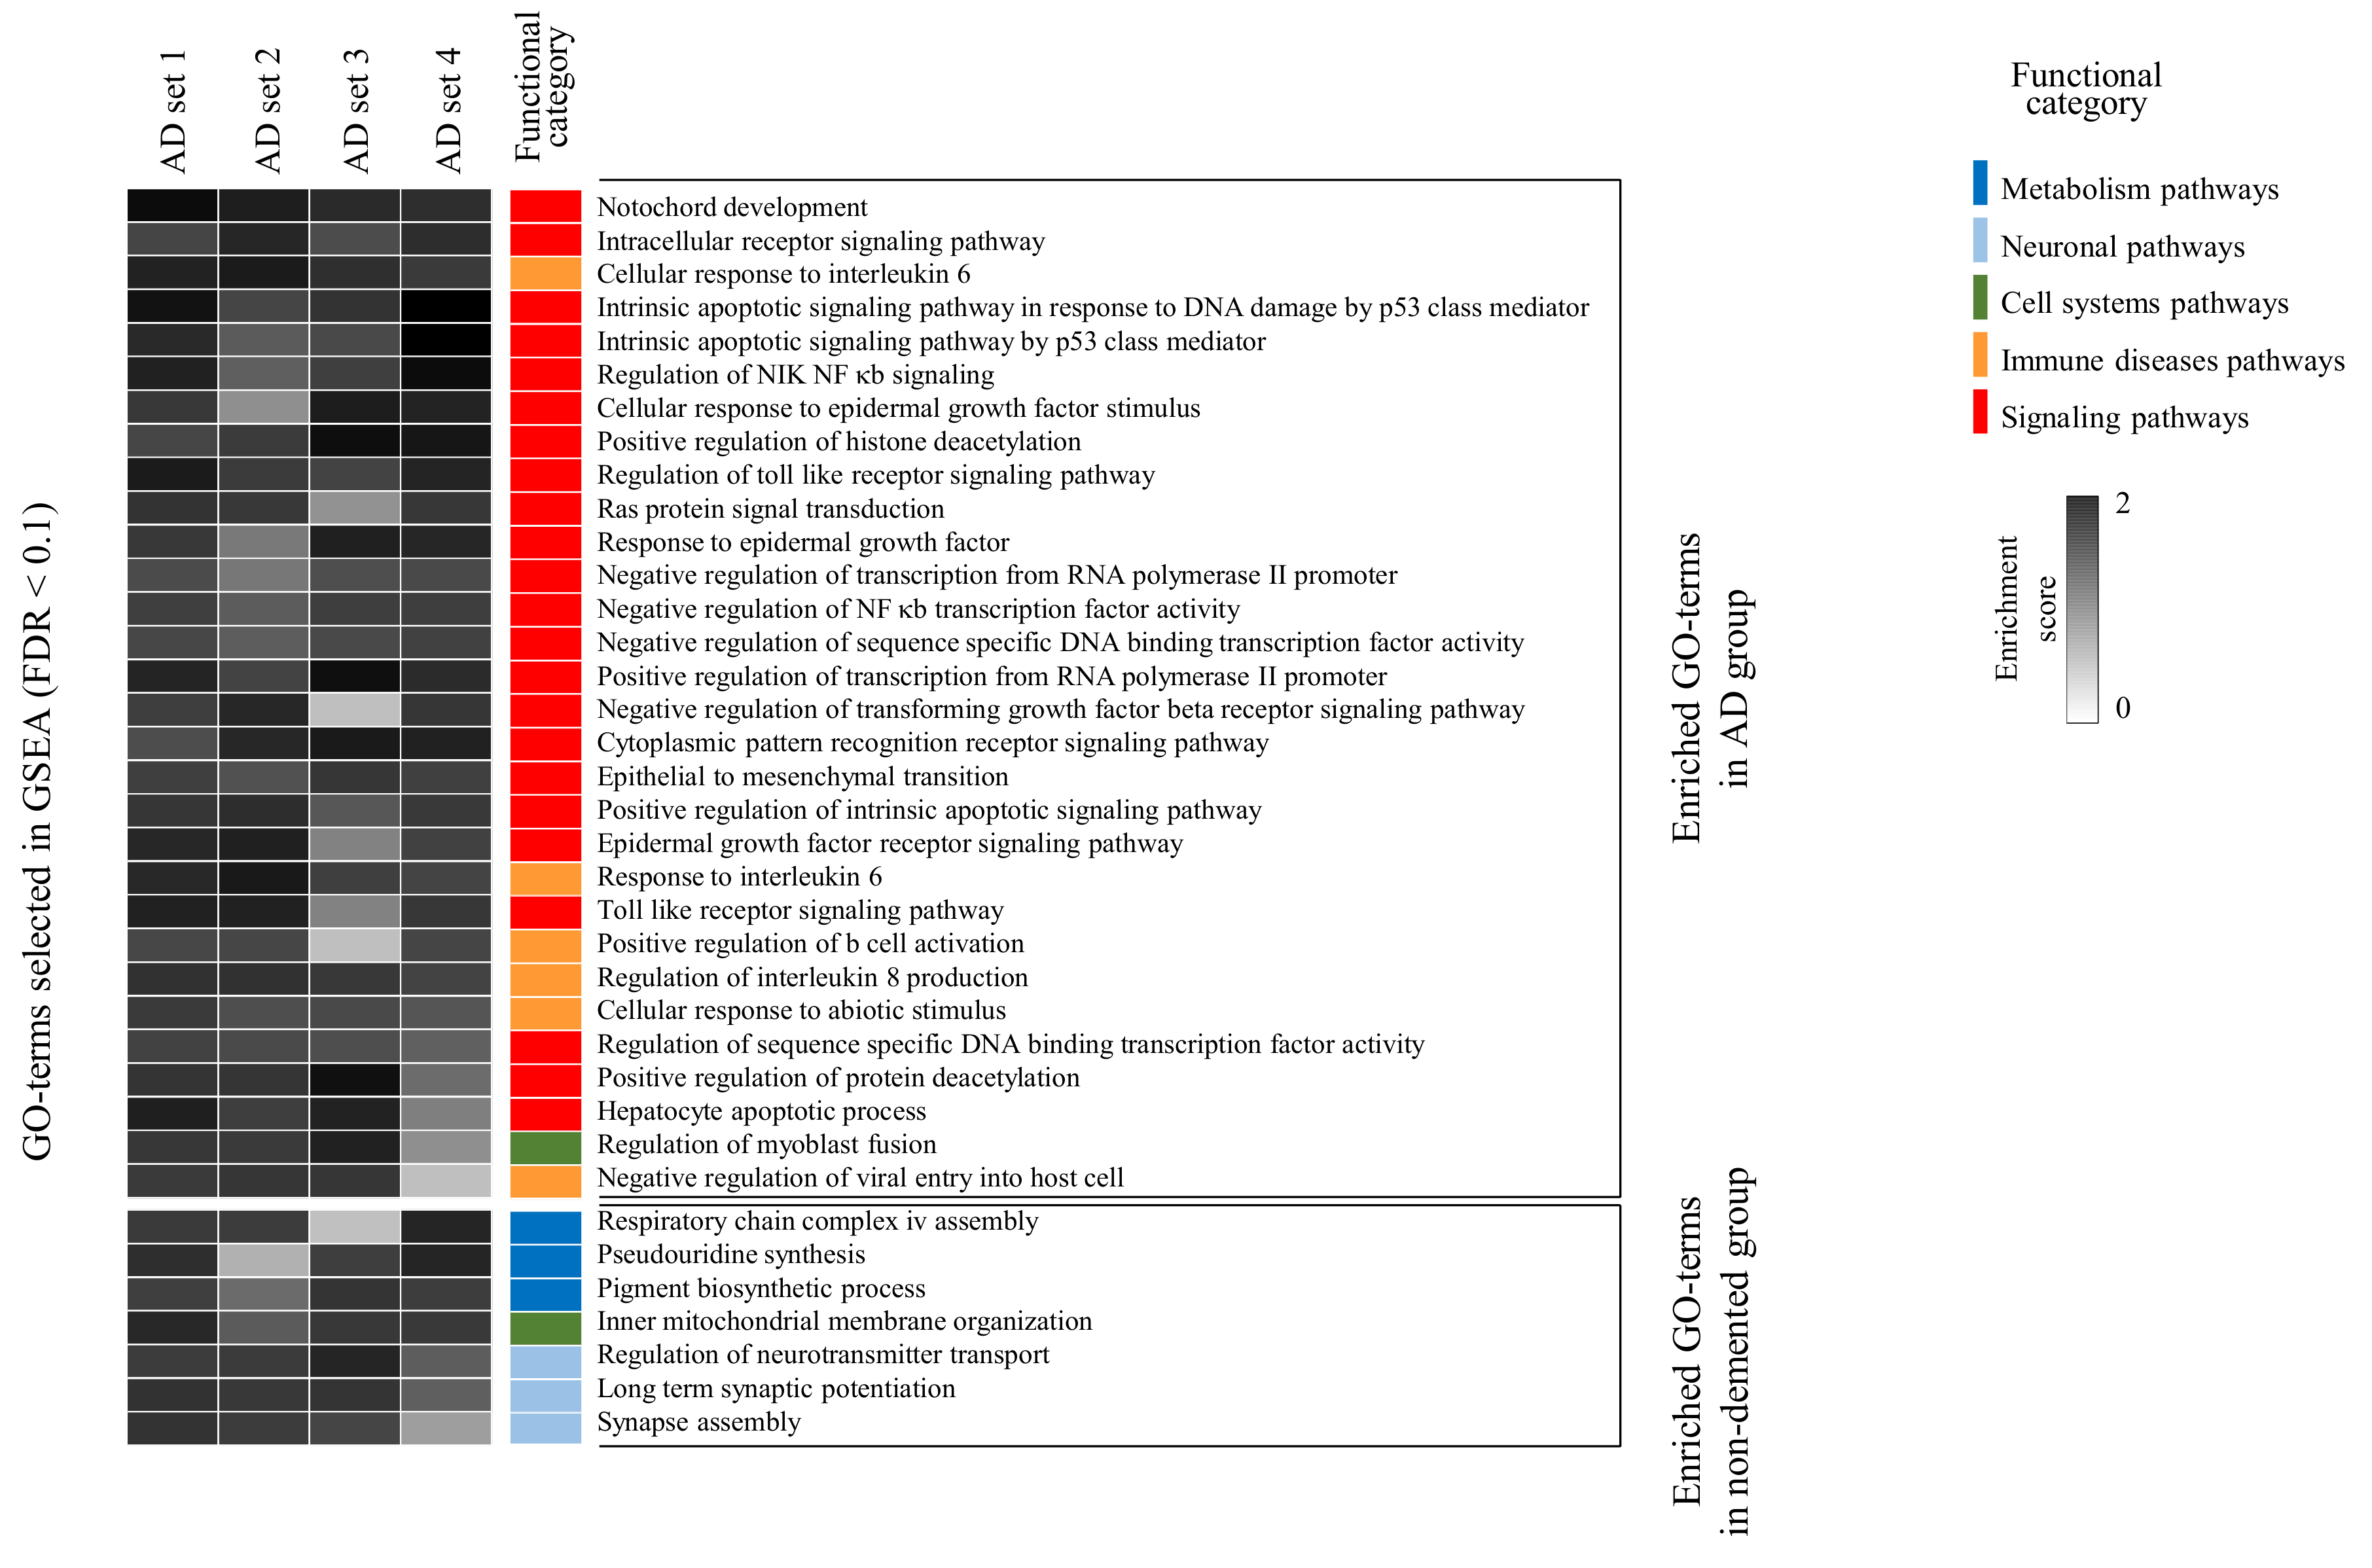

**Supplementary Fig. 7.** GO terms (FDR < 0.1) that were enriched commonly in all datasets were selected from GSEA. The functional categories of GO terms are displayed in color bars. Enrichment scores for each GO term are indicated in black and white intensity, as shown in the scale bar.

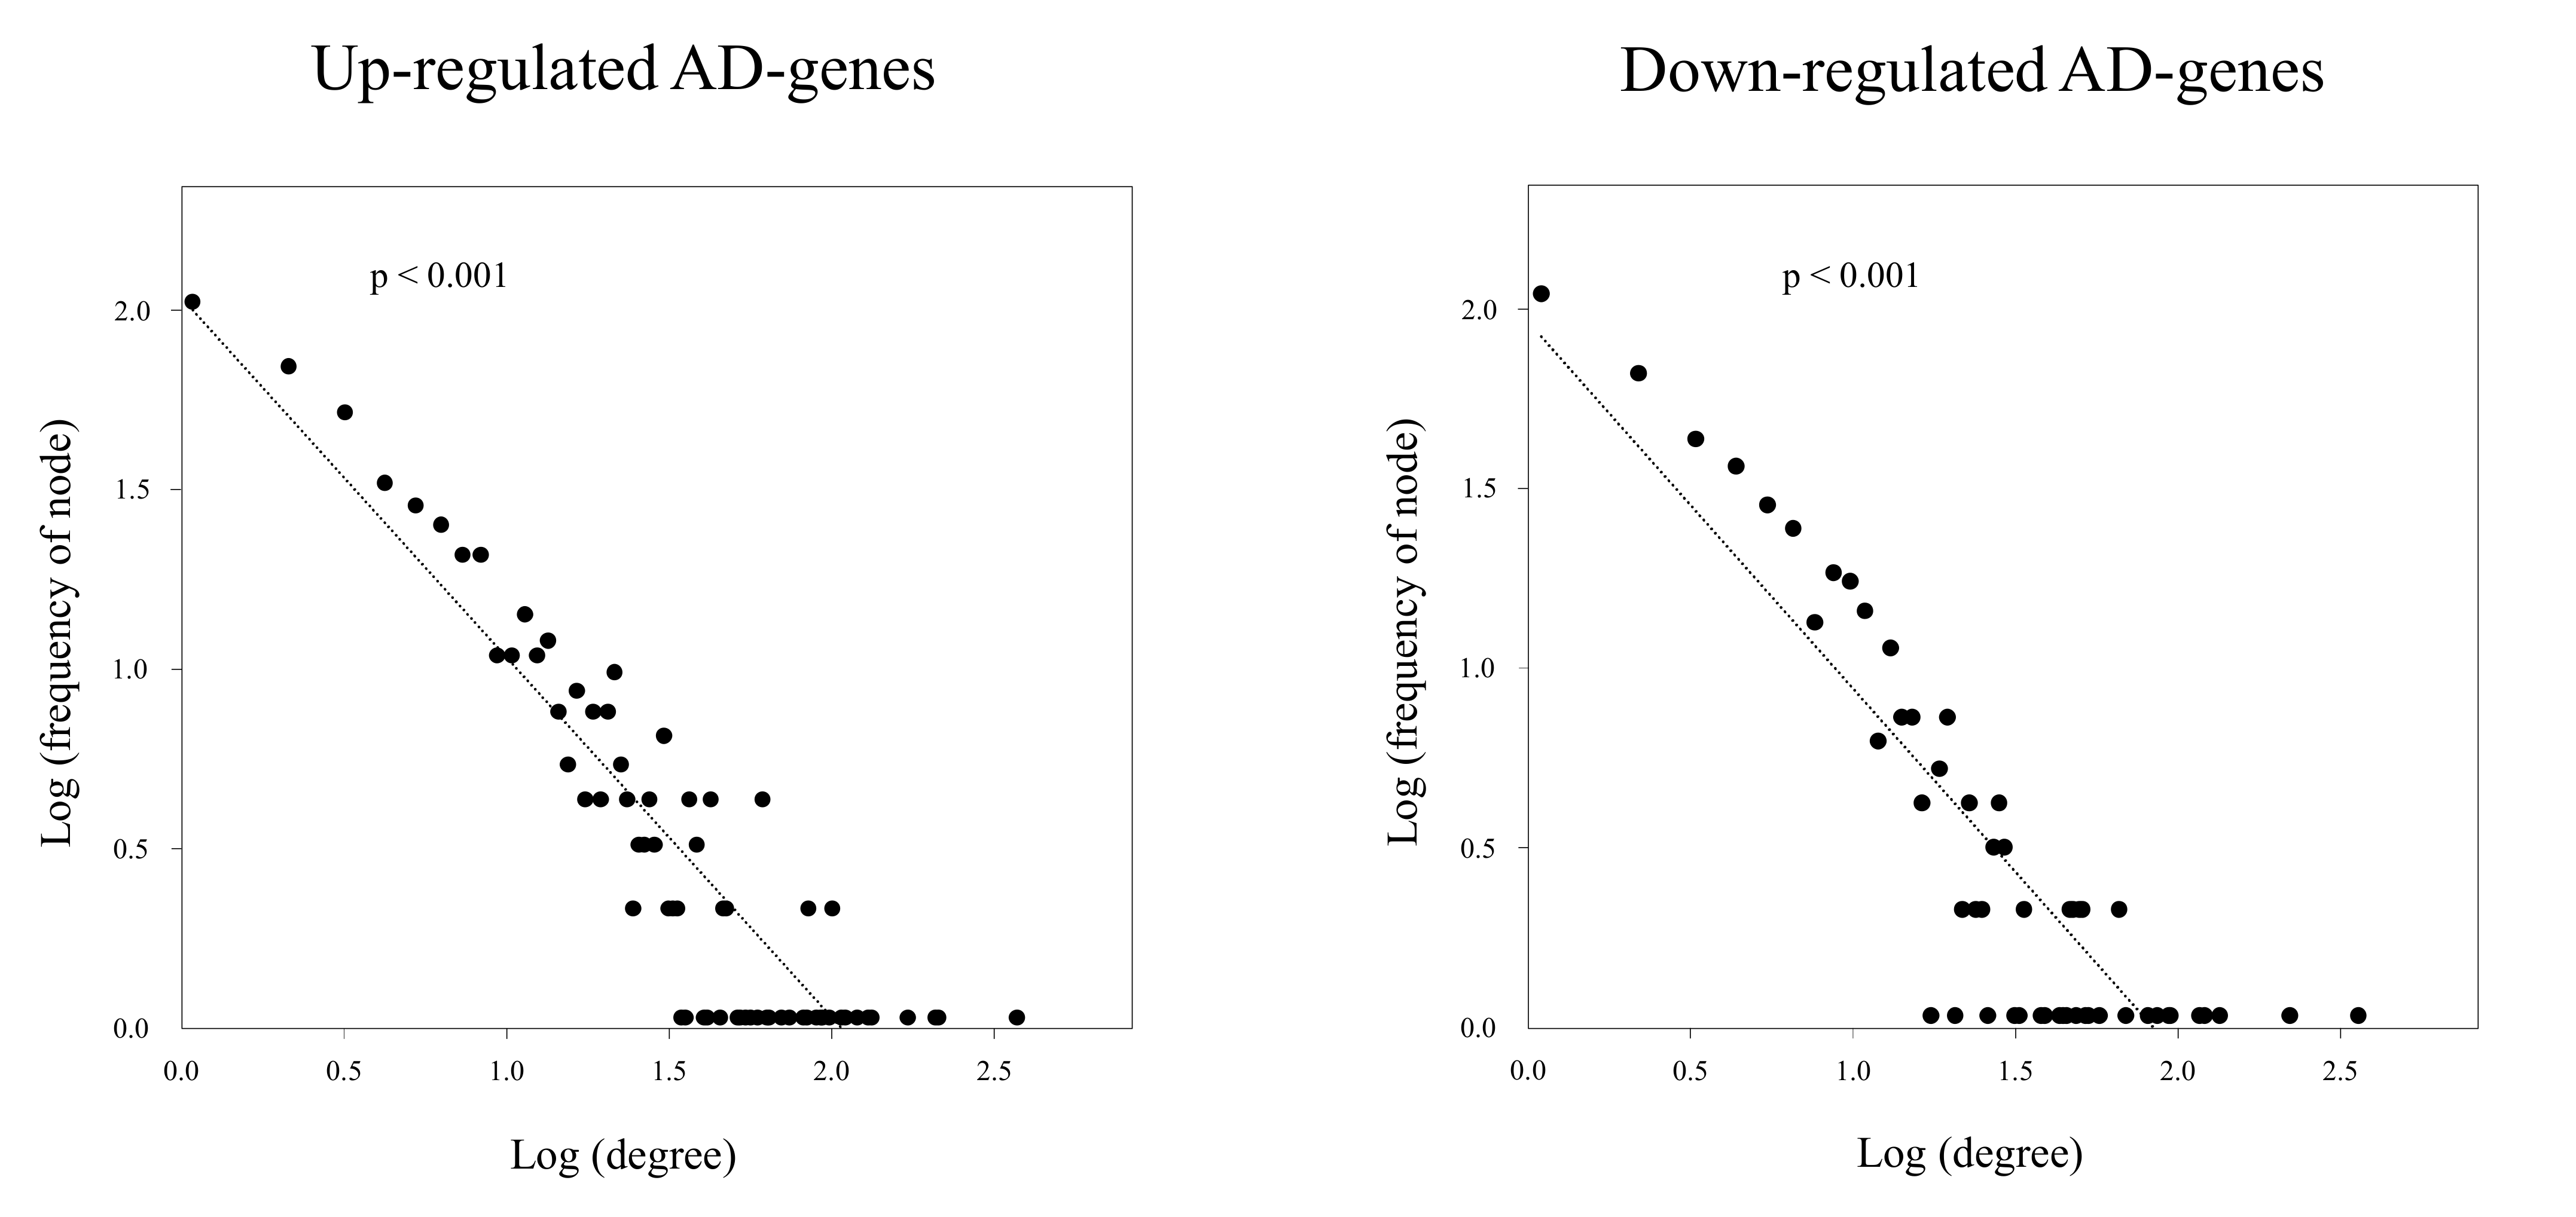

**Supplementary Fig. 8.** Plot of node frequencies according to degrees of nodes. Up- or downregulated AD-genes were used as nodes. The distribution of the node degrees of genes was measured in the protein–protein interaction (PPI) network obtained from the database of BioGRID (version 3.4.149).

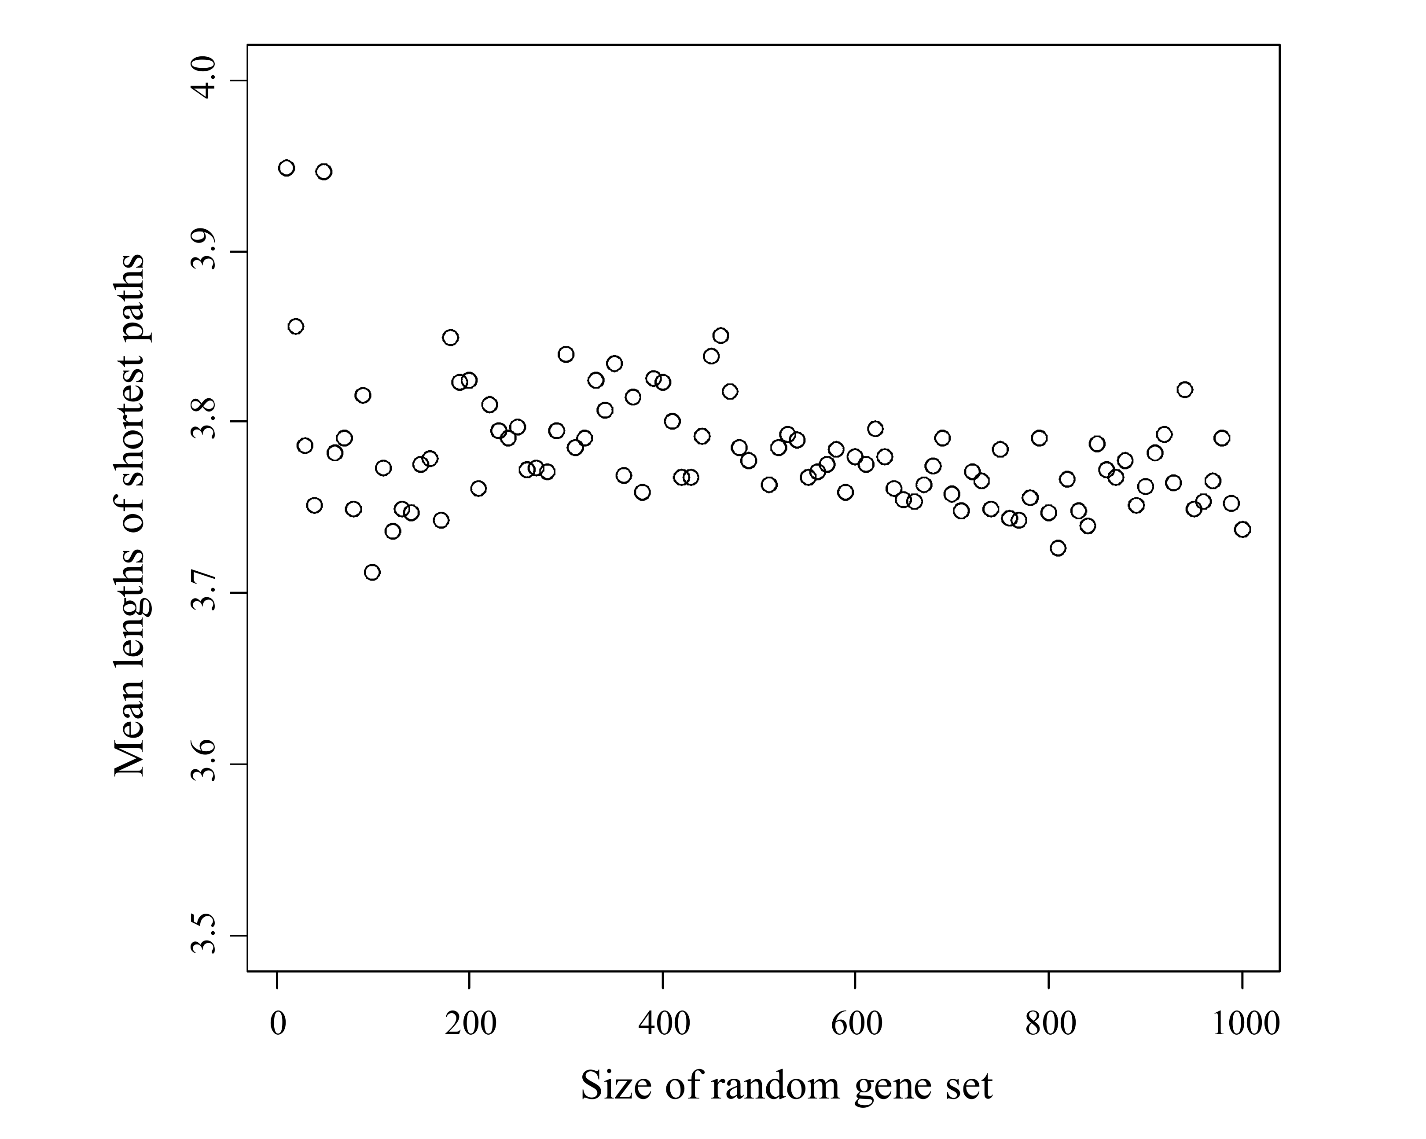

**Supplementary Fig. 9.** Effects of the size of gene sets on distances in the PPI network. The length of the shortest paths was measured between two randomly selected gene sets by varying the number of genes.

**
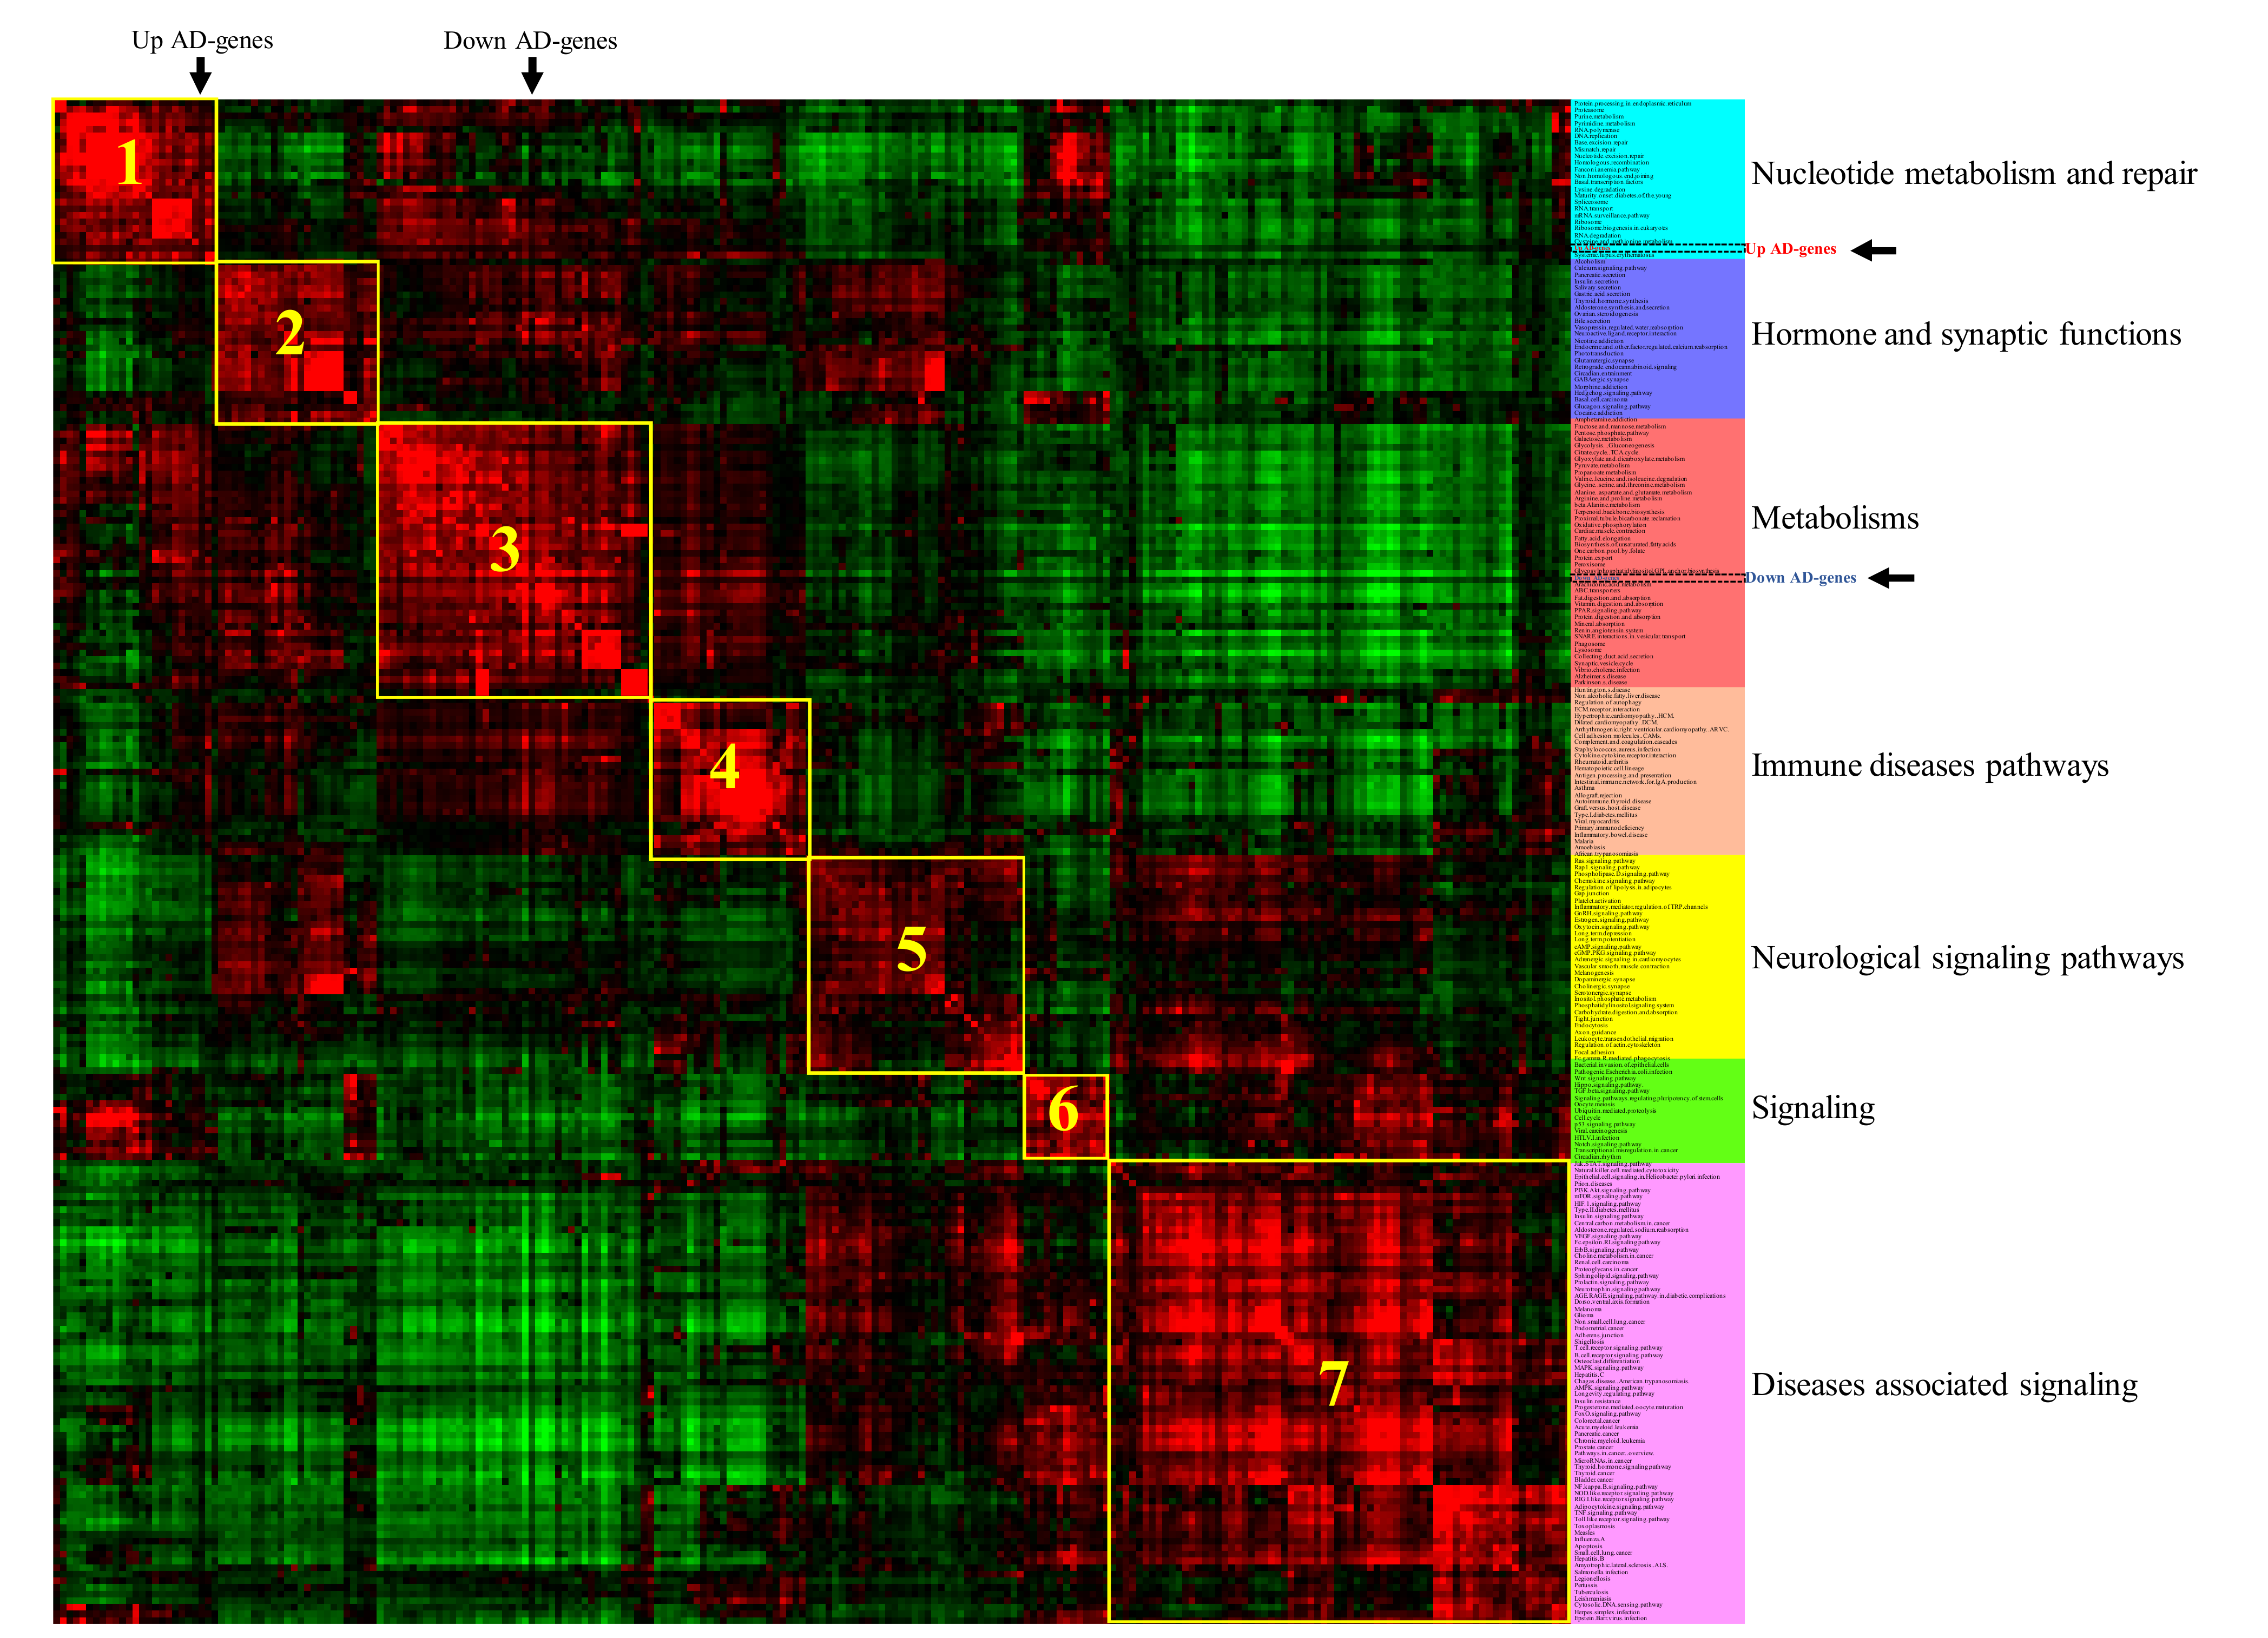
**

**Supplementary Fig. 10.** Clustering of pathways based on distances in the PPI network. For the measurement of distances between two gene sets, each gene was mapped onto the PPI network. Subsequently, the shortest paths between two genes were measured using the igraph R package (version 1.0.10). After iteration of this process for all pairs of genes from two gene sets, we obtained a matrix of shortest paths. The averaged value from the matrix of shortest paths is presented as the distance between two sets of genes. Only sets of genes with a presence in the PPI network >50% were included. The effect of the size of the gene set was measured using a random-permutation-based approach (iteration number, 1,000), in which distances were measured between random-sized gene sets. Clusters of pathways were numbered according to representative biological functions. Individual pathways included in each cluster are also indicated.

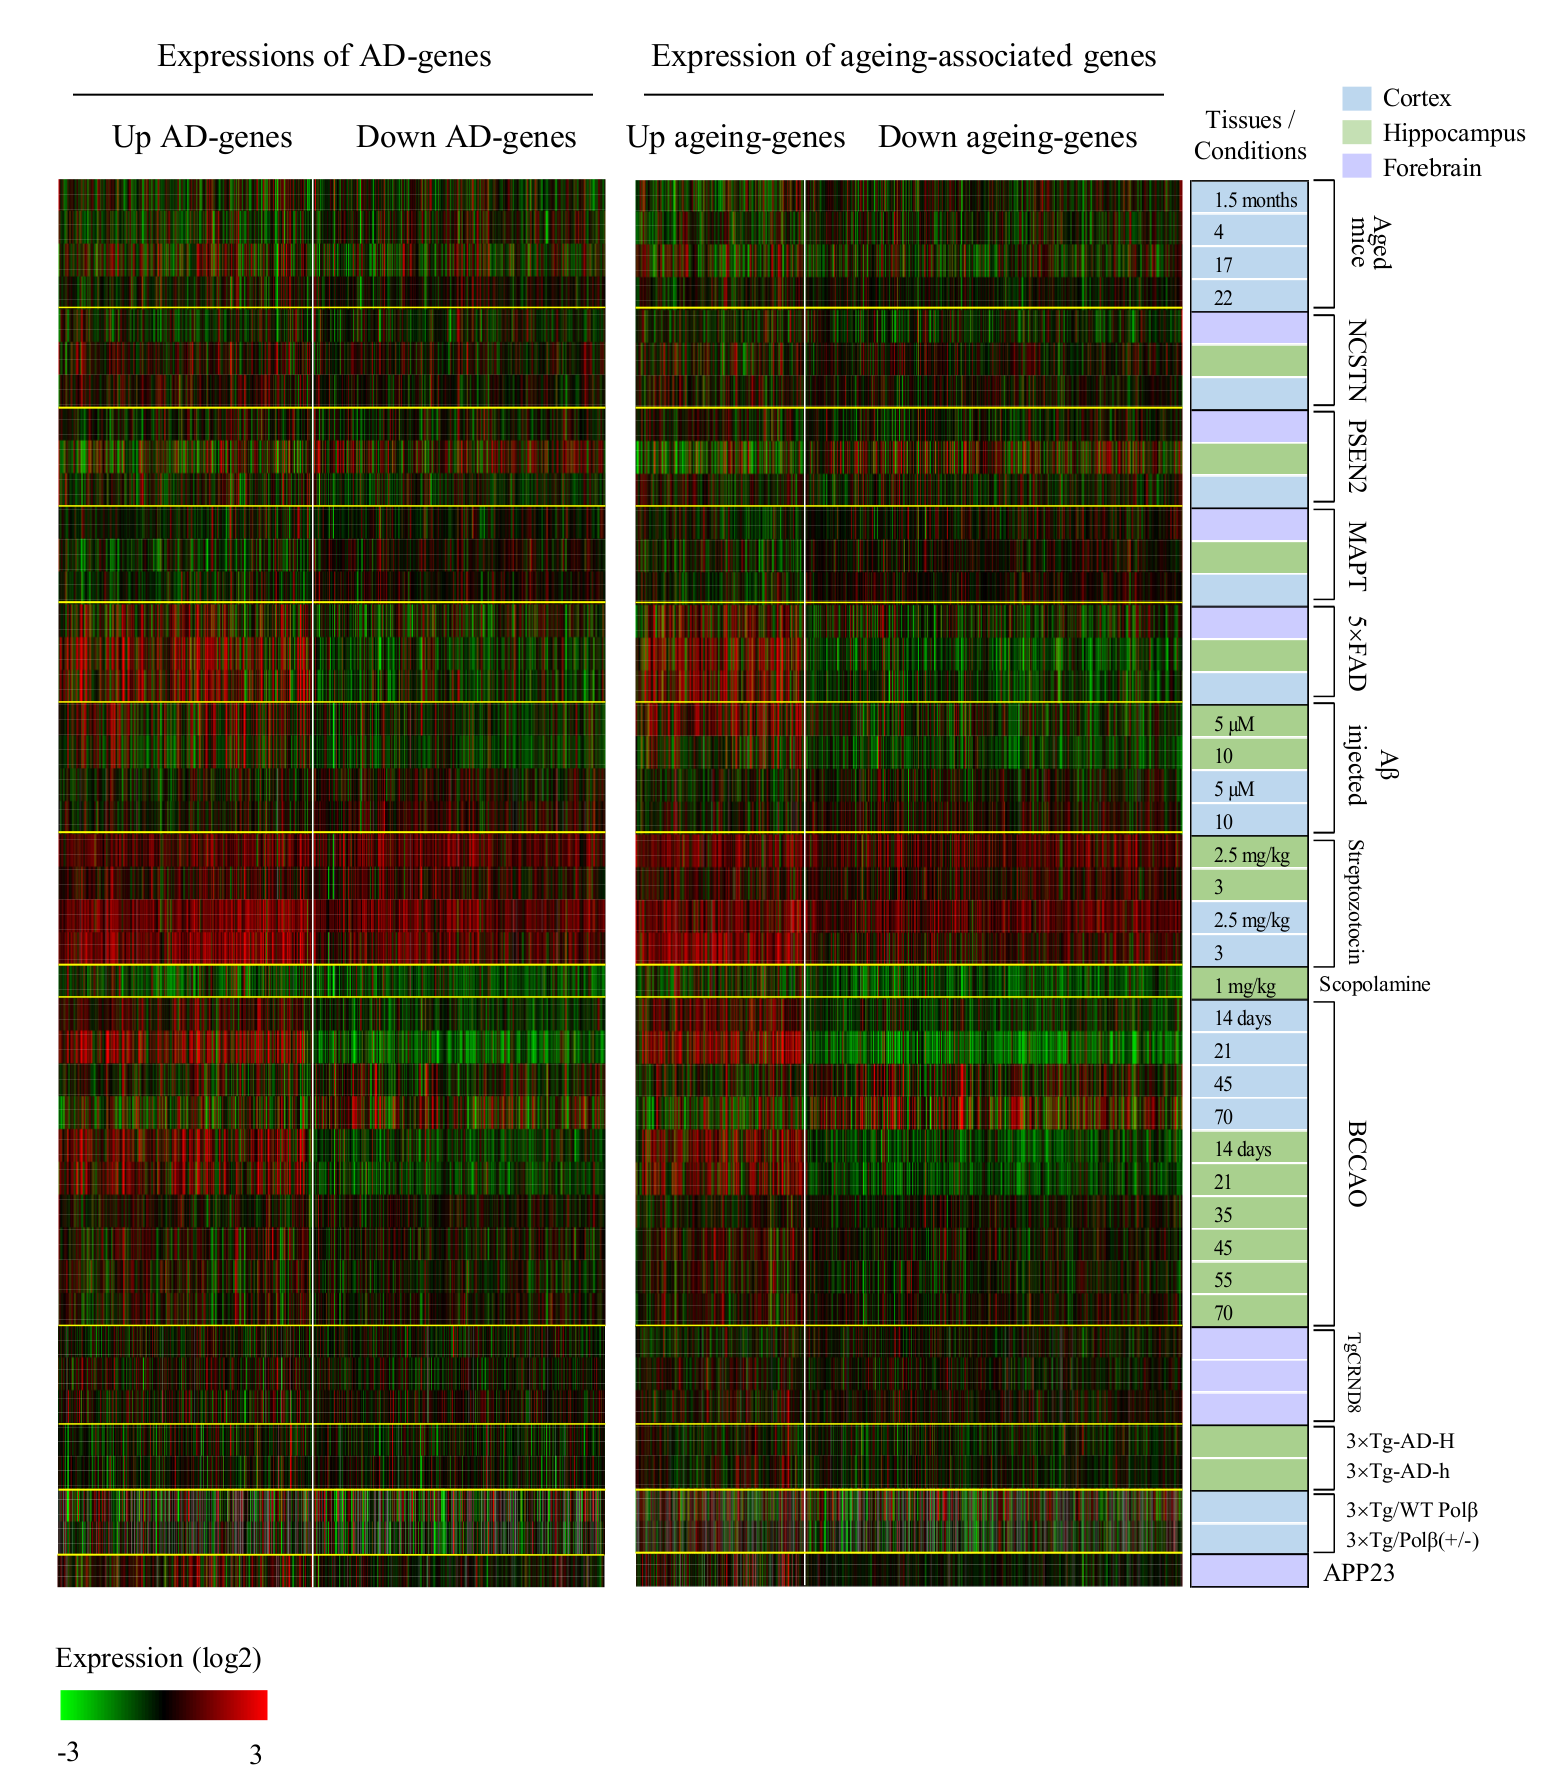

**Supplementary Fig. 11.** Expression profile of AD-genes and age-associated genes in animal models. The expression levels of AD-genes or age-associated genes in animal models were compared quantitatively. Red and blue bars indicate averaged values obtained using upregulated AD-genes (or upregulated age-associated genes) and downregulated AD-genes (or downregulated age-associated genes), respectively.

**
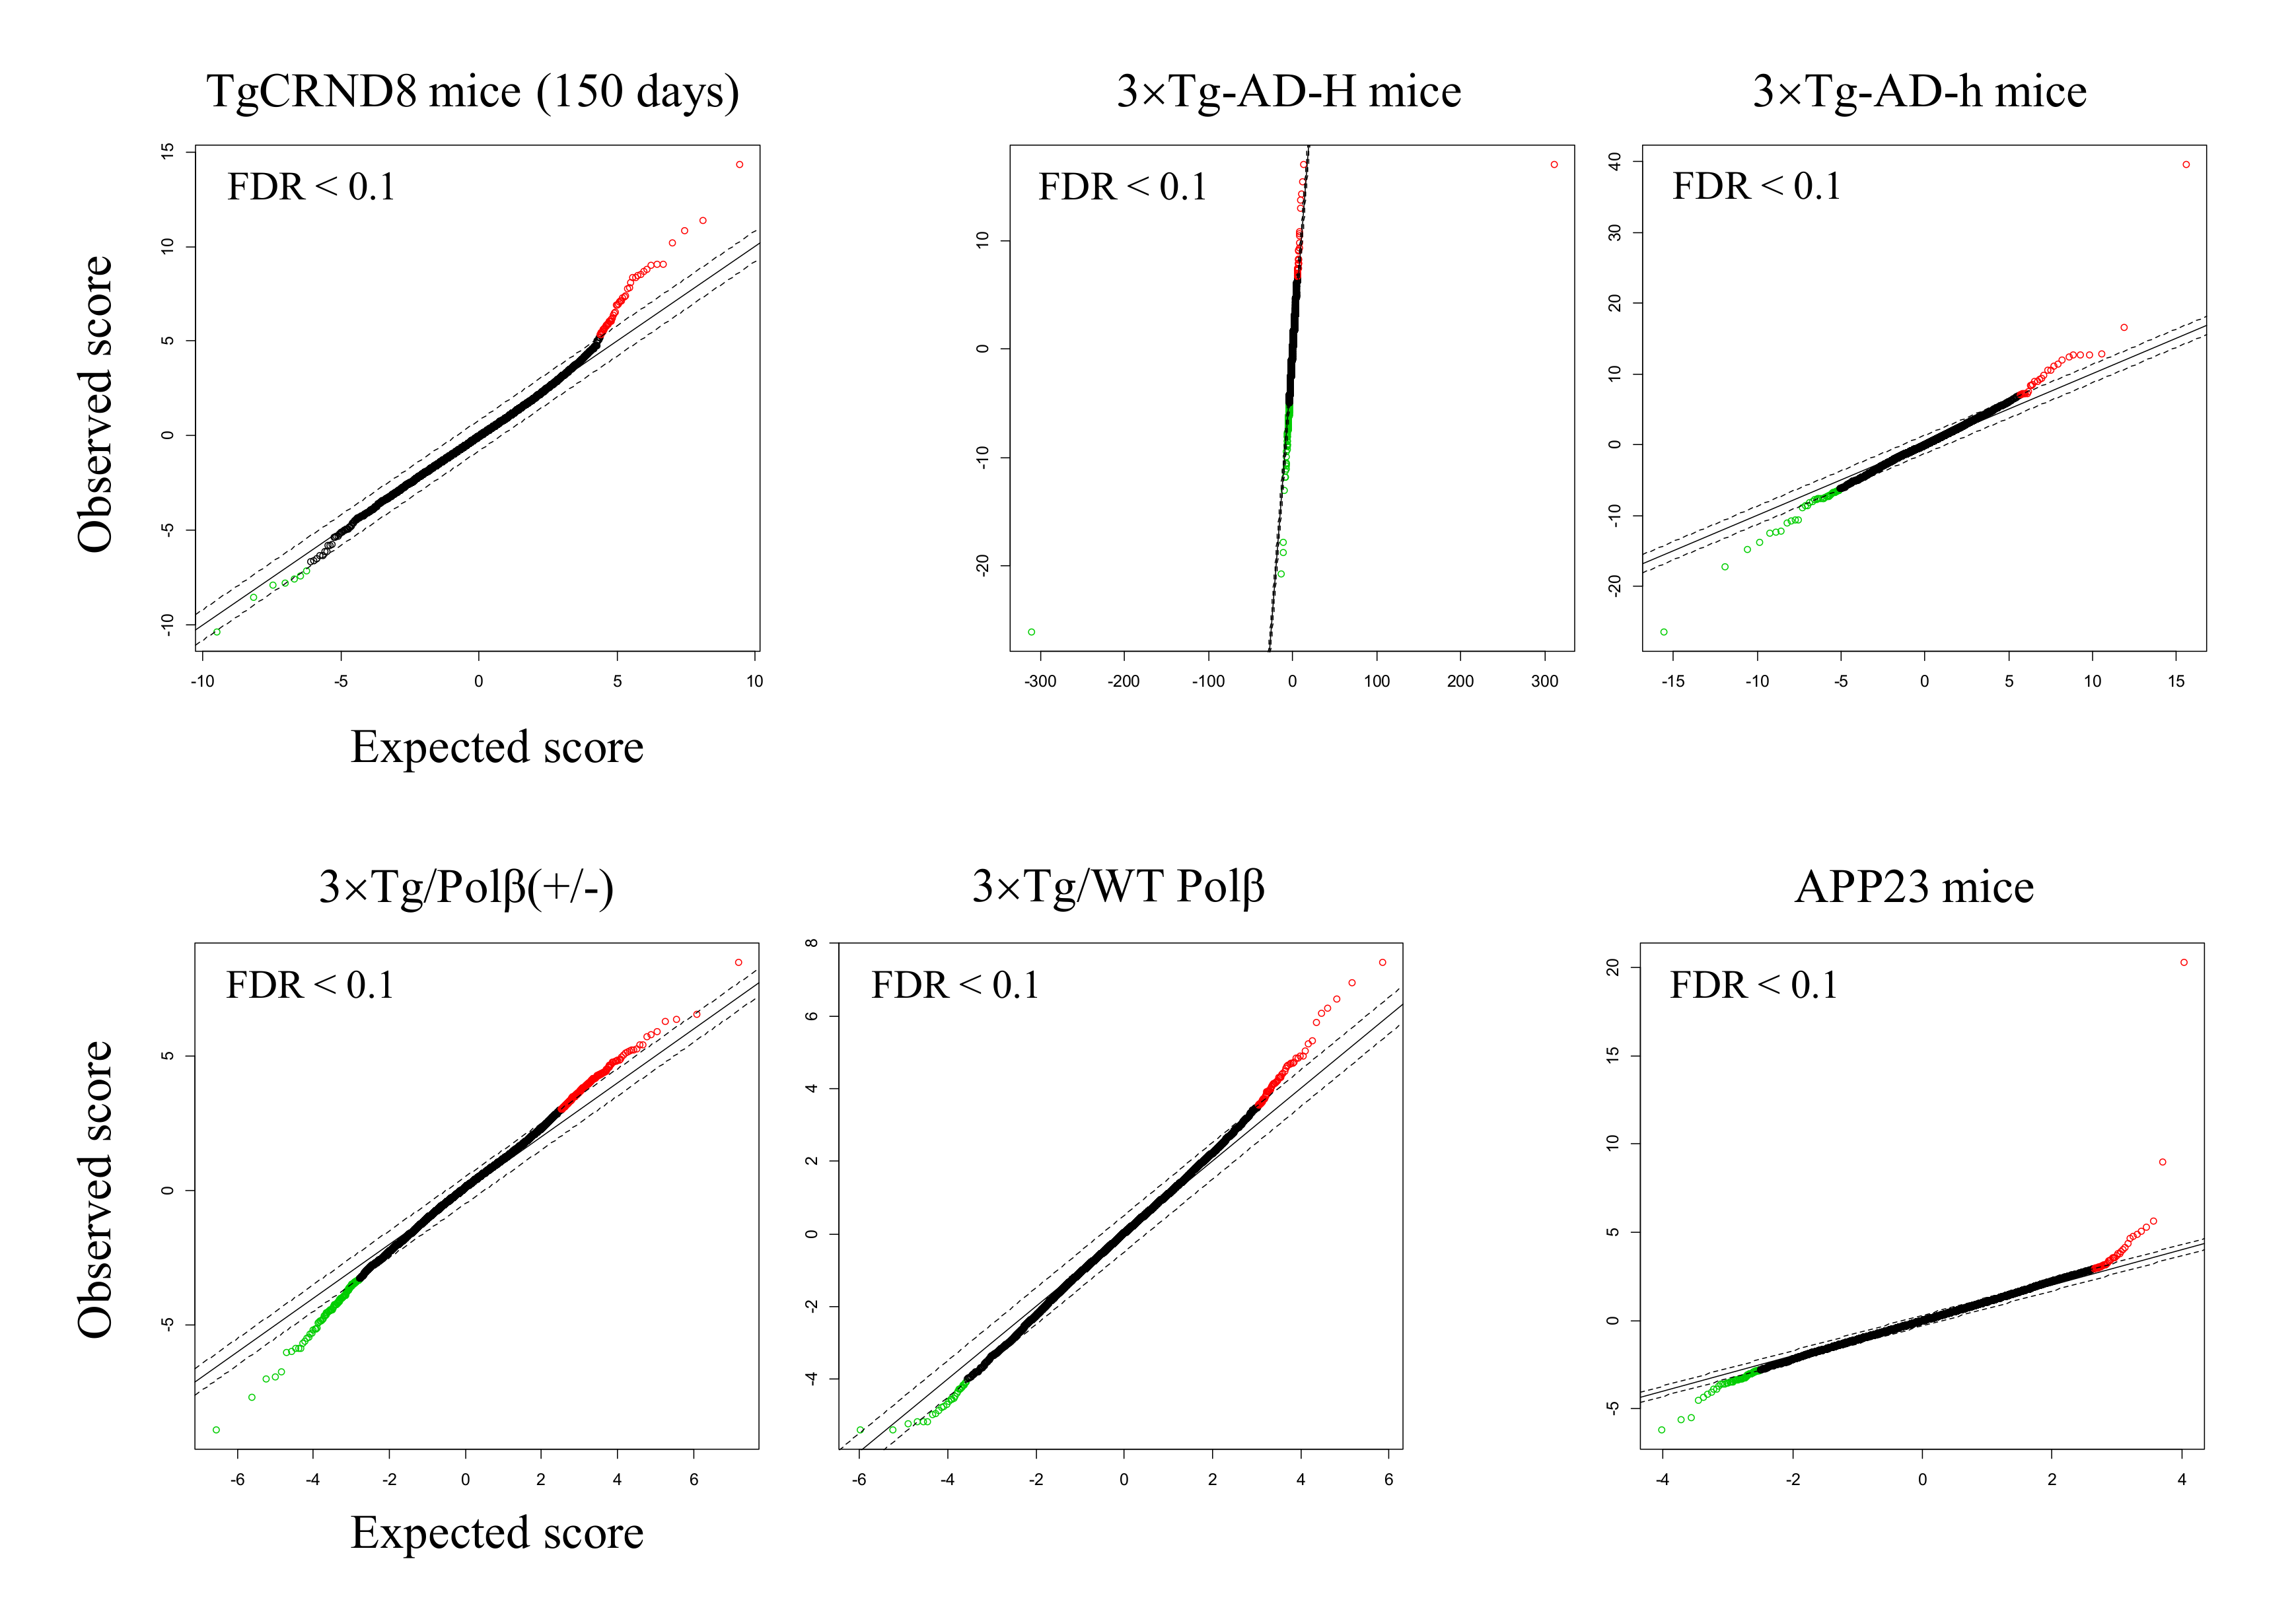
**

**Supplementary Fig. 12.** Differentially expressed genes (DEGs) from each animal model were identified using Significance Analysis of Microarray (SAM). FDR < 0.1 under the two-class response type option of SAM was used as a selection criteria for DEGs. Red and green circles represent genes that were up- and downregulated, respectively, compared with control samples. The dotted line represents the threshold line.

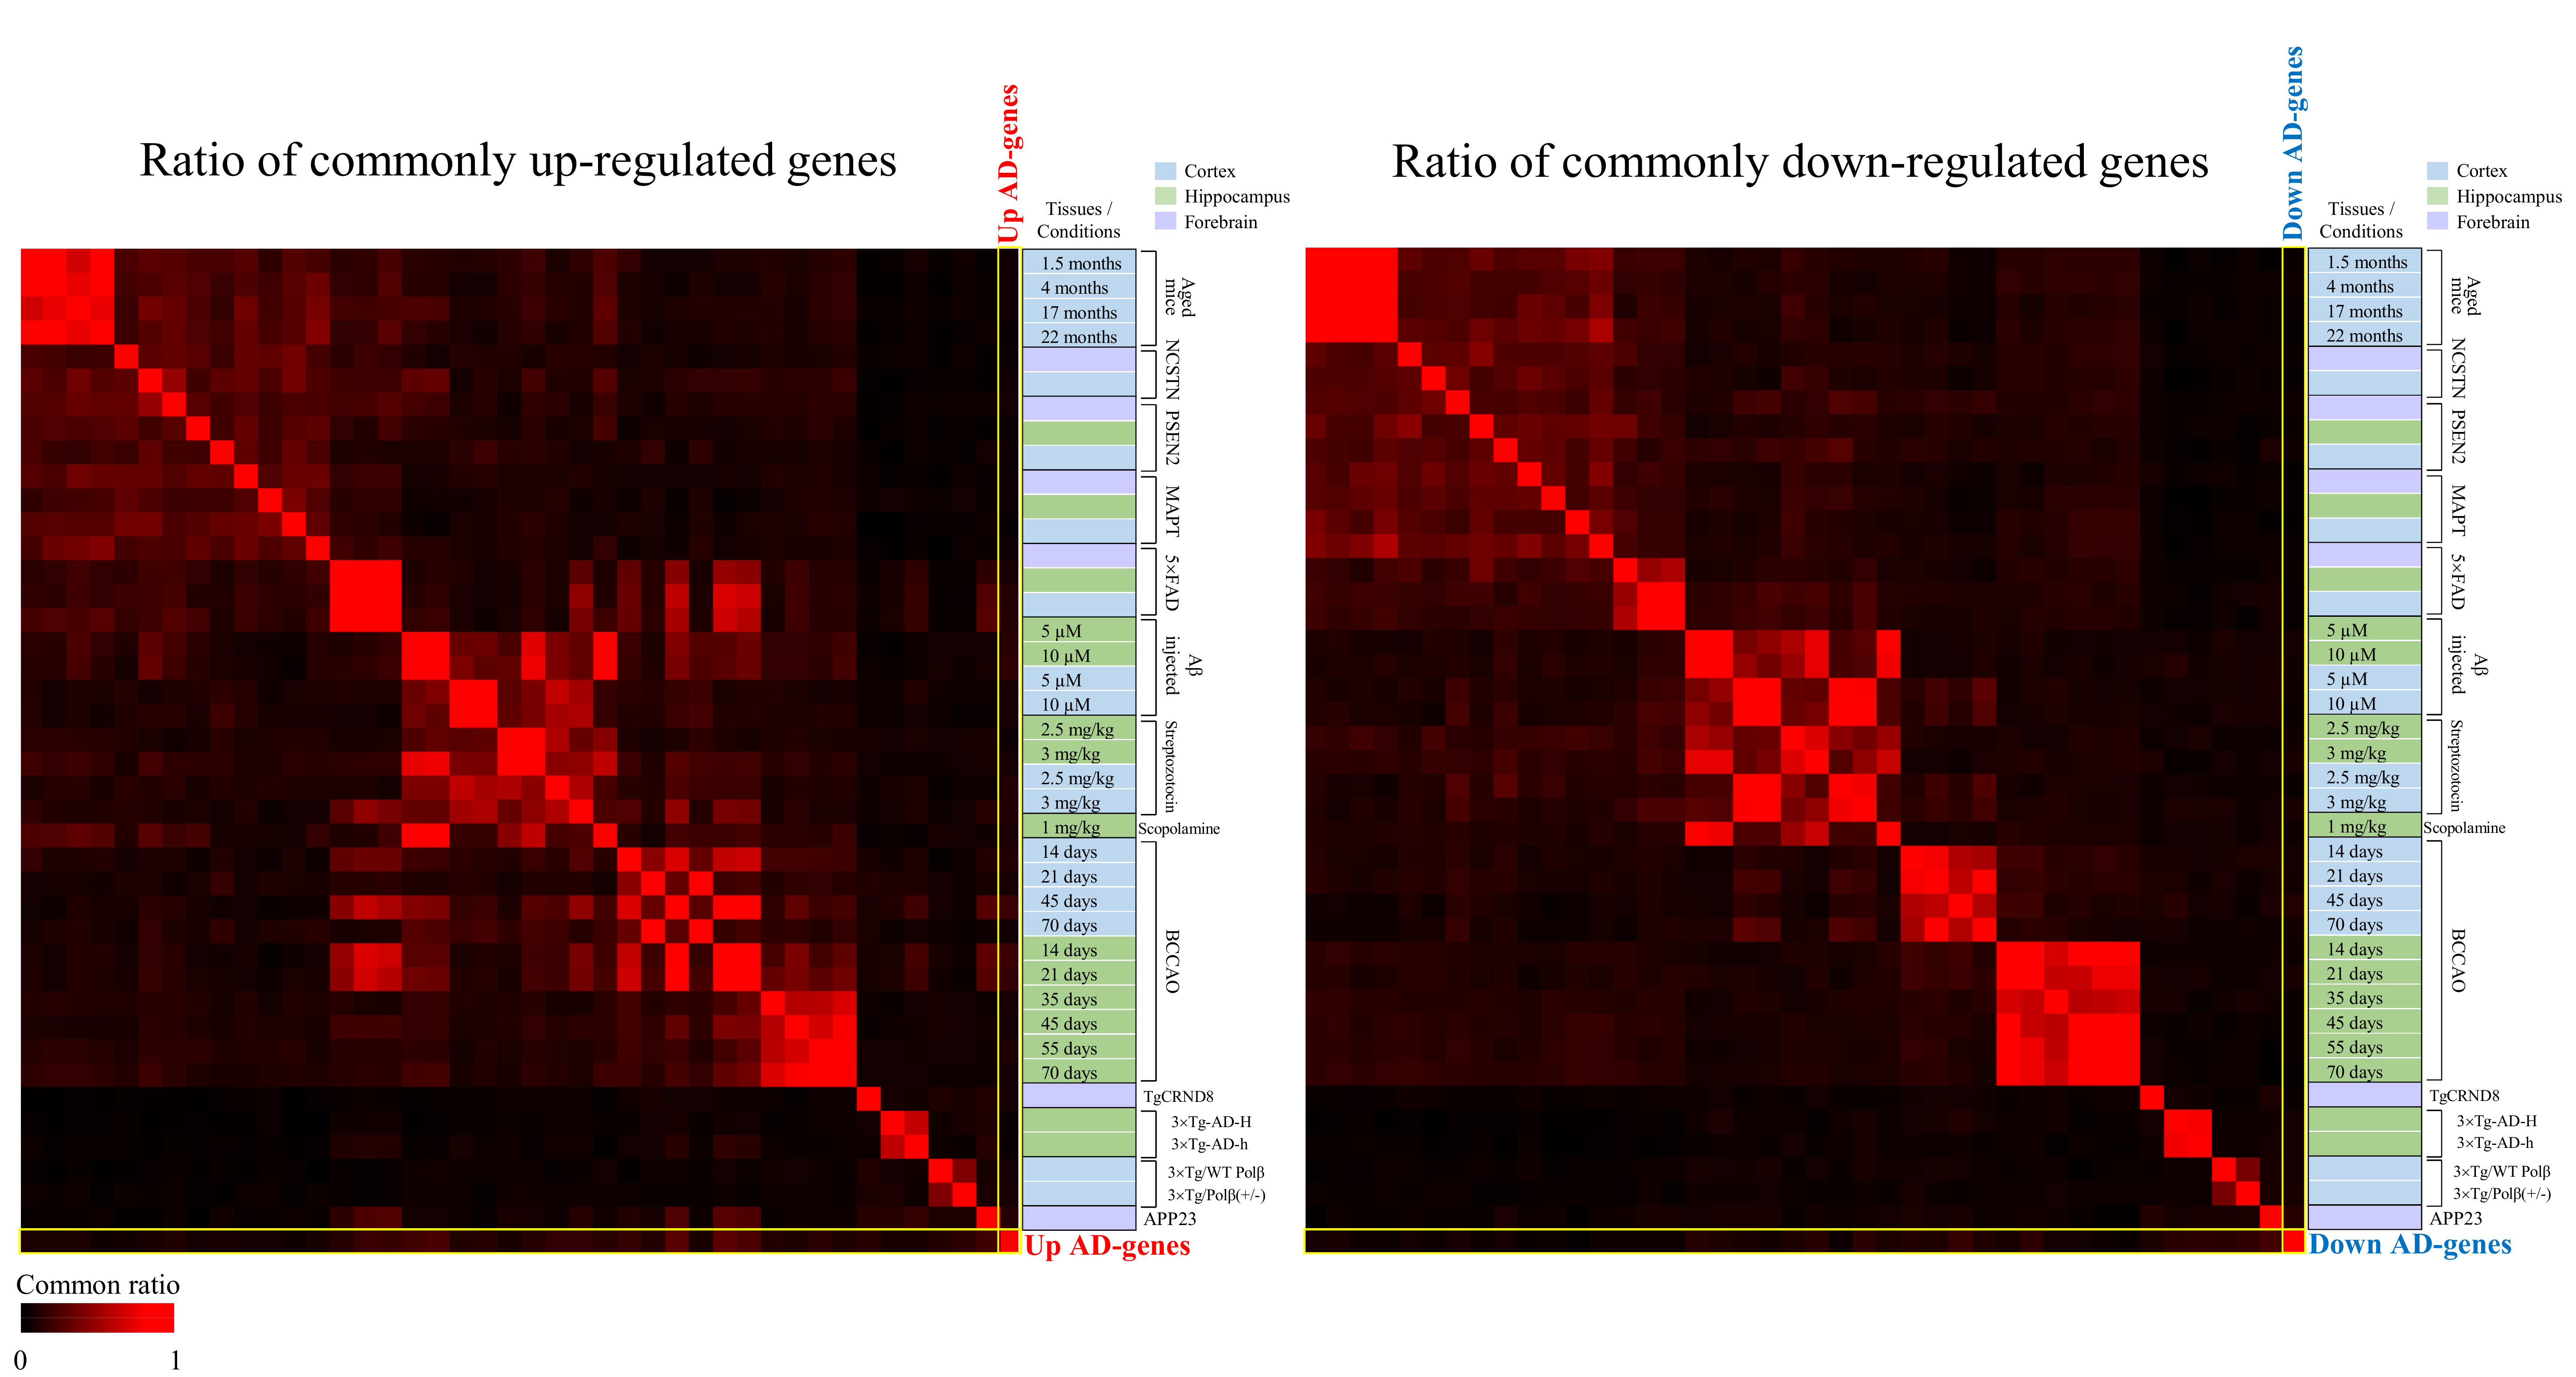

**Supplementary Fig. 13.** Ratio of common genes between animal models. The number of common genes between differentially expressed genes (DEGs) from animal models and AD-genes was compared. DEGs were selected using a 2-fold criterion for the animal models used here, whereas FDR < 0.1 under the two-class response type option of SAM was used as a selection criterion for DEGs from animal models from the GEO database (TgCRND8, 3×Tg, and APP23 models)

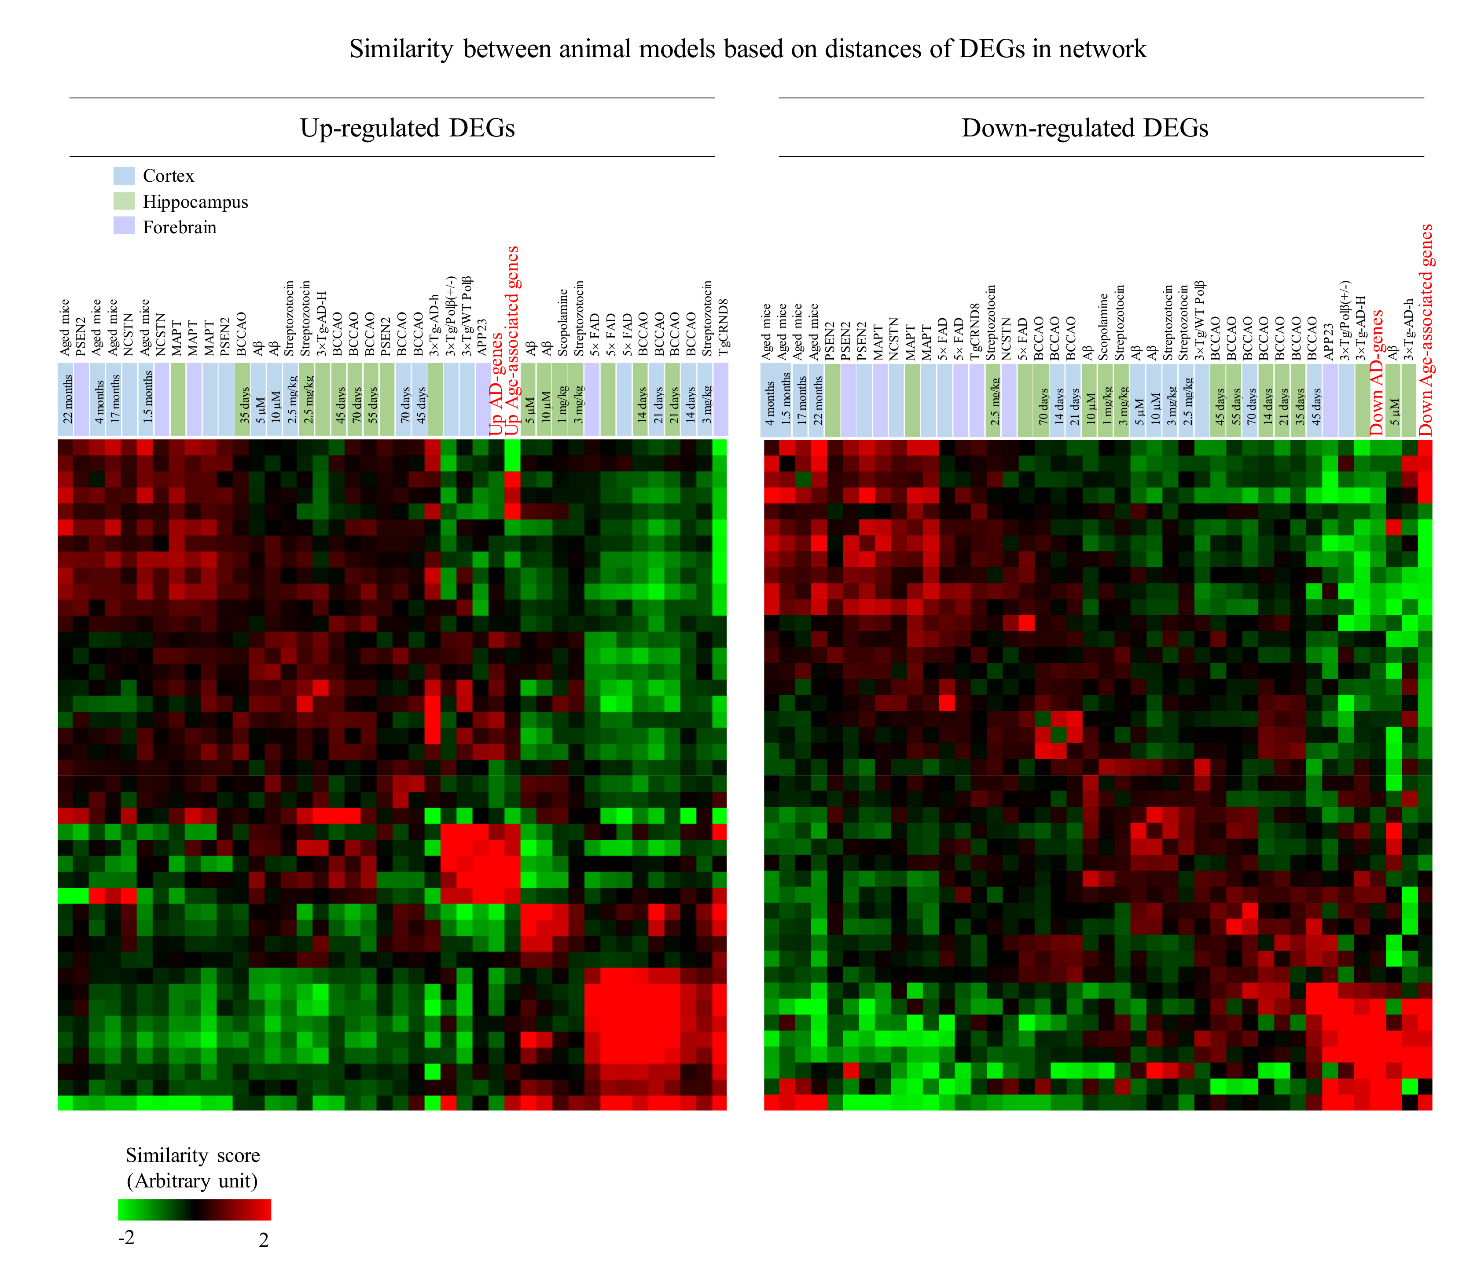

**Supplementary Fig. 14.** The similarity between age-associated genes and AD-genes was examined by measuring the clustering patterns of distances to the DEGS of animal models. The positions of up- and downregulated AD-genes (or age-associated genes) are highlighted in red color.

How the deposited data were processed for this re-analysis (not part of the article)

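Gene expression was measured with 12 one-colour Agilent mouse arrays, 1 for each of 12 models, and each array carried RNA pooled from 3 animals. The models were aged mice (cortex, 4 ages), NCSTN, MAPT, and 5×FAD transgenic mice (hippocampus), and ICR mice injected with Aβ, streptozotocin, or scopolamine (hippocampus). Other animal models of the paper, and the 9-month and PSEN2 arrays, were not analysed here.

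The authors deposited the intensity of every spot as the scanner software gave it, with foreground, local background, processed signal, and flags, and these intensities were not normalized between arrays. They also deposited a matrix of processed intensity values of the same arrays. Set against the scanner values, the matrix columns of aged, NCSTN, and MAPT arrays share 1 distribution to within 0.0446% and rank probes as the processed signal does (Spearman's rho of 1.00). The 5×FAD column has a distribution of its own, differing by up to 43.5% at equal rank. The ICR columns rank probes as the difference of foreground and background medians does (rho of 1) and leave out between 599 and 4633 probes each. For probes with a single spot, those left out had a foreground at most 1.9 times the background and those kept more than 1.9 times, whereas the methods state a filter of 1.4. The matrix was therefore used only as an alternative, on its own scale. No column of the matrix belongs to another sample.

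From the deposited scanner intensities, log2 of the processed signal was taken, spots marked as outliers were left out (110 to 234 per array), and spots of 1 probe were averaged. Following the methods of the paper, probes at least 1.4-fold brighter than the local background were kept, here on all 12 arrays, and were quantile normalized over the 12 arrays. This left 36520 of 39429 probes. Accessions were matched, without versions, to the gene table of mouse assembly GRCm38.p6, which gave a symbol for 69.8% of the probes. Probes of 1 gene were averaged on the log2 scale; 5166 of the 19644 genes had 2 or more probes. The sex-linked genes were read without the filter, because it removes Ddx3y.

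Control arrays were not analysed here, so each array was set against the mean of the other arrays of the same strain and region. Ratios within such a group sum to 0 for each gene, so a gene high on 1 array is low on the others by construction. Within the transgenic group the animals were 6, 10, and 12 months old, so model and age cannot be told apart there. AD genes were read from a copy of Supplementary Table 2 that holds 740 of the paper's 748 upregulated genes and all but a few of its 844 downregulated ones, and no enrichment or overlap test was run on it. If the missing upregulated genes all lay at the lower or the upper tail of all genes, the 5×FAD average would lie between 0.24 and 0.27. Symbols were matched in upper case, which found 660 and 735 genes.

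Comparisons were descriptive: averages over AD genes with the standard error across genes, counts of genes at least 2-fold higher or lower, overlaps and correlations between models with 20 simulated sets of unchanged arrays, and medians of gene families with their percentile among 10000 random lists matched on expression. The families were oxidative phosphorylation, glycolysis, synapse and transmitter receptors, MHC and antigen presentation, complement, interferon response, microglia, astrocyte, myelin, choroid plexus, red blood cell, immediate early, ribosomal, and Y-linked genes. Lists of pituitary genes and of X-linked genes expressed from both copies were added after the data had been seen. Genes named in the text were those the paper names for the mouse models, Thy1, Xist, Ddx3y, and Eif2s3y, the 3 largest increases and decreases of each array, and for 5×FAD and the Aβ arrays the 5 largest increases of upregulated and decreases of downregulated AD genes. The last 2 kinds needed a signal at least 4 times the local background on the brighter side. Some genes that the rule covers are not reported here. Itgax, Tyrobp, Gfap, Aif1, Gh, and the streptozotocin values of Ttr were chosen after their values were seen.

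The alternatives tried were scaling to the 75th percentile, the deposited matrix, normexp background correction with an offset of 50, no filter, a 2-fold filter, the brightest probe per gene, the median of the reference arrays, each reference array left out, other summaries over genes, thresholds of 1.5-fold and 3-fold, centring, older symbols, Spearman correlation, and unmatched random lists. Filters on the flag of the scanner software, a 1.4-fold filter on 1 or more arrays, quantile normalization within each group, and a centred matrix were added after the data had been seen.

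On simulated data with 200 genes changed 4-fold on the 5×FAD array, 91.5% were called at 2-fold over 19644 genes, and their median log2 ratio was 1.95. The quantile normalization differed from that of limma by at most 1.23e-13. Python 3 with numpy, pandas, scipy, and matplotlib, and R 4.3.3 with limma 3.58.1, were used.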

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

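Tests of the explanations of failed probes, of pooled sexes, of a defective spot, and of a rise with age were chosen only after the result had been seen. Highest and lowest arrays were looked for in 46 groups of values of the aged cortex (4 arrays) and the ICR hippocampus (5 arrays), covering gene families, AD gene averages, single genes, and the share of probes above background. Chance marks about 1 in 20 such groups, or 2.3 of 46, and 2 were marked, so the number of marks is what chance would give. Groups of 3 arrays were not examined.

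Xist was at least 35.2-fold higher on the 3 transgenic arrays than on the 9 others, in genes the paper does not discuss, while the methods give the transgenic mice as male. Failure of the Y-linked probes alone would leave Xist dark, yet it was well above background on 3 of 3 transgenic arrays and on none of the others. A pool of both sexes would leave Y-linked signal, yet Ddx3y or Eif2s3y was well above background on 0 of these 3 arrays. Together these 2 results argue against RNA of male animals on these 3 arrays, and RNA of female animals remains a candidate explanation. A further test of it, on 4 X-linked genes expressed from both copies, did not come out as it predicts. Their median was 0.10 higher than on the ICR hippocampus arrays, and Kdm6a (0.56), Kdm5c (0.16), and Ddx3x (0.039) were higher, but Eif2s3x was lower (-1.12). Strain differs between these arrays, and 4 genes are few, so this test cannot decide. Whether the animals were female or the arrays carry RNA of other animals also stays open. The reference of the 5×FAD array is made of the same kind of arrays, so its ratios do not compare arrays of different sex.

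The choroid plexus family had a median log2 ratio of 2.87 on the 17-month cortex array, and the nearest other age lay at -0.62. A single defective spot is argued against by 13 of 17 genes being at least 2-fold higher. A steady rise with age is argued against by the 22-month array, since the median difference of the family from the 17-month to the 22-month array was -2.28. Choroid plexus tissue in the pooled cortex RNA is a candidate explanation. Of 91 genes outside the family that were at least 4-fold lower on both streptozotocin arrays than on the other ICR arrays, 27.5% were at least 2-fold higher at 17 months. That compares with 2.33% of all genes and with 2.20% to 5.49% of the same 91 genes at the other ages, but it is below the majority the explanation predicts. The most abundant gene of the family, Ttr, was at a normalized log2 signal of 15.57 at 17 months and between 5.11 and 6.85 at the other ages. Dissection and age cannot be told apart with 1 array per age, and an effect of age at 17 months alone stays open as untested.

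Ncstn had a log2 ratio of 0.57 on the 17-month cortex array, with the nearest other age at -0.12. The gene has 1 probe on the filtered arrays. No explanation, technical or biological, was tested for it.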

How the results depend on the processing

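No paired analysis was possible because each model is 1 array. With no replicates, a value is called changed here when an average over AD genes moved by more than about 2 standard errors across genes, a family median by more than about 2 of its own standard errors, a correlation by more than 0.1, a single gene by more than 1 standard deviation of all genes, or a count by more than 1.5 times. Filters on the software flag, the 1.4-fold filter on 1 or more arrays, normalization within groups, and the centred matrix were chosen after seeing the data. The dose differences are direct, so the choice of reference does not enter them. Signal over background limits the calls: between 50.2% and 79.0% of the called genes outside the transgenic models, and between 24.5% and 43.5% in them, were not well above background on both sides.

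The averages of 5×FAD kept their direction under every alternative tried, between 0.17 and 0.40 for the upregulated and -0.18 and -0.061 for the downregulated AD genes. The upregulated average of 5 μM Aβ stayed above 0 (0.052 to 0.19), and that of 10 μM Aβ did so except in the deposited matrix. Of 324 comparisons of hippocampus AD averages with an alternative, 263 were within the stated range, 55 moved, and in 6 an average beyond its own range changed sign. Averages within their own range of 0 included, the sign changed in 23. Of 128 such comparisons for the ages, 122 were within range and 6 moved. Counts of called genes kept within 1.5 times in 140 of 206 comparisons, correlations within 0.1 in 51 of 66, and family medians within range in 388 of 431, with no sign change of a median that was beyond its own range.

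With the deposited matrix, the upregulated averages were -0.14 for NCSTN, -0.26 for MAPT, 0.40 for 5×FAD, -0.054 for 10 μM Aβ, 0.11 and 0.030 for 2.5 and 3 mg/kg streptozotocin, and -0.25 for scopolamine. The downregulated averages were 0.073, -0.012, and -0.061 for the 3 transgenic models in this order, -0.13 for 10 μM Aβ, 0.23 and 0.10 for streptozotocin, and -0.21 for scopolamine. Of the averages beyond their own range, the upregulated ones of 10 μM Aβ and of both streptozotocin doses and the downregulated one of MAPT changed sign. The matrix shifts whole arrays, with medians of all genes at -0.14 for 10 μM Aβ, 0.24 and 0.095 for streptozotocin, and -0.22 for scopolamine. After centring each array, the upregulated averages were -0.10 for NCSTN, 0.12 and 0.068 for 5 and 10 μM Aβ, and -0.10 for 2.5 mg/kg streptozotocin, and the downregulated ones 0.060 for MAPT and -0.037 for 5 μM Aβ, so the reversals come with the shift. In aged mice the centred values were 0.0092 (upregulated, 1.5 months) and -0.0062 and 0.017 (downregulated, 1.5 and 22 months), and the dose differences 0.042 (upregulated, streptozotocin) and 0.026 (downregulated, Aβ). Without centring, the dose differences were -0.17 and -0.11 for Aβ and -0.067 and -0.098 for streptozotocin, where both changed sign. Counts of called genes in the matrix were 304 and 175 for Aβ, 342 and 166 for streptozotocin, and 202 for scopolamine, with 199 and 223 between doses. The correlations were 0.22 for the Aβ and 0.35 for the streptozotocin pair. The choroid plexus medians were 1.53, 1.74, -2.53, -2.50, and 1.75 on the 5 ICR arrays. Oxidative phosphorylation was at -0.086 for 5×FAD and -0.0094 for 10 μM Aβ, and for the latter glycolysis was at -0.064, synaptic genes at -0.18, and interferon genes at 0.061. The cause of these family changes was not tested.

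Normexp with an offset of 50 shrinks the ratios of dim probes by construction. Called genes fell to 46, 31, 46, and 29 at the 4 ages, 116 for NCSTN, 128 for MAPT, 612 for 5×FAD, 185 and 107 for Aβ, 237 and 98 for streptozotocin, and 100 for scopolamine, with 91 and 115 between doses. The share of calls that were higher became 74.2%, 73.9%, and 75.9% at 4, 17, and 22 months, 38.8% for NCSTN, 28.1% for MAPT, 72.2% for 5×FAD, 90.3% and 95.3% for Aβ, 12.2% and 20.4% for streptozotocin, and 77.0% for scopolamine. Upregulated averages were -0.13 (MAPT), 0.19 (5×FAD), 0.11 and 0.080 (Aβ), and -0.13 (2.5 mg/kg streptozotocin), and downregulated ones 0.075 (NCSTN) and -0.10 (5×FAD). The upregulated dose difference of streptozotocin was 0.066. Correlations were 0.30 (Aβ pair) and 0.40 (streptozotocin pair). Choroid plexus medians were 0.92 at 17 months, 1.21 and 1.58 for Aβ, -2.45 and -2.12 for streptozotocin, and 1.71 for scopolamine. For 5×FAD the MHC, interferon, and immediate early medians were 0.35, 0.26, and -0.71. The differences of Xist and Eif2s3y between transgenic and other arrays set a measured signal against arrays where the gene was not well above background, so they give a direction and no size. With normexp they were 2.53 and -3.22. Without a filter, or with 1.4-fold on 1 or more arrays, the difference of Xist was 7.14, and with the software flag on 1 or more arrays 6.98, because a second probe then counts.

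Scaling to the 75th percentile gave upregulated averages of -0.13 for NCSTN, -0.095 for 3 mg/kg streptozotocin, and 0.015 at 1.5 months, streptozotocin dose differences of 0.073 and 0.0041, oxidative phosphorylation medians of -0.13 for 5×FAD and -0.11 for 5 μM Aβ, and a glycolysis median of -0.10 for 5 μM Aβ. The cause was not tested. The share of calls that were higher became 57.8% at 1.5 months (from 44.4%), 34.2% for NCSTN (from 52.5%), and 56.7% for MAPT (from 39.5%). In the matrix it was 37.6% for NCSTN, 29.0% for MAPT, 71.7% for 5×FAD (from 56.2%), 89.5% and 78.3% for Aβ (from 70.8% and 66.0%), and 38.6% for scopolamine (from 57.9%).

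Stricter filters leave fewer genes. With a 2-fold filter, 261, 162, 251, and 171 genes were called at the 4 ages, 464 for NCSTN, 477 for MAPT, 443 and 357 for Aβ, 618 and 260 for streptozotocin, 311 for scopolamine, and 292 and 435 between doses, with correlations of 0.27 and 0.32 for the Aβ and streptozotocin pairs. For streptozotocin 16.7% and 23.5% of the calls were then higher. With the software flag on every array, the counts were 126, 73, 123, 52, 259, 266, 1113 (5×FAD), 268, 187, 380, 141, and 171 in the same order, 130 and 241 between doses, and 12.6% and 23.4% of the streptozotocin calls were higher. Correlations were then 0.34 for both pairs and 0.26 for 5×FAD with 5 μM Aβ, the downregulated average of NCSTN 0.086, and the choroid plexus medians 1.56, 1.89, -2.51, -2.48, and 1.62 on the ICR arrays. At a 1.5-fold threshold the counts were 2236, 1850, 2377, 1837, 2885, 2652, 5265, 2474, 2366, 3015, 2250, and 2336, and at 3-fold 293, 215, 252, 221, 267, 302, 676, 417, 439, 600, 378, and 348.

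With the median over genes, upregulated averages became -0.12 (MAPT), 0.17 (5×FAD), 0.052 and 0.015 (Aβ), and -0.065 (2.5 mg/kg streptozotocin), and the downregulated one of NCSTN 0.093. Trimming 5% gave 0.11 and 0.076 for Aβ and -0.14 for 2.5 mg/kg streptozotocin. Genes above the median expression gave -0.15 and 0.058 for MAPT and 0.080 for the downregulated genes of NCSTN. Centring on all genes gave -0.15 and 0.044 for 2.5 mg/kg streptozotocin, -0.045 for the downregulated genes of 10 μM Aβ, and -0.0054 for those at 1.5 months. These changes show tails of genes; their cause was not tested.

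Leaving out each reference array in turn, the upregulated averages ranged from -0.22 to 0.080 for NCSTN, -0.30 to -0.080 for MAPT, 0.11 to 0.19 and 0.069 to 0.16 for 5 and 10 μM Aβ, -0.11 to -0.019 for 3 mg/kg streptozotocin, -0.066 to 0.029 for scopolamine, and -0.010 to 0.044 at 22 months. The downregulated averages ranged from 0.057 to 0.18 for NCSTN and -0.057 to 0.13 for MAPT, and the counts from 783 to 2308 and 783 to 2254. Without 5×FAD in the reference, the upregulated average of NCSTN (0.080) and the downregulated average of MAPT (-0.057) changed sign, and the other averages of these models did not. The correlation of the Aβ arrays ranged from -0.23 to 0.021 and that of the streptozotocin arrays from -0.025 (without 5 μM Aβ) to 0.030, being -0.012 without 10 μM Aβ. All of these lay above the values of unchanged arrays simulated without the same array, which were at most -0.26 for the Aβ pair and -0.30 for the streptozotocin pair. Choroid plexus medians ranged from 1.16 to 3.04, 1.73 to 3.61, -5.15 to -3.38, -4.54 to -2.66, and 1.68 to 3.48 on the ICR arrays. With the median of the reference arrays they were -5.02 and -4.44 for streptozotocin, and the correlation of the pair was 0.29. Against random lists not matched on expression, the family percentiles of 5×FAD for immune genes were again 100. Those of oxidative phosphorylation rose from 57.5 to 87.1 for 5×FAD and from 72.8 to 94.7 for 5 μM Aβ.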

Differences from the paper's values

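The copy of Supplementary Table 2 used here holds 740 upregulated AD genes where the paper states 748, and a few fewer downregulated AD genes than the paper's 844. No numeric value of the mouse models is given in the paper for a measure computed here, and Fig. 6b has no numeric axis, so only directions can be compared. The paper sets models against normal controls, whereas the values here are relative to the other models of the same strain and region.

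Fig. 6b shows both AD gene lists above 0 for streptozotocin in the hippocampus. Here the upregulated AD genes averaged -0.20 at 2.5 mg/kg and -0.056 at 3 mg/kg, and the downregulated AD genes -0.0030 and 0.037. With the values of the deposited matrix, an alternative set before the data were examined, all 4 were above 0, at 0.11, 0.030, 0.23, and 0.10. In that matrix, however, the medians of all genes lay at 0.24 and 0.095 on these arrays. After centring, the averages at 2.5 mg/kg were -0.10 for the upregulated and 0.011 for the downregulated genes. The downregulated average at 2.5 mg/kg was also above 0 under other settings, among them scaling to the 75th percentile (0.020), normexp (0.0026), and centring on all genes (0.044). For scopolamine the figure shows both lists below 0, and the averages here were -0.012 and -0.0026, both smaller than their standard errors. In the deposited matrix they were -0.25 and -0.21, where the median of all genes lay at -0.22 on the scopolamine array. For the NCSTN model the figure shows upregulated AD genes slightly above 0, whereas the average here was -0.069. Without 5×FAD in the reference it was 0.080. For the cortex at 4 months the figure shows upregulated AD genes slightly above 0, whereas the average here was -0.068.

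The paper describes metabolic pathways as lower in 5×FAD and Aβ-injected mice. The median of the oxidative phosphorylation family was 0.0021 for 5×FAD, 0.0059 for 5 μM Aβ, and 0.052 for 10 μM Aβ. It was below 0 for 5×FAD in the deposited matrix (-0.086), with scaling to the 75th percentile (-0.13), with normexp (-0.028), without the MAPT array in the reference (-0.0315), without a filter (-0.0015), and with the 1.4-fold filter on 1 or more arrays (-0.0015), which was chosen after seeing the values. For 5 μM Aβ it was below 0 with scaling to the 75th percentile (-0.11). It was also below 0 there without the scopolamine array (-0.0083) and without the array of 2.5 mg/kg streptozotocin (-0.0030). For 10 μM Aβ it was below 0 in the deposited matrix (-0.0094), where the median of all genes lay at -0.14. The paper uses KEGG pathways, which were not used here. The paper gives the transgenic mice as male, whereas Xist was well above background on all 3 transgenic arrays.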

Other observations

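Tests of a whole-array shift and of less choroid plexus in the tissue were chosen only after the result had been seen. The others in this part were set out before their result was seen, though the patterns themselves came from these arrays.

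The choroid plexus family was low on both streptozotocin arrays, with medians of -3.80 at 2.5 mg/kg and -3.14 at 3 mg/kg, against 2.16, 2.71, and 2.57 on the arrays of 5 μM Aβ, 10 μM Aβ, and scopolamine. Ttr had log2 ratios of -4.77 and -3.77 on the streptozotocin arrays. Because ratios of a group sum to 0, the high values of the other 3 arrays follow from the low ones. Quantile normalization removes a shift of the whole array, so this was tested on the signals before normalization. The medians of all genes and of the oxidative phosphorylation and ribosomal families then differed from the mean of the other 3 ICR arrays by at most 0.26 in size, whereas the choroid plexus median differed by -5.47 at 2.5 mg/kg and -4.90 at 3 mg/kg, which argues against such a shift as the source. Less choroid plexus in the dissected hippocampus is a candidate explanation, as is an effect of streptozotocin, and they cannot be told apart because both arrays are of 1 treatment. The level of the family ranged over 0.70 on the 3 transgenic hippocampus arrays and over 0.16 on the 3 other ICR arrays, against a gap of 3.87 between these and the streptozotocin arrays.

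The upregulated AD genes were 0.21 higher on the Aβ arrays than on the streptozotocin arrays (standard error across genes 0.025). Choroid plexus genes among the AD genes were tested as the source by leaving out the 12 AD genes at least 2-fold higher on the 17-month cortex array. The difference was then 0.20 (standard error 0.023), so these genes do not account for it. Other genes of the same tissue may remain among the 648, because the 17-month array marks only those that rose there.

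On the 5×FAD array, the upregulated AD genes averaged 0.24 (standard error 0.027) without the 10 genes of the immune families, which averaged 1.50. Those 10 genes therefore do not account for the average. Other immune genes may remain among the 650, because the families hold only genes chosen by symbol, so an immune source is not excluded. Over the 588 upregulated AD genes well above background on all 12 arrays, the average was also 0.24 (standard error 0.028). That argues against a larger number of measured probes as its source. Further microglial and astrocytic genes, chosen after their values were seen, were higher, with log2 ratios of 6.38 for Itgax, 2.75 for Tyrobp, 1.79 for Gfap, and 1.37 for Aif1. The astrocyte family had a median of 0.65 (percentile 100). The animals were 6 months old, and those of the reference 10 and 12 months, so transgene and age both stay open. In the cortex, the microglial median was -0.075, -0.13, 0.032, and 0.12 at 1.5, 4, 17, and 22 months, against 1.86 on the 5×FAD array. The older cortex arrays thus had the higher microglial medians, whereas the 5×FAD animals were the youngest of their group. Over the 4 ages, the upregulated AD average lay between -0.068 and 0.077, against 0.26 on the 5×FAD array. The cortex is another tissue, and age in the hippocampus was not tested.

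Immediate early genes were low on the 5×FAD array, with a median of -1.57 over 15 genes. The difference does not come from 1 of the 2 reference arrays, since the median was -1.57 against NCSTN and -1.53 against MAPT. Nor does it come from dim probes, since 14 of the 15 genes were well above background on all 3 arrays and had a median of -1.59. Handling of the animals before dissection, age, and the transgenes stay open and were not tested.

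Prl rose by 8.94 on the MAPT array, and Gh was at least 12.6-fold higher, which raises pituitary tissue in the pooled RNA as a candidate explanation. It predicts a median of at least 1 for other pituitary genes. The median over 10 of them was 0.11, and 2 were at least 2-fold higher, Cga by 3.06 and Ghrhr by 1.00, whereas Pomc had a ratio of 0.072. Only 6 of the 10 were well above background on this array, so the list cannot settle it; that it was too dim to do so was judged after its median had been seen. Gh was also well above background on the 22-month cortex array. No biological explanation was tested.

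Many large increases were seen on 1 array alone, often of genes such as olfactory receptors. Over the 12 arrays, 645 genes had a probe at least 8-fold higher than the reference, counted once per array, and 446 of them had no further probe. Of the 199 with a further probe, 41 (20.6%) had one at least 2-fold higher. The share lies just above the limit set beforehand for defects of single spots and far below that set for increases of the gene, and it cannot decide, as probes of 1 gene can also read different transcripts.

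Myelin genes varied between arrays with no order by age. Their medians were -0.57, 0.79, -0.60, and 0.28 at 1.5, 4, 17, and 22 months, 0.36 and -0.55 with 5 and 10 μM Aβ, 0.11 and -0.30 with 2.5 and 3 mg/kg streptozotocin, and 0.46 with scopolamine. Red blood cell genes likewise had medians of -0.19, 0.39, 0.54, and -0.64 over the 4 ages. These medians, and the astrocyte median of 5×FAD, kept their sign with scaling to the 75th percentile, in the deposited matrix, and with normexp. The myelin median of 2.5 mg/kg streptozotocin, however, was -0.047 without the array of 10 μM Aβ in the reference. No explanation, technical or biological, was tested for them. The ribosomal family stayed between -0.12 and 0.071 on the 12 arrays, and for 5×FAD its 0.042 became -0.073 with scaling to the 75th percentile and -0.035 in the deposited matrix. The Y-linked family lay between -0.16 and 0.15 with quantile normalization. With scaling to the 75th percentile it was at 0.50 for NCSTN and -0.68 for 5×FAD, and in the deposited matrix at 0.45 and -0.61. None of its 3 genes was well above background on the transgenic arrays, so no direction is read from it there.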
